# Single-cell and spatial transcriptomics in *Phragmites australis* reveal the association of B chromosomes with plant invasiveness

**DOI:** 10.1186/s13059-026-04079-x

**Published:** 2026-04-22

**Authors:** Cui Wang, James Ord, Mengxiao Yan, Yunfei Cai, Hongjin Shao, Lele Lin, Jarkko Salojärvi, Lele Liu, Weihua Guo

**Keywords:** Single cell transcriptomics, Spatial transcriptomics, Invasive plants, B chromosome

## Abstract

**Background:**

Invasive plants pose a major threat to global biodiversity, yet the molecular and genomic mechanisms underlying their success remain poorly understood. Here, we investigate the invasion of the common reed *Phragmites australis*, a grass species that became invasive in North America after its introduction from Europe, to elucidate the molecular mechanisms potentially underlying its invasion process.

**Results:**

By integrating single-cell RNA sequencing, spatial transcriptomics, and comparative genomics, we construct a single-cell atlas of *Phragmites australis*, and identify 19 transcriptionally distinct cell types, including meristematic cells, parenchyma, mesophyll, epidermal, and vascular tissues. Comparative analysis of common garden-grown native populations from Europe and invasive populations from North America reveals a significant proportion of differentially expressed genes located on B chromosomes, which show copy number expansion in invasive genomes. Four B-chromosome genes, *PaChr24B.43* (*IMP-α3*), *PaChr24B.82* (*GATA2*), *PaChr24B.218* (*SCC3*), and *PaChr24B.240* (*SCC3*), are consistently differentially expressed between invasive and noninvasive populations across nearly all cell types. At the tissue level, mesophyll, parenchyma, vascular, and epidermal cells in the invasive population all exhibit increased gene expression in response to sugar starvation and light deprivation. Epidermal cells also show strong activated gene expression in response to hypoxia but suppressed expression of genes involved in the defence related respiratory burst.

**Conclusions:**

This study establishes a cell type-resolved molecular atlas of a nonmodel invasive plant and reveals cell type-specific gene regulatory mechanisms within the regenerative shoot system. These findings advance our understanding of the cellular and genomic basis of plant invasiveness and provide a foundation for future ecological research and management.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-026-04079-x.

## Background

Biological invasions pose a profound threat to global ecosystems, as non-native species can disrupt ecological equilibrium, outcompete indigenous flora and fauna, and reshape habitat structures [1]. While many species become invasive upon introduction to new environments, their counterparts may remain non-invasive in their native habitats, as observed in *Spartina* spp., *Ambrosia artemisiifolia*, and *Phragmites australis* [2, 3]. Invasive populations often exhibit distinct phenotypic or reproductive traits in the region in which they have invaded. These contrasting traits, such as altered growth rates, reproductive strategies, or resource use, can play a pivotal role in invasive success [4, 5]. Genetic mechanisms driving such divergence include copy number variation, epistasis, hybridization, and large-effect loci, as well as rapid genomic shifts involving transposable elements and pleiotropy [6, 7]. Structural variants (SVs), including large haplotypic block inversions, are key drivers of rapid local adaptation in invasive species such as *A. artemisiifolia* [8] and *Helianthus* [9]. These adaptive SVs can spread to other populations through hybridization, thereby increasing their potential for survival and range expansion [10]. Understanding the genetic mechanisms underlying the increased invasiveness is therefore crucial for explaining how invasive species establish and outcompete native species in novel environments [11].

The common reed (*P. australis*) is one of the most widespread plant species worldwide and thrives in a variety of wetland habitats across temperate regions. Despite its native status in Europe, where it plays an essential role in wetland ecosystems without exhibiting invasive tendencies, *P. australis* has become a highly aggressive invasive species in North America. Its introduction to the continent is believed to have occurred approximately 200 years ago [3]. Since then, *P. australis* has expanded rapidly across North American wetlands, where it outcompetes native vegetation, reduces biodiversity, and alters hydrological and nutrient cycling processes [12]. One of the key differences observed between invasive and native populations of *P. australis* lies in their regenerative capabilities. In regeneration experiments, invasive populations presented a significantly higher culm regeneration rate than their source populations from Europe [13]. In some cases, invasive populations also exhibit greater rhizome regeneration, further enhancing their ability to colonize new areas and recover from environmental disturbances [14].

Common reeds are characterized by remarkable intraspecific genetic diversity, with substantial variation across genomic loci, ploidy levels, and morphological traits [15–17]. High intraspecific variation in ploidy levels has been detected in common reed, with allotetraploids (2n = 48) and octoploids being the most common. Tetraploids are distributed primarily across Europe, North America, the Mediterranean region, and northern China, whereas octoploids are found mainly in the Far East and southern China. The allotetraploid genomes originated through hybridization between two ancestral diploid species, producing a haploid genome of 24 chromosomes accompanied by a supernumerary B chromosome. Although all contemporary populations are allotetraploids, flow cytometry analyses have revealed that North American *P. australis* populations generally possess slightly larger genomes than their European counterparts [18, 19]. While the exact reasons for the increased genome sizes remain unclear, increasing evidence suggests that an accumulation of B chromosomes and a large number of tandem duplications may play a central role [20].

B chromosomes are supernumerary chromosomes that occur alongside the standard set of A chromosomes. They are typically not essential for survival and often regarded as parasitic [21]. They are known to carry large amounts of repetitive elements and noncoding ribosomal DNA (rDNA). Although B chromosomes are traditionally thought to be genetically inert, recent studies suggest that they may actively participate in gene regulation, potentially causing deleterious effects [22]. B chromosomes can influence the meiosis of plant species by altering the chiasma frequency, recombination rate, and nondisjunction [23]. In maize, the accumulation of B chromosomes has been reported to epigenetically influence A-chromosome gene expression in a tissue-specific manner. These effects can result in white longitudinal striping and reduced fertility, with young leaf tissues showing particular sensitivity to increased B-chromosome copy number [24]. However, the functional role of B chromosomes in invasive species and the mechanisms by which they interact with the broader genome are still poorly understood.

In this study, we aimed to examine whether bioinvasion has altered the gene regulatory networks underlying the regenerative shoot system. To address this, we sampled newly formed shoot regenerated from rhizomes and performed single-cell and spatial transcriptomic analyses on six samples. These included three allotetraploid individuals from the European source population and three from the North American invasive population grown in a common garden. Firstly, by comparing cell-type specific gene expression between invasive and native European populations, we identified differentially expressed genes associated with key developmental processes and different tissue types. This analysis highlights genetic elements in growth and defence pathways that may have been altered following introduction to the new environment. Secondly, we aimed to determine whether B chromosome copy number variation is associated with invasiveness. Thirdly, we examined whether genes on these B chromosomes show evidence of functional divergence from their A- chromosome homologues. For this purpose, we performed comparative genomics, phylogenetics, and selective sweep analyses to investigate the evolution of invasion-related genes via whole-genome and bulk RNA-seq data collected from the same individuals. Our goal was to identify key genes involved in rhizome regeneration and their regulation by B chromosomes, thereby elucidating the genetic basis of *P. australis* invasion. On the basis of the subgenome phasing results from Wang et al. [25], we revised the chromosome and gene annotations to reflect their respective subgenomes, using the suffix A for subgenome A, D for subgenome D, and B for B chromosomes (e.g., *PaChr1A*).

## Results

### Single-cell RNA-seq data for common reed

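Single-cell libraries were prepared from the shoots of 6 common reed plants, 3 from the European population (EU60, EU78 and EU620) and 3 from the North American invasive population (NAint61, NAint113 and NAint191), with 1 library per plant. The libraries carry batch labels, which place EU60, EU78 and NAint113 in batch 1, EU620 and NAint191 in batch 2 and NAint61 alone in batch 3. Their protocol names the tip of the rhizome, whereas the paper and the tissue label name the shoot. The authors deposited for each library the raw counts of unique molecular identifiers (UMIs) per gene in the cells that CellRanger called, before the doublet and organelle filters of the paper. All 6 matrices list the same features, which include the genes of the B chromosome. Feature names in the matrices lack the subgenome letter and were matched to the paper's names by chromosome and gene number. The total UMI count was 126693180 in EU60, 132478792 in EU78 and 110377904 in EU620, and 95335255 in NAint61, 125743392 in NAint113 and 127707928 in NAint191. From these counts, the cells were filtered, clustered and named again, and the UMI counts of the retained cells were summed per sample over the whole shoot, each tissue and each cluster. The sums were compared between populations with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment. As in the paper's model, the mean reads per cell of Table 1 entered as a covariate, and genes with fewer than 10 counts in every sample were left out. DESeq2, the tool named in the paper, was run on the same sums as an alternative.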

The scRNA-seq experiment yielded a comprehensive single-cell atlas of the shoot system of common reeds (Additional file 1: Fig. S1, Fig. 1a). 

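Among the European plants, the matrix of EU60 held 11705 cells with a median of 8549 UMIs per cell, that of EU78 held 12225 cells with a median of 8737 UMIs, and that of EU620 held 7154 cells with a median of 11288 UMIs. Among the invasive plants, NAint61 gave 8645 cells with a median of 6894 UMIs, NAint113 gave 15297 cells with a median of 6150 UMIs, and NAint191 gave 12168 cells with a median of 8143 UMIs.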

In total, 67,194 cells were captured across the six samples, with per-sample cell counts ranging from 7,154 to 15,297. The EU620 sample presented the highest median gene count, with 3,614 genes per cell, whereas the NAint61 sample presented a median of 2,690 genes per cell (Table 1, Additional file 1: Fig. S2). 

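The median number of genes per cell in the deposited matrices was 3142 in EU60, 3210 in EU78 and 3613.5 in EU620, a mean of 3322 ± 255 (SD, n = 3) for the European samples. In the invasive samples it was 2690 in NAint61, 2461 in NAint113 and 3236.5 in NAint191, a mean of 2796 ± 398 (SD, n = 3). The invasive mean was 0.842 of the European mean, a difference that the spread between samples did not separate (two-sided exact permutation test, p = 0.3, where 3 against 3 samples cannot give a p below 0.1). Within batch 1 the ratio was 0.775, and within batch 2 it was 0.896. When each retained cell was thinned to 2000 UMIs, the setting that moved this result most, the medians lay between 1181 and 1206 genes in the European and between 1160 and 1253 genes in the invasive samples, with a ratio of means of 1.01 (two-sided exact permutation test, p = 0.9). Within batches the thinned ratios were 0.975 and 1.04. Thinning left out 1525, 1183 and 1068 shallower cells of the European samples and 1565, 2225 and 1531 of the invasive samples, in the same order.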

After removing doublets and cells exhibiting high levels of mitochondrial and chloroplast expression, a total of 57,217 cells were retained for further analysis (Additional file 1: Fig. S3).

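Cells with fewer than 500 genes were removed first, which took between 153 cells, from NAint191, and 716 cells, from NAint61. No gene of the matrices is labelled as mitochondrial or chloroplast, so the share of UMIs on 77 features of unplaced scaffolds stood in for the chloroplast share, and a maximum of 30% removed 3, 2 and 16 cells from the European samples and 2, 0 and 8 cells from the invasive samples, listed in the order of Table 1. Doublets were scored with Scrublet, and the share of cells that Table 1 of the paper gives as doublets was removed from the top of the scores in each sample. This took between 414 cells, from EU620, and 3002 cells, from NAint191. Scrublet at a fixed score threshold flagged fewer, 286, 319 and 109 cells in EU60, EU78 and EU620. In NAint61, NAint113 and NAint191 it flagged 97, 464 and 336, where 1110, 1636 and 3002 were removed. The share imposed was larger in each invasive than in each European sample, so many cells removed were not flagged by Scrublet itself. After these steps 58021 cells were retained, of which 10964 were from EU60, 11506 from EU78, 6493 from EU620, 6817 from NAint61, 13236 from NAint113 and 9005 from NAint191. With doublets kept, the setting that moved the total most, 65119 cells remained, and a maximum scaffold share of 20% left 57949.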

**Fig. 1:**
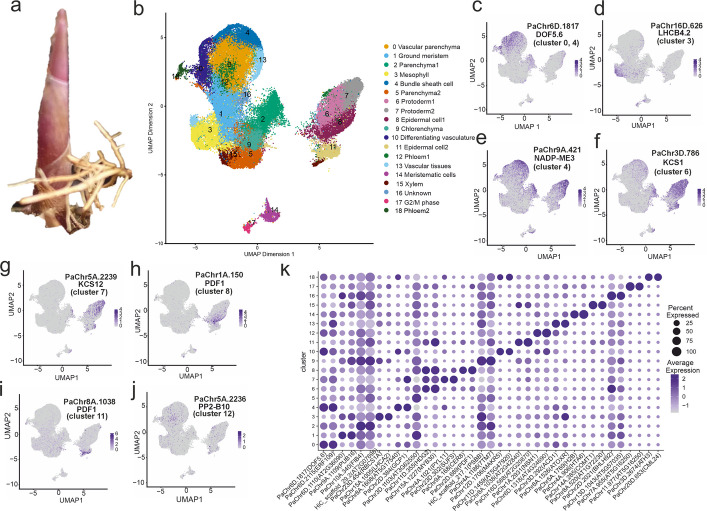
**a** Tissues from common reed shoots were collected for single-cell and spatial transcriptomic analyses. **b** Uniform manifold approximation and projection (UMAP) plot showing the dimensionality reduction of six single-cell samples following batch correction via the Harmony algorithm. The projection is based on 35 principal components (PCs) derived from highly variable genes. Nineteen distinct clusters are depicted in different colours. Panels **c-j** Expression levels of representative marker genes for clusters 0, 3, 4, 6, 7, 8, 11, and 12. **k** Bubble plot displaying the top two most reliable marker genes per cluster. Markers were identified via the FindAllMarkers function in Seurat, using the ROC test to evaluate classification power. The markers were ranked according to the descending ROC score, followed by the average log_2_-fold change (log_2_FC) and cluster-specific expression frequency. Darker blue indicates higher log_2_FC values, whereas bubble size corresponds to relative expression levels within each cluster

**Table 1:** Sample information and sequencing quality for the single-cell transcriptomic dataset

Sample	Group	Data type	Reads mapped to the genome (%)	Reads mapped to the transcriptome (%)	Cell counts	Removed doublets (%)	Median gene per cell	Mean reads per cell
EU60	EU	Single cell	86.1	63.6	11,705	4	3142	30,786
EU78	EU	Single cell	87.4	65.5	12,225	4	3210	29,401
EU620	EU	Single cell	75.9	54.5	7154	6	3614	59,994
NAint61	Invasive	Single cell	83.7	61.4	8645	14	2690	42,478
NAint113	Invasive	Single cell	86.6	62.3	15,297	11	2461	24,167
NAint191	Invasive	Single cell	76.4	54.9	12,168	25	3236	33,900
NAint61	Invasive	Spatial (Subspot level 7)	95.12	88.07	10,867		1736	-

### Single-cell clustering

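The retained cells were embedded from the 3000 most variable genes, none of which lies on the B chromosome, as 35 principal components of Pearson residuals, aligned across samples with a Harmony procedure and clustered on a graph of 20 neighbours per cell. At a resolution of 0.8 the cells fell into 32 clusters, and at 1.2 into 38. The smallest clusters left 3 with fewer than 10 cells in some sample, and 29 could be compared between populations. One of the 3, a cluster of 221 cells named chlorenchyma, drew 220 of its cells from EU620 and NAint191. The form of the Harmony penalty was changed after a first run had been seen.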

Using a resolution of 0.8, we identified 19 transcriptionally distinct cell clusters. They were visualized through uniform manifold approximation and projection (UMAP) and t-distributed stochastic neighbour embedding (t-SNE) plots (Fig. 1b, Additional file 1: Fig. S4). Cluster-specific marker genes were visualized via UMAP (Fig. 1c–j) and a heatmap (Fig. 1k), and are listed in Additional file 2: Table S1. The cluster-specific cell counts across the six *P. australis* samples from the European (EU) and North American invasive (NAint) populations are summarized in Additional file 2: Table S2. The distribution of individual samples on UMAP is shown in Additional file 1: Fig. S5, and the UMAP distribution of each defined cluster is plotted in Additional file 1: Fig. S6. 

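In the rebuilt clusters, the largest was cluster 0, named vascular parenchyma, with 6812 cells, followed by cluster 1, named ground meristem, with 6020 cells. All clusters named vascular parenchyma together held 18.6% of the retained cells in EU60, 21.4% in EU78 and 15.9% in EU620, and 12.6% in NAint61, 21.1% in NAint113 and 8.54% in NAint191. Ground meristem held 7.49%, 6.47% and 16.2% of the cells in EU60, EU78 and EU620 and 12.4%, 11.1% and 14.4% in NAint61, NAint113 and NAint191. Vascular parenchyma was the largest named type in EU60, EU78, NAint61 and NAint113, and ground meristem was the larger of the pair in EU620 and NAint191.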

Overall, cluster 0 consistently presented the greatest number of cells in both the EU and invasive samples. Upon aggregating data from all six samples, we observed that clusters 2, 5, and 9 presented the lowest number of genes expressed per cell, indicating relatively low transcriptional activity. In contrast, clusters 14 and 17 demonstrated the highest gene expression levels per cell, suggesting increased cellular activity (Fig. 2a).

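Over all 6 samples, the rebuilt cluster with the lowest median number of genes per cell was cluster 3, named parenchyma 1, with 1051 genes in 3685 cells. It was followed by the unnamed clusters 5, 14 and 18, with medians of 1151.5, 1249 and 1445.5 genes. When cells were thinned to 2000 UMIs, cluster 3 had a median of 1319 genes and moved from rank 1 to rank 31 of the 32 clusters, counted from the lowest, after 2351 of its 3685 cells had been left out as too shallow. Clusters 5 and 14 moved to ranks 28 and 29, with 1276 and 1277 genes.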

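The highest medians among the rebuilt clusters were 4840 genes per cell in cluster 12, named vascular parenchyma, 4668.5 in cluster 19, named meristematic cells, and 4501.5 in cluster 24, named cells in G2/M phase. At 2000 UMIs per cell, the G2/M cluster had the highest median of all 32 clusters, 1334.5 genes, while the meristematic cluster moved from rank 31 to rank 17 with 1211 genes and cluster 12 moved from rank 32 to rank 27 with 1273 genes. From the unthinned numbers of genes, the paper proposes that cells of the lowest clusters have low transcriptional activity and cells of the highest clusters increased activity.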

**Fig. 2:**
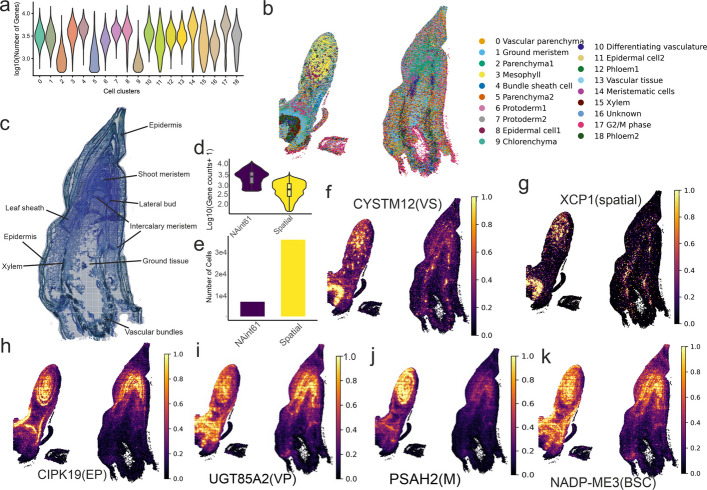
**a** Violin plot showing the distribution of the number of detected genes (log₁₀-transformed) across individual cell clusters. **b** Mapping of single-cell clusters (from NAint61) onto spatial transcriptomic data (sample NAint61) via the Tangram algorithm. The colour legend indicates the corresponding single-cell clusters, with spatial localization reflecting tissue-type associations. **c** Anatomical structure of the shoot from spatial sample NAint61, including the epidermis, shoot apical meristem, lateral bud, intercalary meristem, leaf sheath, xylem, vascular bundles, and undifferentiated ground tissue. **d** Comparison of gene detection distributions between single-cell RNA sequencing and spatial transcriptomics (matrix generated via the 20 μm) in sample NAint61. **e** Comparison of cell number distributions between single-cell RNA sequencing and spatial transcriptomics in sample NAint61. **f-k** Spatial expression patterns of marker genes corresponding to single-cell clusters, projected onto the spatial transcriptomic section. Abbreviations: VS, vascular tissue; EP, epidermal cells; VP, vascular parenchyma; M, mesophyll; BSC, bundle sheath cells

### Spatial transcriptome of shoot tissue

Buds from the NAint61 individual were sectioned for spatial transcriptomic analysis (Fig. 2b, c). 

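The spatial data come from 1 section of an NAint61 bud on a BMKMANU S3000 chip, which captures polyadenylated RNA on barcoded spots. The authors aligned the reads with STAR, counted them with BSTMatrix and outlined cells in the stained image with Cellpose, and the deposited matrix holds raw counts per gene in these segmented cells, not in the grid spots that the main spatial results of the paper use. In all, 43513204 counts were assigned to 78619 segmented cells, with a median of 371 counts per cell. A single section has no replicate, so values for it are given without a test, and a segmented cell can hold RNA that diffused from its neighbours. No doublets were removed from it.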

Anatomical sectioning of the large bud revealed eight distinct cell types along the vertical plane, including the epidermis, shoot apical meristem, lateral bud, intercalary meristem, ground tissue, vascular bundles, leaf sheath, and differentiating vasculature (Fig. 2c; Additional file 1: Fig. S7). The bud on the left side of the section offered a different perspective of the shoot, with its apical region positioned closer to the transection, enabling the identification of young leaf primordia and associated vascular tissues. We conducted a multiresolution analysis by aggregating different numbers of spatial barcoding spots into nine levels of subspots, each serving as an analytical unit. Summary statistics, including the number of subspots, median Unique Molecular Identifiers (UMI) counts per subspot, median gene counts per subspot, and total number of detected genes, are presented in Additional file 2: Table S3. In comparison, the single-cell RNA-seq dataset yielded a median gene count per cell ranging from 2,461 to 3,614 (Fig. 2a). To integrate spatial resolution with cellular identity, we generated a spatial subspot dataset with a spot diameter of 20 µm. This approach identified 37,324 cells, with a median of 561 genes per cell and a median UMI count of 655. 

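Segmented cells of the section had a median of 331 genes, against 2690 genes in the single cells of the same plant, 8.13 times as many. Keeping only segmented cells with at least 100 genes, the filter named in the paper, lowered this ratio to 6.39. When cells of both kinds were thinned to 300 counts, the median of 44936 segmented cells was 1.07 times that of the single cells of NAint61, with 33683 segmented cells, 42.8%, left out as too shallow.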

Although the number of genes per cell was lower than that in the single-cell dataset, this method enabled the capture of a substantially larger number of cells (Fig. 2d, e). The highest gene expression levels were detected in young, actively growing tissues, such as meristematic regions and protoderms (Additional file 1: Fig. S7). Spatial transcriptomics analysis revealed 17 distinct spatial clusters corresponding to the anatomical structure (Additional file 1: Fig. S8). The marker genes for each spatial cluster were identified at a 20 µm resolution and are summarized in Additional file 2: Table S4.

### Cell type identification from single-cell data and spatial projection

We annotated the cell types of each single-cell cluster on the basis of molecular markers reported in literature (Table 2; Additional file 2: Table S1). 

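Each rebuilt cluster was scored with the markers of Table S1, taking the markers of highest power for each of the 19 cell types of Table 2. A cluster took the name of the type with the highest score if that score was at least 1 SD above the mean over clusters and at least 3 markers of the type were detected. It stayed unnamed if another tissue had more markers among its 10 leading genes than its own tissue. The same held if its cells were far shallower than their samples and none of these genes was a marker of the type. Of the 32 clusters, 7 stayed unnamed. They held 14.1%, 9.34% and 8.52% of the cells in EU60, EU78 and EU620 and 22.3%, 13.2% and 11.3% in NAint61, NAint113 and NAint191. The minimum score was raised to 1 SD, and a type with fewer than 3 markers was left out, after the first names had been seen. Since the markers of Table S1 were found in these samples, the names carry the paper's annotation over to the rebuilt clusters and are not an independent identification.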

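Spatial clustering of marker expression in the section was measured with Moran's I over the 6 nearest segmented cells, which is near 0 for a gene scattered at random. As a reference, each gene was ranked among 200 genes of similar total count. CIPK19 had a Moran's I of 0.315, above 93% of its matched genes, and 0.289 over 12 neighbours. The 2 copies of PSAH-2 had values of 0.208 and 0.175, above 94.5% and 97.5% of their matched genes. For CYSTM12 the value was 0.137, above 80% of matched genes. NADP-ME3 copies had values of 0.0496 and 0.0615, above only 12.5% and 38% of their matched genes, whose medians were 0.0700 and 0.0669. UGT85A2 was measured with 376 counts in the section against 75656 UMIs in the single cells of NAint61. Its Moran's I was 0.0823, above 82% of its matched genes, but with segmented cells of at least 100 genes it was 0.0688, above 44% of them.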

To further validate spatial identity, representative marker genes from each single-cell cluster were projected onto the spatial transcriptomic data, as shown in Fig. 2f–k. To map transcriptional profiles onto anatomical structures, gene expression signatures from the single-cell RNA-seq clusters were projected onto the spatial transcriptomic dataset (Fig. 2b; Additional file 1: Fig. S9). Eight rounds of projection were performed to optimize the mapping. The best mapping performance (score = 0.825) was achieved via single-cell data from the donor NAint61, which were mapped to a 20 μm spatial resolution. These single-cell and spatial transcriptomics data were derived from the same individual, and the model was trained on 1,000 highly variable genes (Additional file 1: Fig. S10, Additional file 2: Table S5). The Tangram cluster-to-space mode provided higher-resolution spatial projections than the cell-to-space mode, despite its lower quantitative mapping score (Additional file 1: Fig. S11). Marker genes showed consistent Pearson and Spearman correlations between the predicted and measured spatial gene expression, with markers from clusters 3, 8, 9, 11, and 18 showing the highest Pearson correlation and mapping scores. (Additional file 2: Table S6).

**Table 2:** Classical markers for each cell type

Cluster	Cell type	Gene markers	Reference
0	Vascular parenchyma	*DOF zinc finger protein* (*DOF5.6*)	[26, 27]
1	Ground meristem		
2	Parenchyma1		
3	Mesophyll	*ribulose bisphosphate carboxylase small chain 1A* (*RBCS1A*), *chlorophyll a-b binding protein CP29.2* (*LHCB4.2*), *chlorophyll a-b binding protein CP26* (*LHCB5*), *light-harvesting chlorophyll B-binding 2* (*LHCB2*), *light-harvesting chlorophyll B-binding protein 3* (*LHCB3*), *photosystem I chlorophyll A/B-binding protein 1* (*LHCA2*), *photosystem I reaction centre subunit III* (*PSAF*), and *photosystem I subunit E-2* (*PSAE-2*)	[27, 28]
4	Bundle sheath cells	*NADP-dependent malic enzyme 3* (*NADP-ME3*), *scr-like 23* (*SCL23*), *phenylalanine ammonia-lyase1* (*PAL1*)	[27, 29–35]
5	Parenchyma2		
6	Protoderm1	*KCS1*, *KCS11*, *KCS12*, *FDH* (*KCS10*), *homeodomain glabrous 2* (*HDG2*)	[27, 35–38]
7	Protoderm2	*KCS1*, *KCS11*, *KCS12*, *FDH* (*KCS10*),* AtLTP1, LACS4*	[27, 28, 36–40]
8	Epidermal cell1	*KCS1*, *KCS11*, *KCS12*, *FDH* (*KCS10*)**,** *Arabidopsis protodermal factor 1* (*PDF1*), *hydroxysteroid dehydrogenase 1* (*HSD1*)	[27, 28, 35–38, 41]
9	Chlorenchyma		
10	Differentiating vasculature	*ATHB-5*	[28, 42]
11	Epidermal cell2	*KCS1*, *KCS11*, *KCS12*, *FDH* (*KCS10*), *Arabidopsis protodermal factor 1* (*PDF1*), *long-chain acyl-CoA synthetase 2* (*LACS2*)	[27, 28, 35–38, 41]
12	Phloem1	*phloem-specific marker PHLOEM PROTEIN 2-B10* (*PP2-B10*)	[43]
13	Vascular tissue	*ATHB-7*	[28, 42]
14	Meristematic cells	*high mobility group B protein 1* (*AtHMGB1*)	[44]
15	Xylem	*UDP-xylose synthase 6* (*UXS6*), *AtCOMT*	[45]
16	Unknown		
17	G2/M phase	*cyclin-dependent kinase* (*CDKB*)	[46]
18	Phloem2	*DOF5.3*	[47]

To gain further insight into cluster identity, we performed Gene Ontology (GO) enrichment analysis on the basis of cell markers and analysed the spatial locations of each single-cell cluster (Additional file 1: Fig. S12). For cluster 1, enriched GO terms were related to responses to oxygen-containing compounds, abiotic stimuli, lipids, and hormones. Spatial projection placed these cells in the ground tissues between intercalary meristems and in the pith region, suggesting that they were ground meristems. Clusters 2 and 5 are located beneath cluster 1 in the leaf sheaths, ground tissue, and epidermis in the spatial projection, with only one to five markers discovered. While it is difficult to precisely identify the exact cell types, their spatial localization on the anatomical structure suggests that they likely represent parenchyma tissues. Cluster 9 had few markers but projected to mesophyll regions, and trajectory analysis supported its identity as developing chlorenchyma. Cluster 10 was mapped to differentiating vascular tissue in the spatial data and exhibited the expression of vascular marker genes (Table 2). The marker genes of cluster 14 were enriched for biological processes such as translation, negative regulation of DNA recombination, nucleosome assembly, macromolecule biosynthesis, negative regulation of DNA metabolic processes, protein-DNA complex assembly, chromatin organization, heterochromatin organization, organonitrogen compound biosynthesis, cell division, cellular biosynthetic processes, DNA dealkylation, DNA demethylation, and RNA metabolism, suggesting an active role in cell proliferation. Its spatial projection to the shoot meristem supported its annotation as a meristematic cell. Cluster 15 exhibited GO enrichment in the S-adenosylmethionine metabolic process and was projected to the vascular system. Given the known role of S-adenosylmethionine in lignin biosynthesis, which is characteristic of lignified tissues, we classified this cluster as xylem [48], which was further verified by spatial projection. Cluster 16, enriched for genes related to responses to external biotic stimuli, remains unclassified. Cluster 17 was enriched for GO terms related to translation, organonitrogen compound biosynthetic processes, cytoplasmic translation, ribonucleoprotein complex biogenesis, cellular component organization or biogenesis, regulation of the cell cycle, mitotic phase transition, translational elongation, cellular component assembly, regulation of DNA-templated DNA replication, and cytoskeleton organization. These functions suggest that cluster 17 is a cell cycle active population with high proliferative potential. Spatially, it projected to the lateral bud meristem. Cluster 18, which was projected to vascular tissues and exhibited high similarity to companion cells in *Arabidopsis*, was confirmed as phloem cells.

### Developmental pathways

For clarity and consistency, all clusters discussed in this article refer to single-cell data unless explicitly described otherwise. RNA velocity analysis, derived from the ratio of spliced to unspliced transcripts, was used to infer dynamic cell state transitions. Using the meristematic cells (cluster 14) as the initial cluster, clusters 18 and 11 consistently emerged as terminal-like states in 50% and 33% of the samples in the cell lineage trajectories, respectively. Given that developmental programs are typically conserved within a species, we selected EU620 as a representative sample to explore cell type specific gene drivers. Cell fate mapping via CellRank identified three clusters with high fate probabilities (Additional file 1: Fig. S13), prominently including lineage 1 (mostly clusters 1, ground meristem), lineage 11 (mostly cluster 11, epidermal cells), and three subpopulations within lineage 9 (mostly cluster 9, chlorenchyma). The identification of three distinct subgroups within cluster 9 suggests cellular heterogeneity within this cluster.

In CellRank, a lineage-specific driver gene is a gene whose expression is significantly correlated with the fate probability along a particular lineage, indicating its association with or potential influence on differentiation toward that cell fate [49]. The key driver genes associated with the development of lineage 11 included *PDF1* (*protodermal factor 1*), *LTP3* (*lipid transfer protein 3*), and *CASPL2A1* (*Casp-like protein 2A1*), whose expression peaks at the onset of the differentiation, and a homolog of *AT2G05540* (*glycine-rich protein family*), whose expression peaks at the turning point (Fig. 3a). Pseudotime analysis of lineage 11 revealed progressive upregulation of lipid biosynthesis regulators (*MYB94*, *FAR4*, and *KCS2*) to produce cuticular wax, initiators of trichome branching (*CML42*), adjustment of lipid compositions in the epidermis (*SSI2*, *ABCG11*, and *LTPG1*), metal ion transportation (*CER-26-LIKE*, and *ATHMP35*), and activation of vascular system fate genes (*PRX72*) as well as plant structural development regulators (*AOC3*) (Fig. 3b). The expression of the diver genes also progressively increased from multiple cell clusters to lineage 11 (Fig. 3c). 

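Levels of the lineage 11 driver genes were read from the retained cells of EU620 by rebuilt cell type, with the UMIs of each gene scaled to the total of that type as CPM. The types compared were meristematic cells, ground meristem, protoderm 1, protoderm 2, epidermal cell 1, epidermal cell 2, mesophyll and xylem. As 1 sample was used, no test applies. PDF1 reached 6973 CPM in the cells named epidermal cell 2, against 41.9 CPM in the 287 cells named epidermal cell 1 and 40.8 CPM in the 84 meristematic cells, with 2319 CPM in xylem and the next highest level in protoderm 2. LTP3, in the copy of Fig. 3a, was at 5582 CPM in epidermal cell 2, 374 CPM in the 168 cells named protoderm 2 and 33.6 CPM in meristematic cells, with 2265 CPM in xylem. The homologue of AT2G05540 was at 7201 CPM in epidermal cell 2, 402 CPM in epidermal cell 1 and 74.0 CPM in meristematic cells. Among the types compared, CASPL2A1 ranged from 11.6 CPM in mesophyll to 825 CPM in epidermal cell 2, with 48.0 CPM in meristematic cells. CML42 differed from these in being higher in protoderm 2, at 2224 CPM, than in epidermal cell 2, at 1536 CPM. CASPL2A1, KCS10 and a neighbouring copy of LTP3 belong to the marker list with which the clusters were named, so their level in epidermal cell 2 follows in part from the naming.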

The top drivers of lineage 9 included homologs of *MT2B*, *ATHCYSTM12*, *NRX1*, and *AT3G17020* at cell state 1; *PSBB*, *RBCL*, *PSBC* and *LHB1B2* at cell state 2; and *FIB4*, *DGK1*, *nPAP* and *LRK10L-2.8* at cell state 3 (Additional file 1: Fig. S14). In lineage 9, cell state 2 demonstrated the expression of numerous genes encoding photosystem components, which are well-established mesophyll markers. These genes also presented high probabilities of cell fate determination (Fig. 3d, e), indicating a strong commitment to mesophyll identity. Given the pronounced heterogeneity in photosystem-related gene expression within cluster 9, we propose that this cluster represents chlorenchyma tissue in *P. australis*.

**Fig. 3:**
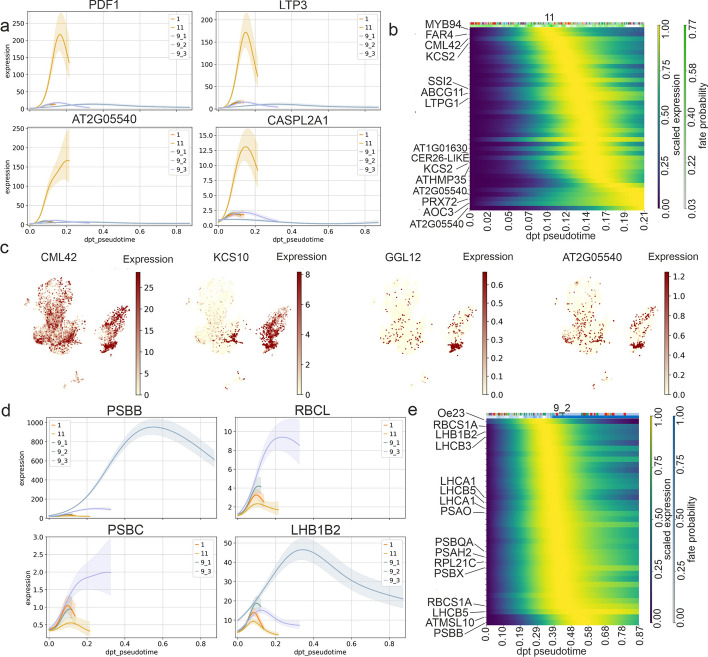
**a** Dynamic expression patterns of key driver genes in lineage 11 across its developmental trajectory, including *PaChr8A.1038* (*PDF1*), *Chr10.1228* (*LTP3*), *PaChr6D.1298* (*AT2G05540*), and *PaChr11D.1614* (*CASPL2A1*). **b** Representative gene expression profiles along the pseudotime trajectory, highlighting cell fate determination genes using lineage 11 as the terminal state. The yellow shaded region indicates the time window of peak gene expression. **c** UMAP plots showing the spatial expression of sequentially activated cell determination genes during the development of lineage 11: *PaChr3D.1219* (*CML42*), *PaChr3D.474* (*KCS10*), *PaChr13D.837* (*GGL12*), and *PaChr6D.1299* (*AT2G05540*). **d** The top driver genes in lineage 9 exhibit peak expression at distinct stages along its pseudotime developmental trajectory. **e** Temporal expression dynamics of genes associated with cell fate determination in lineage 9 (cell state 2) along the pseudotime trajectory. The yellow highlight indicates the point of peak expression, whereas the dark blue shading represents the probability of the gene’s involvement in fate determination

### Differentially expressed genes between the EU and invasive lineages

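The deposited matrices held 10361 ± 2790 cells per European sample and 12037 ± 3328 cells per invasive sample (mean ± SD, n = 3 each; two-sided exact permutation test, p = 0.5). The medians were 11705 and 12168 cells. After filtering, 9654 ± 2751 cells were retained per European sample and 9686 ± 3263 per invasive sample (mean ± SD, n = 3 each; two-sided exact permutation test, p = 1), with medians of 10964 and 9005. The ratio of mean cells, invasive over European, was 1.16 before filtering and 1.00 after. As the doublet shares of Table 1 took more cells from each invasive than from each European sample, the retained numbers depend on these shares. The number of retained cells in the invasive over the European samples was 1.18 within batch 1 and 1.39 within batch 2, so the medians of retained cells and the ratios within batches pointed in opposite directions.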

In the comparison of single-cell transcriptomic data between European and North American invasive populations, the invasive lineages generally presented a slightly lower median number of cells per sample (Additional file 2: Table S2). 

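The sums of the retained cells held 116963601 UMIs in EU60, 123399795 in EU78 and 100467415 in EU620, and 76368311 in NAint61, 102407784 in NAint113 and 86398571 in NAint191. The ratio of mean UMI totals, invasive over European, was 0.944 before filtering and 0.778 after. Summed by tissue over the rebuilt clusters, the epidermis held 13694 cells, the vascular tissue 11866, the parenchyma 4683, the mesophyll 2682 and the meristem 1006, of which EU620 gave 84. The remaining 24090 cells belonged to clusters outside these tissues or without a name. A sum over several cell types also follows their mix, which was not adjusted for. Mesophyll, for example, held 3.92%, 2.12% and 7.93% of the cells in EU60, EU78 and EU620. In NAint61, NAint113 and NAint191 it held 4.08%, 2.35% and 10.0%.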

To ensure robust differential expression analysis, we aggregated single-cell RNA counts within each cluster to generate pseudobulk counts per sample. Compared with conventional single-cell models, this method reduces the number of multiple comparisons across thousands of cells, thereby minimizing false positives and improving accuracy [50]. 

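Principal components were computed from log2 CPM of the 500 most variable genes, with a prior count of 2. In the sums over the whole shoot, PC1 carried 43.2% of the variance and PC2 24.2%. EU60, EU78 and NAint113, the samples of batch 1, lay at -42.0, -58.8 and -29.8 on PC1, and EU620, NAint61 and NAint191 at 48.5, 22.4 and 59.7. On PC2 the European samples lay at -22.4, -21.1 and -49.8 for EU60, EU78 and EU620, and the invasive samples at 41.8, 42.1 and 9.34 for NAint61, NAint113 and NAint191. Differences between the 2 populations carried 26.5% of the total variance, and the division of batch 1 from the other batches 40.2%. PC1 positions had a Pearson's r of 0.665 with mean reads per cell (two-sided exact permutation test, p = 0.136, n = 6). In the 5 tissues r lay between 0.677 and 0.726 (same test, p between 0.0819 and 0.131). A link of PC1 with read depth was thus neither shown nor excluded. The samples of batch 1 also had the lowest mean reads per cell, so batch and depth cannot be told apart here. The separation of populations or batches on these components was not tested. Among alternatives, taking the 2000 most variable genes moved the separation on PC2 most, to 20 clusters in place of 23, and a prior count of 10 moved the median share of variance on PC1 over clusters most, from 55.0% to 63.0%.

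**Figure D1:**
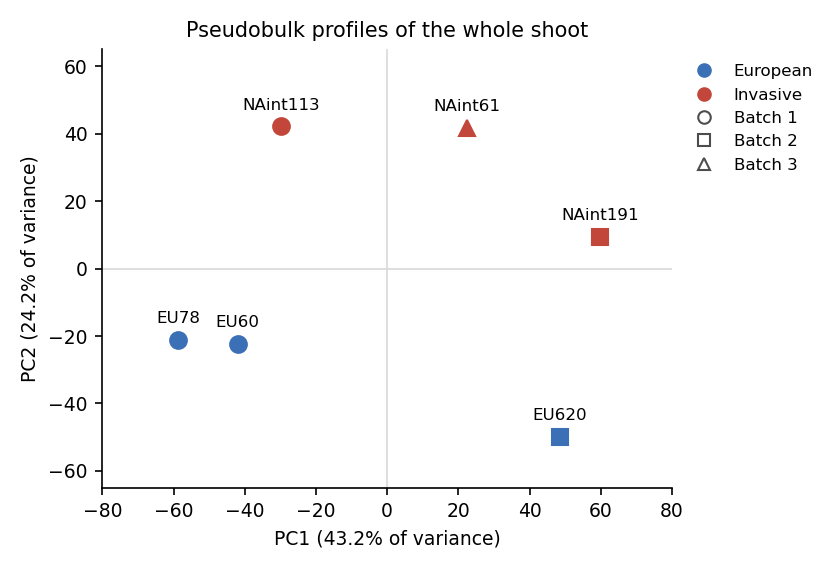
Positions of the 6 samples on the first and the second principal component of log2 CPM summed over the whole shoot, with the percentage of variance on each axis; 1 point is 1 sample. Samples of batch 1 have negative PC1 scores, and the European samples have negative PC2 scores.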

Principal component analysis (PCA) of the pseudobulk expression profiles distinguished invasive and non-invasive lineages, but a substantial proportion of variation was still observed within populations (Additional file 1: Figs. S15, S16). This pattern deviates slightly from the PCA results based on whole-genome sequencing (WGS) variants and leaf bulk RNA-seq, in which the largest proportion of variation was observed between groups (Fig. 4a, b), indicating possible batch effects or biological heterogeneity within groups. In support of this interpretation, RNA velocity analysis revealed that sample EU620 displayed distinct transcriptional dynamics compared with other European samples (Additional file 1: Fig. S17). 

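In all 29 clusters compared, the sample nearest to EU620 in the space of the 500 most variable genes was an invasive sample, and in the whole-shoot sums it was NAint191, with which EU620 shares batch 2. NAint113 was nearest to a European sample in 23 of the 29 clusters, but in the whole-shoot sums it was nearest to NAint61, an invasive sample, and with 2000 genes to EU60. EU620 had the largest mean reads per cell of Table 1 and the largest median number of UMIs per retained cell, 11612, while NAint113 had the smallest, 5971.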

The gene expression profiles of non-invasive EU620 samples clustered more closely with those of the two invasive samples, raising the possibility of artifacts such as differences in sequencing depth or coverage.

**Fig. 4:**
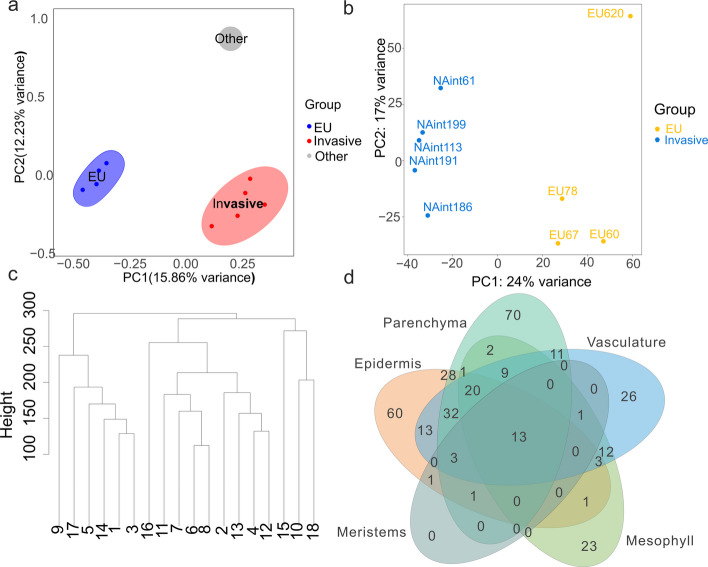
**a** Principal component analysis (PCA) plot based on SNP variants obtained by aligning short reads from whole-genome sequencing to the reference genome. The samples enclosed in the blue ellipse represent European (EU) populations, whereas those in the red ellipse represent invasive populations. An additional sample, not enclosed, corresponds to a whole-genome sequence from an invasive individual reported in Oh et al. [52]. **b** PCA plot based on gene expression levels from leaf tissues mapped to the reference genome. A significant portion of the variance is explained by the separation between population groups, although gene expression variability is also observed within the EU group. **c** Dendrogram depicting the relatedness of single-cell clusters, constructed via the hclust function with the complete linkage method. **d** Venn diagram showing genes upregulated in the invasive population across five tissue types across six samples: vascular tissue, parenchyma, epidermis, meristematic cells, and mesophyll. The vascular tissues included clusters 4, 10, 12, 13, 15, and 18; the epidermal tissue included clusters 6, 7, 8, and 11; the parenchyma included clusters 2, 5, 9, and 16; the meristems corresponded to cluster 14; and the mesophyll corresponded to cluster 3. Genes with an adjusted *p* value (FDR) < 0.05 and |log₂-fold change|> 2 were considered significantly differentially expressed

Using correlations in gene expression among closely related cell types, we constructed a dendrogram to visualize their relationships on the basis of a gene-by-cell-type matrix of average relative abundance (Fig. 4c). The topology may vary with different individuals, but clusters 6, 7, 8 and 11, as well as clusters 1 and 3, are stably grouped in the same clusters. 

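The similarity of rebuilt cell types was measured as Pearson's r of mean expression across 18705 genes, which are not independent replicates. Epidermal cell 1 was nearest to protoderm 1 (r = 0.955), and epidermal cell 2 was nearest to epidermal cell 1 (r = 0.921), whereas protoderm 2 was nearest to the bundle sheath (r = 0.948). The nearest type to mesophyll was ground meristem (r = 0.868), while ground meristem itself was nearest to parenchyma 1 (r = 0.926). Vascular parenchyma and vascular tissue had the largest correlation of these, r = 0.961.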

We assigned each cluster to broader tissue categories for differential gene expression analysis: parenchyma (clusters 2, 5, 9, 16), epidermis (clusters 6, 7, 8, 11), vascular tissue (clusters 4, 10, 12, 13, 15, 18), meristem (cluster 14) and mesophyll (cluster 3).

The mean number of reads per cell was calculated as the total number of sequenced reads divided by the number of cells in a sample. Since EU620 had a greater mean read depth per cell but lower cell counts, whereas NAin113 showed the opposite trend, we included the mean reads per cell as a covariate in the differential expression analysis. 

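With mean reads per cell as the covariate, 33264 genes were tested in the whole-shoot sums, of which 107 lie on the B chromosome. At an adjusted p under 0.05 and an absolute log2 fold change over 1, edgeR's quasi-likelihood test called 6 upregulated and 1 downregulated DEGs in the invasive population. The upregulated DEGs were PaChr24B.16, PaChr24B.24, PaChr24B.82, PaChr24B.218, PaChr24B.240 and 1 more, all on the B chromosome. The downregulated DEG was PaChr15A.843, at 23.2 ± 0.498 CPM in the European and 0.922 ± 0.223 in the invasive samples (mean ± SD, n = 3 each), a log2 fold change of -4.65 (standard error 0.39, adjusted p = 0.0485 from edgeR's quasi-likelihood test). Standard errors of edgeR's fold changes were derived, here and below, as the absolute log2 fold change over the square root of the F statistic. They are approximate and not an output of edgeR. At an unadjusted p under 0.05 the test gave 3305 genes in both directions together. DESeq2 with the same covariate called 506 upregulated and 365 downregulated DEGs, 45 of the former on the B chromosome. Of all alternatives, DESeq2 with EU620 and NAint113 left out, a fit chosen after the data had been seen, moved the number of DEGs most, to 4854. Leaving out each sample in turn left between 0 and 3 DEGs, and 0 without EU60, EU78, EU620 or NAint61, where between 613 and 2447 genes were higher at an unadjusted p under 0.05. Over the B chromosome list alone, fixed before the data were examined, edgeR called 56 genes higher and 2 lower when p was adjusted over the list alone, against 6 and 0 adjusted over all genes tested.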

The inclusion of sequencing depth as a covariate improves DESeq2 differential expression analysis by mitigating batch effects from varying sequencing coverage, as shown by methodological benchmarking [51]. 

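At the paper's cluster threshold, edgeR's quasi-likelihood test called 49 upregulated and 5 downregulated DEGs in the 29 clusters compared, each gene counted once per cluster, and 31 of the upregulated were genes on the B chromosome. The rebuilt clusters are not the clusters of the paper, and the counts are over other groups of cells. Xylem cluster 20 had 12 DEGs, cluster 11 had 10 and ground meristem cluster 1 had 7, and 13 clusters had none by this test. DESeq2 with the same covariate called 3410 DEGs over the same clusters, 2455 of them upregulated, of which 295 were on the B chromosome. The fit of DESeq2 without EU620 and NAint113, added after the data had been seen, moved the sum of DEGs most, from 54 by edgeR to 14858. With each sample left out in turn, edgeR called between 7 DEGs, without NAint113, and 445, without NAint61.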

Genes with a |log₂FC|> 2 and an FDR-corrected *p*-value < 0.05 were classified as DEGs for each cluster (Additional file 2: Table S7). We also evaluated alternative parameter settings and analyses with outliers removed, which yielded a high overlap among the recovered DEGs (Additional file 2: Table S8-S10). 

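Overlap between settings was counted for DESeq2, as genes called in the same direction. Of the 871 DEGs called in the whole shoot with mean reads per cell as the covariate, 94.4% were also called with EU620 and NAint113 left out, 31.7% with the batch label as a block in place of the covariate, and 16.8% without a covariate. The shares of 31.7% and 16.8% are limited by the smaller numbers of calls. The share of 94.4% comes from a fit with more calls, 2516 upregulated and 2338 downregulated. In the other direction, 94.8% of the DEGs called without a covariate and 51.2% of those with the batch block were among the 871. Of those called with EU620 and NAint113 left out, 16.9% were. The shares of the DEGs with the covariate that were kept, in the first order, were 94.4%, 23.8% and 11.3% in the epidermis. They were 95.1%, 25.1% and 13.4% in the vascular tissue, and 89.4%, 14.6% and 13.8% in the parenchyma. They were 96.8%, 10.3% and 11.9% in the meristem. In the mesophyll they were 92.1% with both samples left out and 7.34% with the batch block, and the share without a covariate was the lowest of these tissues. The fits with a batch block, without a covariate and with both samples left out were added for DESeq2 after the data had been seen. No gene was called in opposite directions by any of these pairs of fits. On the B chromosome, 42 of the genes called higher in the whole shoot were shared by the fits with the covariate and with the batch block.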

For superclusters, a more relaxed threshold of |log₂FC|> 1 was applied. The parenchyma presented the greatest number of DEGs, with 190 upregulated and 80 downregulated DEGs in the invasive population (Fig. 4d; Additional file 2: Tables S11-S14). 

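In the rebuilt parenchyma, 22534 genes were tested, and edgeR's quasi-likelihood test called 2 upregulated and 0 downregulated DEGs in the invasive population, with 1264 higher and 1248 lower genes at an unadjusted p under 0.05. DESeq2 with the same covariate called 118 upregulated and 136 downregulated DEGs. Among the 5 tissues, DESeq2 gave the fewest DEGs in the parenchyma, with 254, and the most in the epidermis, with 833. The number moved most with DESeq2 fitted without EU620 and NAint113, an alternative added after the data had been seen, which called 888 DEGs at an absolute log2 fold change over 1. With each sample left out in turn edgeR called between 0 and 3, and none without EU60, EU78, EU620, NAint61 or NAint113, where between 534 and 1796 genes were higher at an unadjusted p under 0.05. In simulated counts for this tissue with the dispersion estimated from the samples, edgeR recovered 0 of 200 genes changed by a log2 fold change of 2. DESeq2 recovered 95 with 29 false calls, but it was run there without the shrinkage of fold changes used for the real counts.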

The genes upregulated in the invasive lineages were enriched for response to the absence of light, sucrose starvation, and plant-type cell wall organization. Specifically, 30 (15.8%) of these genes were located on the B chromosome. 

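Gene Ontology enrichment was not repeated, but ASN1 and 3 copies of SUS4, taken as candidate genes for sugar starvation, were measured in the whole-shoot sums. Whether they belong to the paper's sucrose starvation term was not checked, and its Supplementary Note names SUS4 under responses to environmental stimuli. Their values therefore do not test that enrichment. ASN1, an asparagine synthetase gene, had 287, 209 and 8784 UMIs in EU60, EU78 and EU620 and 3038, 646 and 17910 in NAint61, NAint113 and NAint191. Its log2 fold change was 4.63 (standard error 1.30, adjusted p = 0.489 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an adjusted p of 0.000865 by DESeq2. With the batch label as a block the log2 fold change was 1.54, and the log2 differences within batches 1 and 2 were 1.52 and 1.28. The copies of the sucrose synthase gene SUS4 did not agree. The one on chromosome 3D had 5527, 2240 and 34344 UMIs in the European and 23808, 6078 and 63343 in the invasive samples, in the same order, and a log2 fold change of 2.99 (standard error 0.89, adjusted p = 0.489 by edgeR and 0.0155 by DESeq2). Under the batch block it was 1.05, and within batches 0.98 and 1.14. The copy on chromosome 4A had a log2 fold change of 1.33 (standard error 0.78, adjusted p = 0.573) and that on 8A of -0.44 (standard error 0.39, adjusted p = 0.696), with 19724 UMIs in the European and 13118 in the invasive samples. ASN1 and the copies on 3D and 4A had their highest counts of each population in the samples of batch 2.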

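The 2 upregulated DEGs that edgeR called in the parenchyma were both on the B chromosome, from 43 B chromosome genes among those tested (Fisher's exact test against all other tested genes, p = 3.56e-06). Here and in the other tissues, Fisher's test takes genes as independent. Genes of a chromosome may vary together, so its p does not measure variation between plants. PaChr24B.43 was at 0.443 ± 0.528 CPM in the European and 633 ± 145 in the invasive samples (mean ± SD, n = 3 each), a log2 fold change of 10.30 (standard error 0.78, adjusted p = 0.0123 by edgeR). PaChr24B.240 was at 0.272 ± 0.258 and 287 ± 91.7 CPM in the same samples, a log2 fold change of 10.10 (standard error 0.75, adjusted p = 0.0123 by edgeR). Over the range of alternatives the adjusted p of PaChr24B.43 was between 5.60e-25 and 0.0641, and that of PaChr24B.240 between 6.41e-15 and 0.0641. With DESeq2, 16 of the 118 upregulated DEGs, 13.6%, were on the B chromosome (Fisher's exact test, p = 8.63e-28). When p was adjusted over the list alone, edgeR called 31 B chromosome genes higher and 1 lower in the parenchyma.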

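In the rebuilt epidermis, with 29447 genes tested, edgeR's quasi-likelihood test called 0 DEGs, against 3217 genes at an unadjusted p under 0.05, 1961 of them higher, while DESeq2 with the same covariate called 562 upregulated and 271 downregulated DEGs. Of the upregulated DEGs by DESeq2, 33 or 5.87% lay on the B chromosome, and 32 B chromosome genes with an adjusted p were not called higher (Fisher's exact test, p = 5.30e-39). Without a filter on low counts edgeR called 7 DEGs. For the B chromosome genes of the epidermis, edgeR gave 41 higher and 1 lower when adjusted over the list alone, and 0 adjusted over all genes tested.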

In the epidermis, 176 genes were upregulated, with 25 (14.2%) being located on the B chromosome, and 89 were downregulated. The upregulated genes were associated with the hypoxia response, sucrose starvation, and absence of light, whereas downregulated genes were linked to defence responses against bacteria (Additional file 2: Table S13). Vascular tissues presented 143 upregulated genes (29 of which [20.2%] were on the B chromosome) enriched for similar pathways, including sucrose starvation and the absence of light. 

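Vascular tissue as rebuilt had 29853 tested genes, and edgeR's quasi-likelihood test again called 0 DEGs, with 1729 higher and 991 lower genes at an unadjusted p under 0.05. DESeq2 with the same covariate called 466 upregulated and 167 downregulated DEGs, and 35 of the upregulated, 7.51%, were on the B chromosome. There 20 other genes with an adjusted p were not called higher (Fisher's exact test, p = 4.94e-49). As genes were taken as independent, this p does not measure variation between plants. Adjusted over the list alone, 43 B chromosome genes were higher and 1 lower by edgeR in this tissue.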

Among the cluster 3 mesophyll cells, 85 genes were upregulated (18 [21.2%] on the B chromosome), and 25 were downregulated in the invasive population.

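In the cells named mesophyll, 25041 genes were tested, with 0 DEGs by edgeR's quasi-likelihood test and 2212 higher and 1193 lower genes at an unadjusted p under 0.05. DESeq2 with the same covariate called 464 upregulated DEGs, of which 13 or 2.80% were on the B chromosome (Fisher's exact test, p = 2.67e-16), and 231 downregulated DEGs. Genes were again taken as independent in Fisher's test, so its p does not measure variation between plants. Of 54 B chromosome genes tested, edgeR called 34 higher and 1 lower adjusted over the list alone. With the batch label as a block in place of mean reads per cell, edgeR called 3 DEGs, and it called 4 without NAint191.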

At a finer cluster resolution, upregulated genes in invasive samples were predominantly involved in sucrose starvation response (clusters 3, 11), spindle attachment and meiotic cohesion (clusters 7, 9, 10, 12, 14, 16, 17), responses to oxygen-containing compounds, fatty acids, and jasmonic acid (clusters 8, 11), brassinosteroid/gibberellin signalling and olefinic compound metabolism (cluster 8), as well as L-asparagine metabolism (cluster 11). The downregulated genes were not significantly enriched for any GO terms in most clusters, except for cluster 8, where the downregulated genes were enriched for "respiratory burst involved in defence response", and cluster 11 that exhibited broad functional enrichments, encompassing three major categories: (1) stress and defence responses, including defence responses to bacteria, fungi, and other organisms, as well as responses to oxidative stress, osmotic stress, and water deprivation; (2) responses to hormonal and chemical stimuli, such as abscisic acid, alcohol, oxygen-containing compounds, and lipids; and (3) regulation of biological processes, including defence and stress response pathways (Additional file 2: Table S15).

### DEG analysis of mature leaves between the two groups

Bulk RNA-seq data obtained from mature leaf tissue of the same individuals clearly separated the European and North American populations on the first axis of the PCA (Fig. 4b). We found that 147 genes were significantly upregulated in the invasive lineage, among which 68 (46%) mapped to the B chromosome (Additional file 2: Tables S16, S17), and four genes were enriched for the biological process "fusion of sperm to egg plasma membrane involved in double fertilization forming a zygote and endosperm". Ninety-seven genes were downregulated in the invasive population, with significant enrichment for multiple biosynthetic pathways, including isoprenoid, hydrocarbon, terpenoid, sesquiterpenoid, and diterpenoid biosynthesis, as well as biological processes such as the response to herbivores and the defence response to other organisms.

### B chromosome copy number variation and gene expression profiles

Mapping of RAD-seq reads from 88 globally sampled individuals to the reference genome revealed that invasive individuals consistently had a higher read depth ratio of B chromosomes to autosomes than other populations (Fig. 5a). This observation was further confirmed through whole-genome sequencing of nine individuals, including the ones used for single-cell and bulk transcriptomic analyses (Additional file 2: Table S18). The B chromosome-to-autosome read depth ratio averaged 1.99 ± 0.335 in the invasive lineages, indicating an average of four B chromosome copies. In contrast, the EU population presented a ratio of 0.261 ± 0.0115, suggesting the near absence of B chromosomes (Fig. 5b). We next identified selective sweeps in the invasive population by running SweepFinder2 on the unfolded minor-allele-frequency spectrum. We identified altogether 86 selective sweeps in the invasive population (windows with exceptionally high composite likelihood ratios, CLR > 10), of which 84 overlapped with repeat regions and 25 with genes, respectively, indicating positive selection on these regions (Fig. 5c). Alignment coverage in repeat regions was significantly greater than the genome-wide average (Wilcoxon rank-sum test, *p* < 2.2e^–16^), suggesting either multimapping or possible false positives. Altogether, 34 of the high-CLR windows were located on the B chromosomes, 32 of which overlapped with repeats. Thirteen genes on the B chromosome were identified as directly under selective sweep (CLR > 10), including *PaChr24B.17* (*VFB3*), *PaChr24B.18* (*ATPD*), *PaChr24B.19* (*AT3G49050*), *PaChr24B.52* (*DL4605C*), *PaChr24B.110* (CIP111), *PaChr24B.173* (*GEX2*), *PaChr24B.174* (*At1g77550*), *PaChr24B.177* (*CRK8*), *PaChr24B.183, PaChr24B.188* (*AT5G56050*)*, PaChr24.187* (*GEX3*)*, PaChr24.197* (*OEP80*)*,* and *PaChr24.230* (*AtC3H64*)*.* Genes under selective sweep rarely overlapped with highly expressed genes in the invasive population; all highly expressed B chromosome genes had CLR values below 6, mostly near zero, indicating that they are unlikely to be recent targets of positive selection. In the European source population, 30 windows of high CLR were detected; 29 of which were overlapping repeats, 7 of which also overlapped genes. No windows were shared between the two populations.

**Fig. 5:**
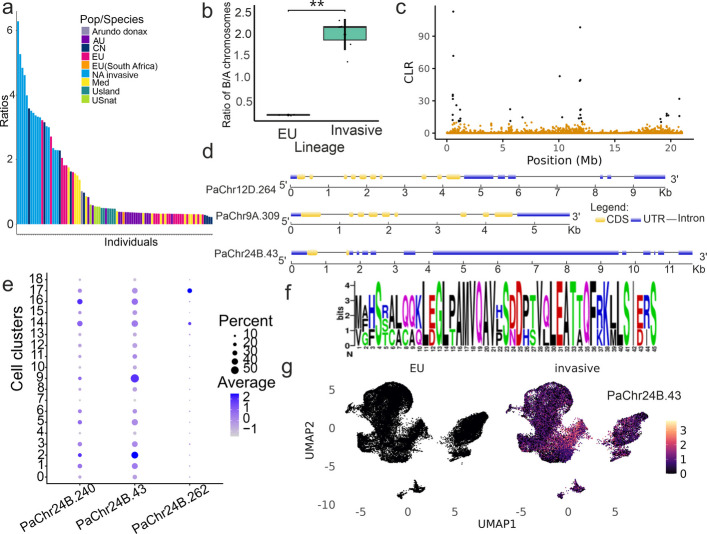
**a** Bar plot showing the copy number of B chromosomes across different genetic lineages of *P. australis*. The blue bars represent invasive individuals in North America, all of which presented higher B chromosome copy numbers than the other groups. **b** Comparison of the ratio of reads mapped to B chromosomes versus those mapped to A chromosomes between invasive and non-invasive European populations. Statistical significance was assessed via the Mann–Whitney U test. **c** Genome scan for selective sweeps on the B chromosome. SweepFinder2 uses the genome-wide neutral site frequency spectrum (SFS) as a reference and then evaluates each genomic position by computing the CLR between a neutral model and a selective sweep model. A higher CLR indicates that the local allele-frequency pattern deviates more strongly from the neutral baseline and better matches expectations under a selective sweep. The CLR for a selective sweep was calculated in 5-kb sliding windows across the B chromosome, on the basis of the SFS derived from whole-genome sequencing of an invasive population. Each dot represents the CLR value for a single window. The black dots highlight windows with a CLR value exceeding the significance threshold of 10, indicating putative regions under positive selection. **d** Gene structure of homologues *PaChr12D.264*, *PaChr9A.309*, and *PaChr24B.43*. Schematics showing the organization of coding sequences (CDSs), untranslated regions (UTRs), and introns. *PaChr24B.43* represents a derived locus originating from the homoeologous copies *PaChr12D.264* and *PaChr9A.309*. Arrowheads indicate transcriptional orientation; nucleotide lengths above exons are shown. **e** Bubble plot showing the average expression levels (log₂ fold changes) of three B chromosome genes across clusters. A darker blue colour indicates greater average expression, whereas bubble size reflects the proportion of cells in which the gene is expressed. **f** Conserved amino acid regions of *PaChr24B.43* among homologous genes in *P. australis* and *Zea mays*. **g** Expression of B chromosome genes *PaChr24B.43* projected onto UMAP space. Gene expression levels (dots) are overlaid on the UMAP for non-invasive and invasive individuals, showing elevated expression in cells from invasive individuals

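In the single cells, at least 1 UMI of PaChr24B.43 was present in 54.9% of the retained cells of NAint61, 61.7% of NAint113 and 66.5% of NAint191. The corresponding shares were 1.04%, 0.0348% and 0.139% in EU60, EU78 and EU620. Free RNA in the droplets was not measured, so the part of these shares that it gives is not known. With cells thinned to 2000 UMIs, the shares in the invasive samples were 25.1%, 31.5% and 29.3%. For PaChr24B.240 the shares were 57.1%, 43.5% and 44.3% in NAint61, NAint113 and NAint191, against 0.0821%, 0.0869% and 0.123% in EU60, EU78 and EU620. PaChr24B.218 had a UMI in 22.9%, 14.3% and 15.3% of the invasive cells and in at most 0.0274% of the cells of any European sample, and PaChr24B.82 in 18.0%, 11.7% and 15.2% of the invasive cells and at most 0.283% in any European sample. Median depths were 7713, 5971 and 7802 UMIs per cell in the invasive samples and 8548.5, 8698 and 11612 in the European samples, so the deeper cells were those with the lower shares.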

Pseudobulk differential expression analysis across the clusters, found 33 out of 286 genes on the B chromosome that are upregulated in the invasive population and function differently in different cell types (Additional file 2: Table S19). 

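In the rebuilt clusters, edgeR's quasi-likelihood test called 5 B chromosome genes as upregulated in at least 1 cluster, among them PaChr24B.43, PaChr24B.82, PaChr24B.218 and PaChr24B.240, and DESeq2 with the same covariate called 33. B chromosome genes took 0.0113%, 0.00499% and 0.00761% of the UMIs of EU60, EU78 and EU620, a mean of 0.00795% ± 0.00315 (SD, n = 3). In NAint61, NAint113 and NAint191 they took 0.0748%, 0.0617% and 0.0488%, a mean of 0.0618% ± 0.0130 (SD, n = 3). The invasive mean was 7.77 times the European mean, and each invasive sample lay above each European sample (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 samples allow). The ratio was 7.59 within batch 1 and 6.42 within batch 2, and batch 3 holds only NAint61. Leaving out the 5 B chromosome genes with the most UMIs moved it most, to 5.29, and leaving out each sample in turn kept it between 6.55 and 9.80. UMIs were found for 84.7 ± 1.15 B chromosome genes per European sample and 136 ± 2.52 per invasive sample (mean ± SD, n = 3 each). From the pseudobulk comparisons over clusters, the paper states that a set of B chromosome genes is upregulated in the invasive population and that the set functions differently among cell types.

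**Figure D2:**
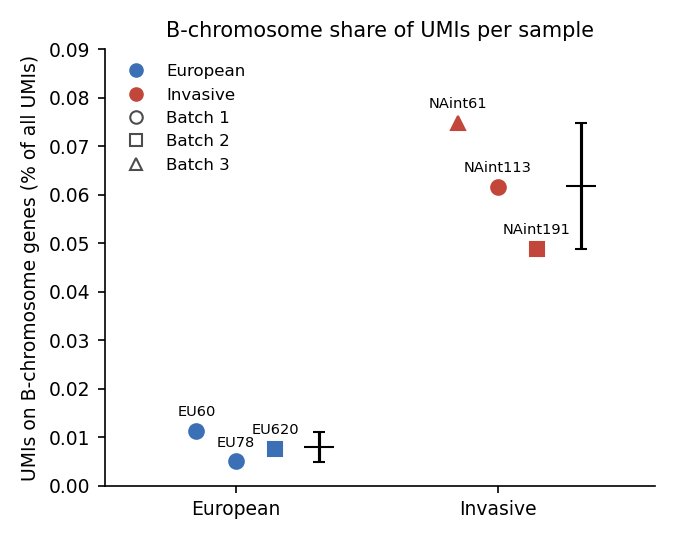
Share of all UMIs that fell on B chromosome genes, in percent, for each of the 3 European and 3 invasive samples, with the mean and SD of each population; 1 point is 1 sample. The European samples sit between 0.00499% and 0.0113% and the invasive samples between 0.0488% and 0.0748%.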

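In the whole-shoot sums, PaChr24B.240 had 27 UMIs in the European and 25742 in the invasive samples, 0.0805 ± 0.00372 and 95.6 ± 18.4 CPM (mean ± SD, n = 3 each). Its log2 fold change was 10.21 (standard error 0.49, adjusted p = 0.00661 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PaChr24B.218 had 7 and 5961 UMIs, and a log2 fold change of 9.91 (standard error 0.52, adjusted p = 0.00661 by edgeR). Neither of the 2 genes stayed significant by edgeR without EU60, EU78, EU620 or NAint61, at adjusted p values between 0.0760 and 0.199, and both did without NAint113 or NAint191. For PaChr24B.82 the UMIs were 55 and 5007, and the log2 fold change was 6.76 (standard error 0.51, adjusted p = 0.0485 by edgeR), which lost significance with any 1 sample left out, at adjusted p values between 0.0814 and 0.325. PaChr24B.43 had 133 and 48259 UMIs, and 120 of the 133 came from EU60. Its log2 fold change of 8.70 (standard error 1.31) had an adjusted p of 0.311 by edgeR, against 4.73e-16 by DESeq2. Leaving out 1 sample at a time moved this log2 fold change between 8.01 and 11.71. Across the 29 clusters, every invasive sample lay above every European sample for PaChr24B.43 in all 29 and for PaChr24B.82 in the 27 where it was tested, where chance would give 10% of genes without overlap in either direction. The median log2 fold change over clusters was 8.75 for PaChr24B.43, called by edgeR in 13 clusters and by DESeq2 in 28, and 6.46 for PaChr24B.82, called in 2 and 23. For these numbers of clusters, DESeq2's fold changes were taken before shrinkage.

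**Figure D3:**
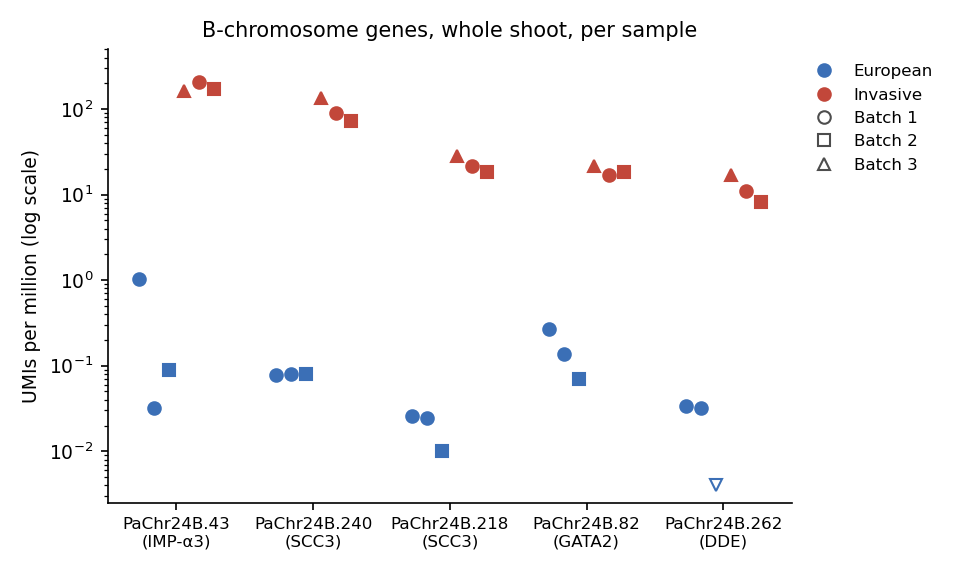
CPM of 5 B chromosome genes in the whole-shoot sums of each sample, on a log axis; 1 point is 1 sample, and an open triangle pointing down marks PaChr24B.262 in EU620, where it had 0 UMIs. The invasive samples lie above the European samples for all 5 genes.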

The genes *SCC3* (*PaChr24B.240* and *PaChr24B.218*), *IMP-α3* (*PaChr24B.43*), and *GATA2* (*PaChr24B.82*) presented significantly increased expression in the invasive lineage across nearly all clusters. The *OMTF3* gene, which encodes a methyltransferase, and *ABI5*, a transcription factor involved in ABA signalling, were exclusively upregulated in the epidermal cells of cluster 8. The *MER3* gene, encoding a DNA helicase, was specifically upregulated in the meristem (cluster 14).

Phylogenetic analysis of importin genes placed *PaChr24B.43* in a separate clade distinct from its homologs on chromosomes 9 (*PaChr9A.309*) and 12 (*PaChr12D.264*), indicating that *PaChr24B.43* originated from ancestral gene duplication but exhibited an accelerated evolutionary rate, as reflected by its long branch length (Additional file 1: Fig. S18). A detailed examination revealed that the 402 bp coding sequence (CDS) of *PaChr24B.43* aligns with two continuous regions in each of the two homologous genes but has acquired a long insertion between these fragments after duplication from the ancestral copies (Fig. 5d). Alignment of its mRNA sequence with homologues from closely related species (including rice, sorghum, maize, and *Setaria viridis*) indicated that *PaChr24B.43* encodes a truncated protein (Additional file 1: Figs. S19, S20). This truncation results from a late start codon and a premature stop codon caused by a frameshift mutation at an exon intron boundary. Although the translated protein begins with conserved sequences, it is followed by random amino acids until early termination (Fig. 5f). A segment of the protein (corresponding to nucleotides 208–369) displays homology to the *IMP-α3* gene in other species, albeit with low sequence identity (< 60%). Given its partial cross-species homology and truncated structure, we conclude that *PaChr24B.43* is likely a pseudogene.

*PaChr24B.240* and *PaChr24B.218*, both encoding the kinetochore-related SCC3 protein, clustered together with *PaChr10A.167* and *PaChr21D.972*. Similarly, *PaChr24B.262*, which encodes a DDE family endonuclease, formed a clade with *PaChr17A.331*. The phylogenetic relationships of *PaChr24B.218* and *PaChr24B.240* are further illustrated in Additional file 1: Fig. S21. The expression levels of the top three ranked B chromosome genes are summarized and visualized on the UMAP plots in Fig. 5e and g.

## Discussion

By integrating scRNA-seq with spatial transcriptomics, we projected single-cell data onto spatial coordinates with high accuracy, enabling confident cell type annotation. Since the two technologies are intrinsically different and do not correspond exactly, each spatial spot is often treated as equivalent to a single cell for comparison with single-cell data. In our case, the NAint61 single-cell dataset captured far more genes per cell but contained fewer total cells than the spatial data, reflecting the technical differences between scRNA-seq and spatial transcriptomics. 

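The matrix of the section held 9.09 times as many segmented cells as the single-cell matrix of NAint61 held cells. Across genes, log2 CPM of the section and of the single cells of NAint61 had a Pearson's r of 0.747 and a Spearman's rho of 0.783, where genes are not independent replicates.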

ScRNA-seq methods, such as droplet-based methods, isolate and lyse intact cells and recover most cytoplasmic and nuclear mRNAs, whereas spatial transcriptomics profiles RNA directly from tissue sections. Because a 20 µm slice typically intersects only part of a 10–20 µm cell, each spatial spot represents transcripts from partial cellular content rather than a complete cell. Given that our spatial transcriptomic dataset offered multiple resolutions, we assessed which resolution best matched the single-cell data during spatial projection.

Comparing different integration strategies to map scRNAseq clusters onto spatial transcriptomic data, we found that using each sample's own single-cell dataset yielded slightly higher accuracy than using data from closely related individuals, indicating within-sample matching improves mapping precision. We further evaluated the impact of spatial resolution by comparing coarse (37 µm), fine (20 µm), and cell-split datasets. The fine-resolution data consistently achieved the highest mapping scores, demonstrating that greater spatial detail enhances alignment accuracy. Interestingly, the cell-split dataset, which was anticipated to be optimal, demonstrated lower mapping efficiency. This is likely attributable to the heterogeneous sizes of plant cells and the presence of a hollow pith region, which collectively complicate accurate cell segmentation. In this study, cell types annotated through spatial transcriptomics were largely consistent with canonical cell markers. Nevertheless, caution should be exercised when discrepancies arise between cell type identities inferred from spatial and single-cell data.

In this study, we identified multiple cell types within the shoot system. These included vascular tissues, parenchyma, meristematic cells, mesophyll, ground meristem, bundle sheath cells, phloem, xylem, protoderm, and epidermal cells. The developmental trajectories of multiple tissues, inferred from the scRNA-seq dataset provided molecular insights into the differentiation of the chlorenchyma and epidermis. Chlorenchyma (cluster 9) is a type of parenchyma tissue that contains abundant chloroplasts and is typically found in the mesophyll of leaves. It plays a vital role in photosynthesis by capturing light energy and synthesizing organic compounds. The identification of three distinct cell states spanning a broad pseudo-temporal range in this cluster suggests that the chlorenchyma may retain multipotency and the potential to differentiate into multiple lineages [53]. These findings align with those of a study on tomato callus via spatial transcriptomics, which revealed that chlorenchyma cells contribute to complete shoot system development in tomato [54]. In addition to chlorenchyma, bundle sheath cells and vascular parenchyma are considered key sources of regeneration in Poaceae species [55]. In contrast, epidermal cells underwent typical developmental transitions from protoderms (clusters 6 and 7) to more specific differentiated tissues (clusters 8 and 11). Following typical epidermal cell development in plants, the cell fate determination and morphogenesis of epidermal cells are first regulated by the critical regulator *PDF2*, which is a cell marker of the protoderm clusters [56]. The developmental trajectory of mature epidermal cells (cluster 11) involved early gene expression related to trichome branching. This conforms with the notion that trichome differentiation may occur earlier than that of other stomatal cells [56].

Spatial mapping of single-cell cluster 1 to spatial clusters 11, 0, and 3 (ground tissue) indicated that, in addition to its role as a ground meristem, it is also likely associated with aerenchyma formation. In the marsh aquatic plant *Typha angustifolia* L. (Typhaceae), the development of leaf aerenchyma is divided into four stages on the basis of morphological characteristics: solid cavity formation, early cavity formation, late cavity formation, and mature cavity formation [57]. Our data identified *APX1* as a cell-type marker for spatial clusters 11. *Prx52*, a protein similar to peroxidases involved in lignin biosynthesis, was also found within this cluster. These findings suggest that cluster 1 in the single-cell data may initiate aerenchyma formation during the solid stage, as this stage is characterized by high expression levels of *APX* and *Prx* genes, which decrease as development progresses [57]. The anatomical structure also revealed a looser tissue arrangement on the lower side of the shoot, which is consistent with the cavity formation process observed in common reeds [58].

Developmental system drift, defined as the genetic divergence in the developmental pathways of homologous phenotypic traits over evolutionary trajectories [59, 60], was observed in shoot development between the two populations of common reed. This was reflected in differential gene expression across distinct cell types between groups, with a notable involvement of B chromosome genes in the invasive population. Compared with non-invasive European populations, invasive populations of *P. australis* exhibit enhanced tolerance to hypoxic conditions and a downregulation of genes linked to acute defence responses. Additionally, we observed a tendency for elevated expression of genes associated with photosynthetic activity; however, this particular inference is based on only two replicates per group and should therefore be interpreted with caution (Additional file 3: Supplementary Note 1). This pattern aligns with life history trade-off theory, which suggests that energetically costly defensive traits are often lost in favour of traits that support rapid growth and high fecundity. 

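The 21 photosystem genes of Table S1 were tested as a set with all 6 samples in the whole-shoot fit. The list was chosen by the study from these samples, so a result for it is not independent evidence. All 21 had a positive fitted log2 fold change, with a median of 2.26, but 0 were called by edgeR's quasi-likelihood test, with 12 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. As a set they gave an adjusted p = 0.301 by limma's fry, with Benjamini-Hochberg adjustment over the whole shoot and 5 tissues. Limma's camera with its preset correlation gave an adjusted p = 3.40e-11, a call that did not hold under fry or under camera with the estimated correlation, adjusted p = 0.239. Set totals were 808, 836 and 6782 CPM in EU60, EU78 and EU620 and 2522, 795 and 5493 in NAint61, NAint113 and NAint191. The direction depended on the covariate, since the median log2 fold change was -0.421 with the batch label as a block and -0.103 without a covariate. The alternative that moved it most was mean reads per cell assigned to the samples in alphabetical order, at -0.813. Without NAint191 it was 0.977. Within batch 1 the median log2 difference of the invasive from the European samples was -0.168, and within batch 2 it was -0.564.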

A similar shift has been observed in *Ageratina adenophora*, where invasive populations allocate more nitrogen to photosynthetic activities rather than structural cell construction, unlike their native counterparts [61]. This aligns with the broader finding that invasive species exhibit superior resource efficiency, as demonstrated by a comparative study of 92 species pairs, which revealed that they evolve higher photosynthetic rates and more efficient use of energy, nitrogen, phosphorus, and potassium [62]. For common reed, the invasive population was found to differ from its European ancestor in terms of photosynthetic nitrogen use efficiency and structural investment costs [63].

The invasive population presented upregulated gene expression related to sucrose starvation, hypoxia, and the absence of light in most cell types, coupled with a downregulation of genes involved in the respiratory burst and response to alcohol in epidermal cells. This pattern demonstrates a comprehensive stress tolerance strategy. Under hypoxic conditions, plants switch to anaerobic respiration due to impaired TCA cycle activity, leading to ethanol (alcohol) production. Epidermal cell-downregulated genes enriched in "responses to alcohol" help mitigate ethanol toxicity, reducing cellular damage. This adaptive mechanism allows invasive plant populations to better survive in oxygen-deprived environments by optimizing energy use and protecting against alcohol-induced injury.

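Of the 107 B chromosome genes tested in the whole-shoot sums, 64 or 59.8% were higher in every invasive sample than in every European sample and 3 were lower, against 3.57% above and 3.26% below among 33157 other genes, where chance gives 10% for both directions together. The fold differed between genes. Among 73 B chromosome genes with at least 100 UMIs, 58 were more than 2 times higher in the invasive samples per UMI counted, 15 were not, and 9 of these were lower than in the European samples. The median fold was 32.8, with genes without European UMIs at their lower bound from a floor of 3 counts over the group. There were 18 genes with 0 European UMIs and at least 100 invasive UMIs. In the opposite direction, PaChr24B.83 had 1528 UMIs in the European and 4 in the invasive samples. Of the 1528, EU60 gave 1235, EU78 281 and EU620 12. The number of B chromosomes per plant was not analysed here.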

The upregulation of B chromosome genes in the invasive population was driven by copy number variation, with a greater number of B chromosomes in the invasive population. These genes are involved in essential processes such as DNA repair, gamete formation, methylation, photomorphogenesis, hormone responses (auxin, brassinosteroids, gibberellic acid), and hypoxia tolerance, creating a hotspot that may facilitate rapid adaptation to new environments. The B chromosome gene *PaChr24B.43* is homologous to *IMPORTIN-α3/MOS6 (MODIFIER OF SNC1, 6)* in *Arabidopsis*, a key player in plant innate immunity that is associated with rapidly evolving resistance genes [64–67]. 

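In the whole-shoot sums PaChr9A.309 was at 101 ± 2.51 CPM in the European and 93.3 ± 11.6 in the invasive samples (mean ± SD, n = 3 each), a log2 fold change of -0.16 (standard error 0.32, adjusted p = 0.879 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PaChr12D.264, the other copy, had a log2 fold change of -0.39 (adjusted p = 0.692 by edgeR). Reads that match several of these homologous genes could not be told apart in the counts.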

While its conserved paralogue on Chromosome 9 shows no differential expression, *PaChr24B.43* itself is undergoing rapid evolution. Compared with the homologous *PaChr9A.309* (which contains 531 amino acids), it has only 133 amino acids. This truncated form may have been translocated via transposable element activity. Despite this, it exhibited a sharp, ~ fivefold increase in expression under salt stress, particularly in its long 3' UTR (Additional file 1: Fig. S10), suggesting a potential noncoding regulatory role in stress resistance (unpublished data). This functional specialization is further echoed by other B chromosome genes. Another B chromosome gene, *PaChr24B.82,* encodes a 259-amino acid protein that is partially homologous to *Arabidopsis GATA2* (67-nucleotide similarity), a transcriptional regulator involved in brassinosteroid and light signalling that promotes photomorphogenesis [68]. Interestingly, no orthologues of *PaChr24B.82* were detected in other plant species, suggesting an ancestral lineage-specific translocation to chromosome B and further evolution to acquire a unique function. *PaChr24B.262* encodes a DDE endonuclease homologue known to coordinate metal ions for catalytic activity, facilitating site-specific DNA cleavage and subsequent strand transfer [69]. This enzyme family may contribute to transposable element proliferation in *P. australis* [70]. Interestingly, DDE proteins have undergone neofunctionalization in plants, serving as key regulators of heading date in rice, underscoring their versatile roles in plant development [71].

Similar to its counterparts in other Poaceae species, the B chromosome in *P. australis* may also undergo transmission drive that facilitates non-Mendelian inheritance. 

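PaChr24B.240 was tested in 29 rebuilt clusters, and in all 29 each invasive sample was above each European sample, with log2 fold changes from 6.29 to 12.50 and a median of 9.74. EdgeR's quasi-likelihood test called it in 10 clusters and DESeq2 in 27, and at an unadjusted p under 0.05 edgeR gave all 29. For PaChr24B.218 each invasive sample was above each European sample in all 26 clusters where it was tested. Its log2 fold changes lay between 5.52 and 10.49 with a median of 8.66, and it was called by edgeR in 4 clusters and by DESeq2 in 23. DESeq2's fold changes were taken before shrinkage for the numbers of clusters of both genes. Of their homologues outside the B chromosome, PaChr10A.167 had a whole-shoot log2 fold change of -0.06 (adjusted p = 0.957 by edgeR) and PaChr21D.972 of 0.55 (adjusted p = 0.677 by edgeR).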

In the invasive populations, two B-located genes *PaChr24B.218* and *PaChr24B.240*, both of which are homologues of the *Arabidopsis SCC3* gene required for monopolar kinetochore orientation, are upregulated across nearly all cell types. Previous studies have associated microtubule-associated proteins, which influence cell division, with chromosomal drive mechanisms [72]. Additionally, the co-occurrence of duplicated homologous genes on the B chromosome may reflect synergistic activity or dosage compensation in meiotic regulation, potentially contributing to the stability and persistence of B chromosomes in the invasive lineage.

## Conclusions

This study generated a high-resolution cell atlas of a monocot shoot system by integrating single-cell and spatial transcriptomic data, providing a valuable resource for studying plant development. It also advances our understanding of invasive genomics by enabling comparisons between invasive and non-invasive populations. We demonstrated that North American invasive populations of *P. australis* exhibit gene expression profiles that are distinct from those of European source populations across various cell types, suggesting that invasive populations may have adopted novel strategies to cope with environmental challenges such as hypoxia and drought. Although most tissues showed conserved responses enriched for processes associated with light deprivation and sucrose starvation, cell-type-specific adaptations were also evident: parenchyma specifically upregulated genes involved in plant-type cell wall organization, whereas epidermal cells upregulated hypoxia-response genes and downregulated genes linked with biotic defences.

Moreover, our analysis revealed a correlation between B chromosome copy number and invasiveness-related gene expression profiles. At this stage, the correlation is only suggestive and does not establish a causal role for B chromosomes in the evolution of invasiveness. Establishing causality will require functional validation, for example by overexpressing or knocking out key B chromosome-specific genes (such as *IMP-α3* or *SCC3*) in *P. australis* and assessing their impact on invasion-related traits such as growth rate, photosynthesis, and biomass. Complementary population-level genomic approaches, such as genome-wide association studies in larger cohorts, could further strengthen causal inference.

## Methods

### Tissue dissociation and preparation of single-cell suspensions

To generate a comprehensive single-cell transcriptomic atlas for *P. australis*, we selected six individuals from the EU (non-invasive) and NAint (invasive) populations, with three biological replicates in each group. These plants were grown in the common garden of Shandong University under natural conditions. Prior to single-cell protoplast preparation, the plants were kept at room temperature (25 °C) for several days, after which the rhizome shoots were collected. From each individual, we collected between 5 and 22 buds, which were then pooled into a Petri dish for each sample. The rhizome shoots were cut into 1–2 mm strips and added to tubes containing 10 ml of enzyme mixture consisting of 2% cellulase R10, 0.8% macerozyme R-10, 0.5% pectinase Y-23, 0.1% BSA, 20 mM MES, 20 mM KCl,10 mM CaCL_2_ and 0.55 M mannitol with shaking at 60 rpm for 1 h at 28 °C. The cells were then filtered through a 40 µm cell strainer to remove debris and other contaminants. Cell activity was detected via trypan blue staining and the cell concentration was measured via a haemocytometer and a light microscope. We proceeded with protoplast preparations that presented a viability greater than 70% and contained intact cell nuclei. Finally, the protoplasts were resuspended in 8% (w/v) mannitol solution in preparation for loading onto the chromium controller of the 10 × Genomics platform. Approximately 1.6 × 10^4^ isolated single cells and enzyme gel beads were packed into a single oil droplet for single-cell RNA-seq library construction.

### Chromium 10 × Genomics library and sequencing

The cells were loaded onto the 10 × Chromium Single Cell Platform (10 × Genomics) at a concentration of 700–1200 cells/µl (Single Cell 3′ library and Gel Bead Kit v.3) as described in the manufacturer’s protocol. The generation of gel beads in emulsions (GEMs), barcoding, GEM-RT clean-up, complementary DNA amplification and library construction were performed according to the manufacturer’s protocol. Qubit was used for library quantification before pooling. The final library pool was sequenced on the Illumina Nova 6000 instrument by Shanghai Personal bio (Shanghai, China) via the 150 bp paired-end reads strategy.

### Spatial transcriptomics sample preparation

The invasive sample NAint61 from individuals used in single-cell analysis was selected for spatial transcriptomics. Fresh shoots were rapidly frozen in an isopentane and liquid nitrogen bath, embedded in optical cutting temperature (OCT) compound and stored at −80 °C. Frozen sections were prepared at a thickness of 20 μm via a cryostat, followed by RNA extraction and quality control. Samples with an RNA integrity number (RIN) value of ≥ 6 were retained to ensure RNA integrity during freezing. The spatial transcriptomics slides (BMKMANU S3000) consisted of 6.8 × 6.8 mm capture areas containing 2,000,000 barcoded spots (2.5 μm diameter; 4.8 μm center-to-centre spacing) arranged in a hexagonal grid. Each spot carried primers with a 5′ attachment site, cleavage site, T7 promoter, partial Read 1 Illumina handle, unique spatial barcode, UMI, and poly(dT)VN sequence. The tissue sections were mounted onto BMKMANU S3000 Tissue Optimization and Gene Expression Slides and stored at − 80 °C until use. Tissue optimization was first performed to determine the optimal permeabilization time for library construction. For gene expression library preparation, tissue sections were subjected to methanol fixation, fluorescence-based cell segmentation, haematoxylin and eosin (H&E) staining, and bright-field imaging. Permeabilization was conducted according to the manufacturer’s protocol. The released mRNA molecules were captured by spatially barcoded probes and reverse transcribed into cDNA, which was subsequently collected, converted to double-stranded DNA, and PCR- amplified. The resulting cDNA underwent enzymatic fragmentation, end repair with A-tailing, magnetic bead-based fragment selection, adapter ligation, purification, and sample index PCR to generate standard next-generation sequencing (NGS) libraries. Libraries that passed quality control were sequenced on an Illumina NovaSeq 6000 platform via a paired-end 150 bp strategy.

### Sequencing and data preprocessing of scRNA data

Raw scRNA-seq reads were first demultiplexed to separate the six individual samples (EU60, EU78, EU620, NAint61, NAint113, and NAint191), and the corresponding barcodes were removed to ensure accurate sample assignment. Clean reads were subsequently aligned to the chromosome-level *P. australis* reference genome via the CellRanger pipeline v8.0 [73]. The reference genome sequence of *P. australis* (NCBI accession number: ASM4037322v1) was obtained from previous work and slightly modified for completeness [20]. Because the 25 chromosomes span from telomeres to telomeres, the genome was considered fully assembled: the remaining contigs were replaced with complete chloroplast and mitochondrial genomes to ensure accurate annotation of organellar transcripts. Genome annotation of the modified assembly was performed via liftoff v1.6.3 [74] on the basis of the original gene models. The mkref function with default settings in CellRanger was used to generate the species-specific reference, whereas the count function quantified UMIs per gene and barcode, producing raw count matrices for downstream analyses. To ensure data quality and minimize technical artifacts, the count matrices were filtered via DropletUtils v1.26.0 [75] and scrater v1.36.0 [76]. Genes expressed in fewer than 20 cells and cells with fewer than 500 detected genes were removed to eliminate low-complexity observations. Cells exhibiting > 10% mitochondrial gene expression or > 30% chloroplast gene expression were considered dying or stressed and were excluded from further analysis. High-quality single-cell datasets were processed via Seurat v5.2.1 [77] for normalization, integration and clustering. Gene expression data were normalized and variance-stabilized via sctransform v0.4.2 [78], which applies regularized negative binomial regression to reduce technical noise and preserve biological variation [79]. Potential doublets were identified and removed using DoubletFinder v2.0.6 [80] to improve cluster purity. By default, 3000 highly variable genes were selected for dimensional reduction and cell clustering. The clean data from all six samples were merged and subjected to PCA to capture major sources of transcriptional variability [81]. To correct for intersample batch effects and ensure accurate cross-sample integration, we applied the Harmony integration method implemented in the R package Harmony v1.2.3 [82]. Thirty-five principal components were selected for downstream analyses on the basis of the variance explained and inspection of the elbow plot, ensuring an optimal balance between signal and noise retention. Cell clustering was performed via the Louvain community detection algorithm, and the resolution parameter was optimized by testing multiple values; a final resolution of 0.8 provided the best balance between cluster granularity and biological interpretability. Dimensionality reduction and visualization were achieved via both UMAP and t-SNE with the parameter *min.dist* = 0.1 and *n.neighbors* = 50.

### Differential gene expression of scRNA-seq data

Differential gene expression analysis of the scRNA data between the invasive and non-invasive groups was conducted via DEseq2 v1.48.1 [83]. To enable pseudobulk-level analysis, raw read counts from all cells within each cluster were aggregated by sample, and the original gene-by-cell matrix was transformed to a gene-by-replicate matrix via muscat v 1.22.0 [84]. The aggregated count data were normalized via the regularized log (rlog) transformation implemented in DEseq2, and PCA was performed to assess sample relationships. Differential expression was then evaluated between the two groups.

Because intragroup variation explained the majority of the variance, the initial analysis included three biological replicates per group. Since the two outlier samples exhibited a significant departure of mean reads per cell compared with the other samples, we performed DEG analysis via the peudobulk method while keeping the mean reads per cell as a covariate in the DESeq2 analysis. For each cluster, after the genes with low expression, which had fewer than 10 genes in all six samples were removed, differential expression was tested using the Wald test. The resulting *p* values were adjusted for multiple testing using the Benjamini‒Hochberg method to control the false discovery rate (FDR). Genes with an adjusted *p* value (FDR) < 0.05 and |log₂-fold change|> 2 were considered significantly differentially expressed. The log fold changes were further shrunk via the lfcShrink() function using the apeglm method [85] in DESeq2 to provide more accurate effect size estimates.

### Data analysis of spatial transcriptomics

For the spatial transcriptomic data, we generated multiple subspot levels by aggregating gene counts from different numbers of spots. For example, subspot level 1 represents data from a single spot, whereas subspot level 7 aggregates data from 127 spots to form one subspot. We initially evaluated all subspot levels to identify cell types. For downstream analyses, we selected subspot level 4 (with a spatial resolution of 20 µm) as the analysis unit, since the median number of expressed genes per cell at this level most closely matched that of the single-cell data. Additionally, we examined an alternative approach using image-segmented cells as analysis units, yielding a total of 78,448 identified cells. 

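The deposited segmentation lists 78619 cells. A minimum of 100 genes per segmented cell retained 64404 of them and removed 14215. The grid spots of subspot level 4 were not analysed here.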

The quality of the sequencing data from Read 2 was tested using fastqc v 0.10.1, and the reads were aligned to the reference genome using STAR aligner v 2.7.11b and quantified via BSTMatrix v2.3. Cell segmentation was performed using BSTMatrix, which employs Cellpose v2.0, which is based on high-resolution images obtained during tissue sectioning. The resulting expression matrix was imported into R via the script CreateBmkObject.R, retaining features expressed in at least five cells and cells expressing at least 100 genes (parameters: min.cells = 5, min.features = 100). The data were subsequently processed in Seurat, normalized using SCTransform v2, and subjected to downstream analysis including PCA, neighbour finding, clustering, and UMAP visualization. Clustering was performed with a resolution parameter of 0.5, and spatial cluster-specific marker genes were identified using Seurat’s FindMarkers function.

### Cell type annotation and identification of gene markers for single-cell clusters

In total, 19 clusters were identified from the single-cell transcriptomic dataset. The marker genes for each cluster were subsequently identified using the FindAllMarkers function in Seurat. We set logfc.threshold = 1 to include only genes with at least a twofold change in expression, and min.pct = 0.1 to consider genes expressed in at least 10% of cells in either cluster. Only genes with positive fold changes (only.pos = TRUE) were retained, with a focus on markers that were upregulated in specific clusters. The ROC test (test.use = "roc") was applied to evaluate each gene’s ability to discriminate a given cluster from all others. The identified markers were subsequently ranked within each cluster in descending order of their power metric using the arrange function in dplyr v1.1.4 [86]. To elucidate the biological functions associated with each cluster, we examined the GO terms of the corresponding marker genes. For GO enrichment analysis, *P. australis* genes were first mapped to their *Arabidopsis thaliana* orthologuesvia BLAST v2.16.0 + with a best-hit approach under an E-value threshold of 10⁻^4^ [87]. The *Arabidopsis* genome assembly and GO annotations were sourced from TAIR (https://www.arabidopsis.org/). GO enrichment was then performed with Goatools v1.5.2 [88], employing all annotated genes as the background set and the differentially expressed genes as the study set. Enriched GO terms were identified using a significance threshold of *p* < 0.05 after FDR correction. The resulting enrichment profiles were visualized with clusterProfiler v 4.16.0 [89]. To validate the annotation accuracy of the cell types, we projected the cells and clusters of the single-cell dataset to the spatial transcriptomic slides via both Seurat and Tangram v1.0.4 [90]. Tangram was said to be one of the most accurate software tools for the projection thus far, as evidenced by a benchmark study [91]. We performed eight mapping experiments using single-cell data from individuals EU620 (six experiments) and NAint61 (two experiments), the latter being from the same individual as the spatial data. These experiments assessed mapping accuracy by using different gene sets as training features and calculating the correlation between the actual and predicted spatial expression. We exhaustively tested the following eight combinations of training gene sets and mapping parameters: (1) All genes: The full set of 27,693 overlapping genes between the single-cell and spatial datasets. (2) EU620-HVG spot mapping: The top 3,000, 2,000, and 1,000 HVGs for spot-level mapping (spot diameter: 20 μm). (3) EU620 cellpose mapping: Three thousand HVGs for mapping onto spatial cells recognized by Cellpose. (4) EU620-marker-based cell mapping**:** Cell type markers as training genes for projection to a cell-split dataset. (5) NAint61-marker-based spot mapping: The NAint61 single-cell dataset with cell type markers for spot-level mapping (spot diameter: 20 μm). (6) NAint61-HVG spot mapping: The NAint61 single-cell dataset with the top 1,000 HVGs for spot-level mapping (spot diameter: 20 μm). To assess transcriptomic similarity among cell clusters, we applied the MuSiC v1.0.0 R package to construct hierarchical dendrograms [92]. Using music_basis, we obtained the cross-subject design matrix and mean relative abundance matrix for 19 clusters for each individual sample. Hierarchical clustering with complete linkage was performed on their log-transformed Euclidean distances, producing dendrograms that depict transcriptomic relationships among clusters.

### RNA velocity and trajectory analysis

Following preprocessing steps, the Seurat object of EU620 was converted to h5ad format using anndata v0.11.4 [93] for compatibility with Python-based analyses. The RNA velocity was first evaluated with Velocyte v0.17.17 [94] to generate loom files containing spliced and unspliced transcript counts. Subsequent RNA velocity analysis was performed using scvelo v0.3.3 [95], employing the dynamical model with default parameters. We used Scanpy to compute the diffusion pseudotime (DPT), selecting as the root the cell showing the lowest value on the second diffusion component. The resulting pseudotime values were then used, in combination with the pseudotime, velocity, and connectivity kernels, to infer terminal states using CellRank [49], with the meristematic cell cluster (cluster 14) defined as the initial cell population.

### Whole-genome sequencing

To evaluate the copy number of B chromosomes at the population level, we re-analysed the RAD-seq dataset of 88 individuals obtained from previously published work [15]. After the reads of low quality were filtered out using Trimmomatic v0.39 [96], the clean reads were mapped to the reference genome with repeats masked, and the ratios of the average number of reads mapped to the B chromosome and all other chromosomes were calculated. In addition, whole-genome sequences were obtained from nine individuals, four from European sources and five from North American invasive populations. The DNA was extracted via the CTAB method, and sequenced via the BGI DNB-seq platform. The WGS datasets were cleaned and mapped to the reference genome using bwa mem v0.7.17 [97]. For the alignment of genomic reads, first, PCR duplicates were removed via GATK v4.5.0.0 MarkDuplicates [98] and then input into deepvariant v1.9.0 [99], followed by GLnexus v1.4.1 [100] to call the SNPs. The number of reads mapped to the B chromosome and the other 24 chromosomes was calculated via bamcoverage v3.5.5 [101]. The differences in the read depth ratios between populations were tested via the Mann‒Whitney U test, with *p* < 0.05 considered statistically significant.

### Tests for selective sweeps

To account for the potential confounding effect of purifying selection, we performed a selective sweep analysis on the basis of the site frequency spectrum (SFS) of the derived alleles. To polarize polymorphic loci, we first aligned whole-genome sequences from five genetic lineages (accession numbers: SRR15440741, SRR15440740, SRR29606799, SRR33298956, SRR33298959) to the reference genome via bwa mem. Ancestral state reconstruction was carried out with angsd v0.940 [102] on the basis of the most common alleles among these individuals. Unfolded SFS for minor alleles were calculated for each chromosome and population. For selective sweep analysis, each chromosome was divided into chunks, and derived sites with zero frequency were excluded. The resulting SFS for each chromosome and population were used as inputs for SweepFinder2 [103], with 5 kb windows for visualization. A composite likelihood ratio greater than 10 was regarded as high, and the results were visualized via Manhattan plots in R.

### RNA-seq of leaf tissues

We harvested mature leaves from nine individuals grown in a common garden at Shandong University in June 2023 and used them for transcriptomic analysis, enabling a direct comparison of gene expression profiles. The genetic background was inferred from the published phylogeographic pattern [15]. Total RNA was extracted using the RNAprep Pure Plant Kit (Tiangen, Beijing, China) according to the instructions provided by the manufacturer. The RNA concentration and purity were measured using NanoDrop 2000 (Thermo Fisher Scientific, Wilmington, DE). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA). A total of 1 μg of RNA per sample was used as input material for the preparations of the RNA samples. Sequencing libraries were generated using the Hieff NGS Ultima Dual-mode mRNA Library Prep Kit for Illumina following the manufacturer’s recommendations and index codes were added to attribute sequences to each sample. The libraries were sequenced on an Illumina NovaSeq X Plus platform to generate 150 bp paired-end reads. The quality of the reads was checked using fastqc (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Adapters were clipped, and low-quality bases (Phred score < 20) were removed from the reads in 4 bp sliding windows using Trimmomatic v0.39 [96]. Clean reads were mapped to the reference genome using STAR aligner v 2.7.11b [104]. After sorting using samtools v1.16.1 [105], the mapped reads were processed using stringtie v2.2.1 [106] to obtain the gene and transcript count matrix. We conducted PCA on differentially expressed genes among the treatment groups using DEseq2 v 1.48.1 following rlog transformation of gene counts, which represent the number of reads mapped to the reference genome [83].

Genes whose adjusted *P*-value was < 0.01 according to the Benjamini and Hochberg’s approach for controlling the false discovery rate and whose |log₂ fold change| was ≥ 2 according to DESeq2 were considered differentially expressed. GO enrichment analyses of genes in the context of GO categories were performed to determine whether certain functional categories are overrepresented or enriched within the background whole-genome gene sets. Here, we tested enriched GO terms for the differentially expressed genes (DEGs) using Goatools v1.5.2 [88], with the criterion of *P* < 0.05 with Bonferroni correction.

### Orthologues among species and transcription factor prediction

Eight outgroup species, including *Arabidopsis* (TAIR 11), rice IRGSP1.0 (https://rapdb.dna.affrc.go.jp/download/irgsp1.html) [107], *Populus trichocarpa* v4.1(Phytozome) [35], *Sorghum bicolor* v3.1.1 (Phytozome) [108], *Pisum sativum* [28, 109], *Solanum lycopersicum* ITAG4.0 (Phytozome) [110], maize B73 v5 and *Setaria viridis* V2 reference genomes at https://plants.ensembl.org/ [111] were included to identify orthologues between species using Orthofinder v2.5.5 [112]. Transcription factors of the proteins in the common reed genome were predicted from PlantRegMap [113]. The alignment between B chromosome sequences was performed using Cobalt [114] on the NCBI website (https://www.ncbi.nlm.nih.gov/tools/cobalt/re_cobalt.cgi), and the visualization of conserved amino acid homologues was conducted via weblogo (https://weblogo.berkeley.edu/logo.cgi) [115]. The structure of the homologous genes was visualized using GSDS v2.0 [116]. All software versions are listed in Supplementary Table S20.

## Supplementary Information

Additional file 1: Figures S1-S21.

Additional file 2: Tables S1-S20.

Additional file 3: Supplementary Note 1. An additional analysis was conducted by regressing out the outliers within each genetic group and retaining only two samples per group, illustrating potential differences in photosynthesis between invasive and native populations.

## Data Availability

All sequences generated in this study have been stored in the NCBI database. The single-cell transcriptomes of six samples and the spatial transcriptomic data were deposited in the Gene Expression Omnibus (GEO) database with the accession number GSE295468 [117]. The whole genome sequencing and RNA-seq data were deposited in the Sequence Read Archive (SRA) database under project number PRJNA1254975 [118]. The published RAD-seq data were obtained from the NCBI SRA database under project number PRJNA753984 [15, 119]. The scripts used for data analysis were deposited in Zenodo [120] and github [121] repositories.

# Supplementary material for: Single-cell and spatial transcriptomics in Phragmites australis reveal the association of B chromosomes with plant invasiveness
**Source:** Genome Biol. 2026 Apr 22;27:184. doi: 10.1186/s13059-026-04079-x
**Supplement:** Supplementary file 2 — Additional file 2: Tables S1-S20.

## Supplementary materials

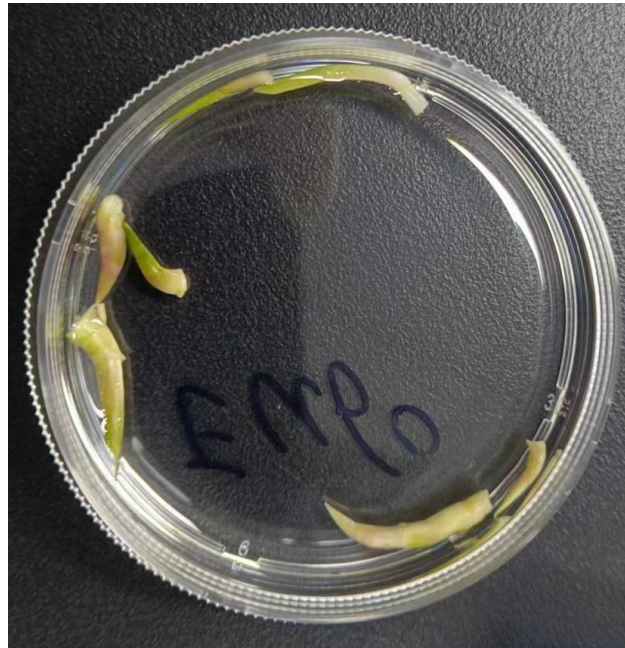

**Fig. S1** Several shoots generated from rhizome of the same sample that were used to create single cell suspension for the individual EU60.

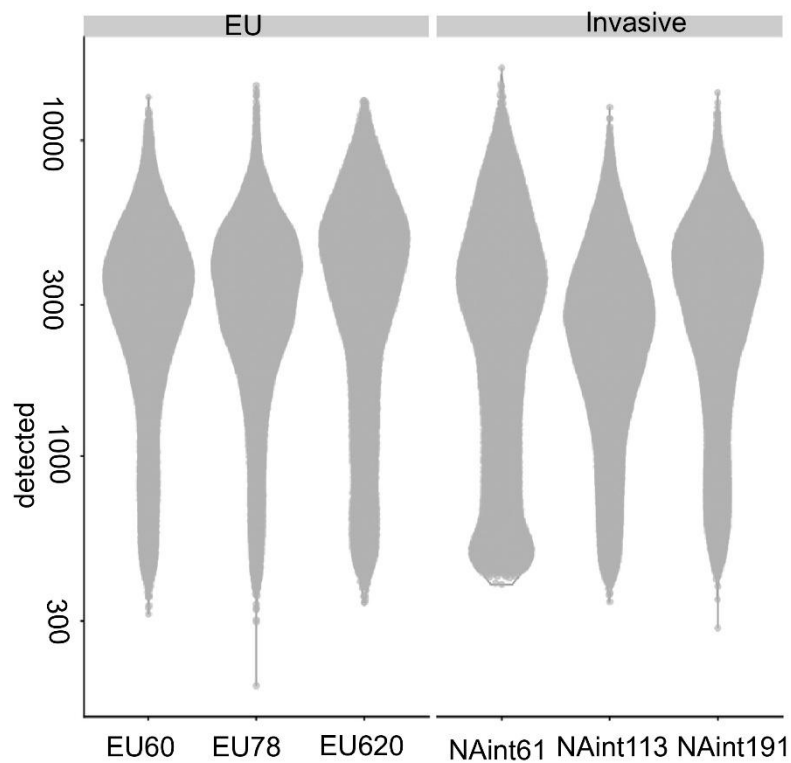

**Fig. S2 Violin plot showing the distribution of detected genes per sample.** Orange dots denote cells below the expression threshold (excluded during QC).

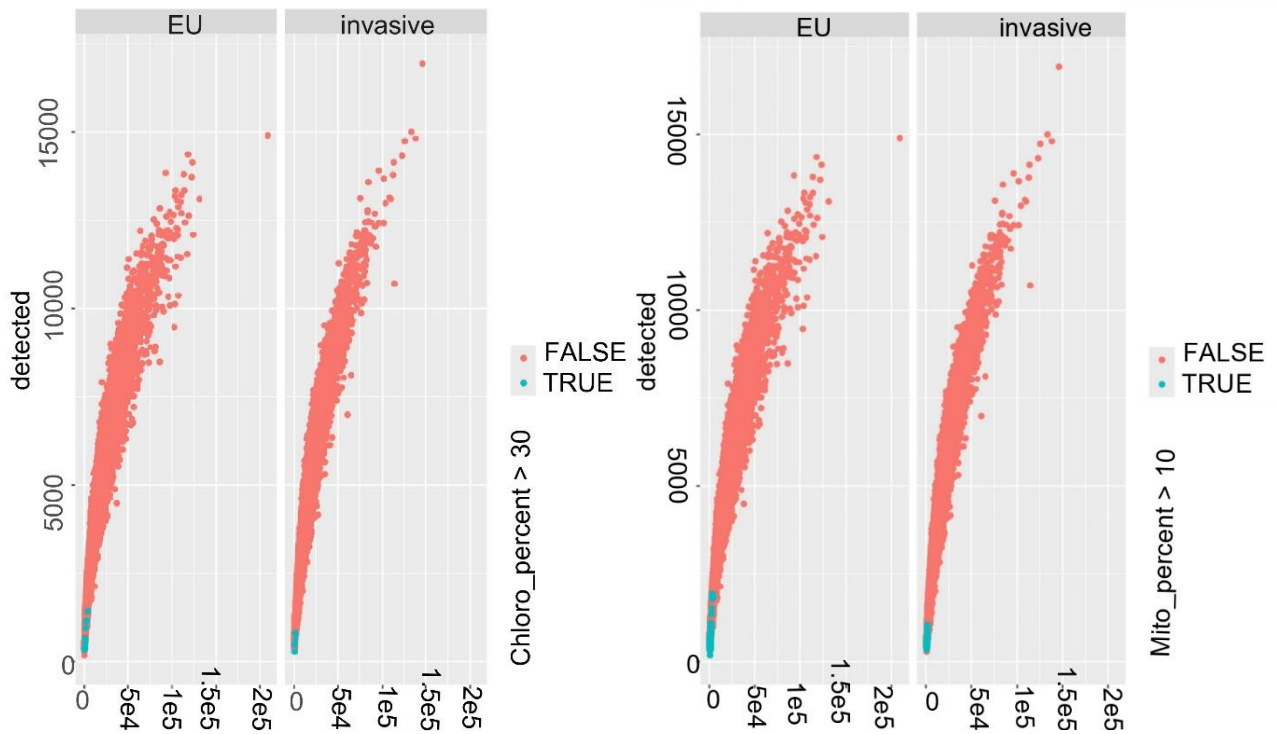

**Fig. S3 Quality control of single-cell RNA-seq data: chloroplast and mitochondrial content across EU and invasive samples.** Cells with more than 30% chloroplast transcripts (left panel) and more than 10% mitochondrial transcripts (right panel) are highlighted in blue, indicating potential low-quality or stressed cells that may be excluded from downstream analysis to improve data quality.

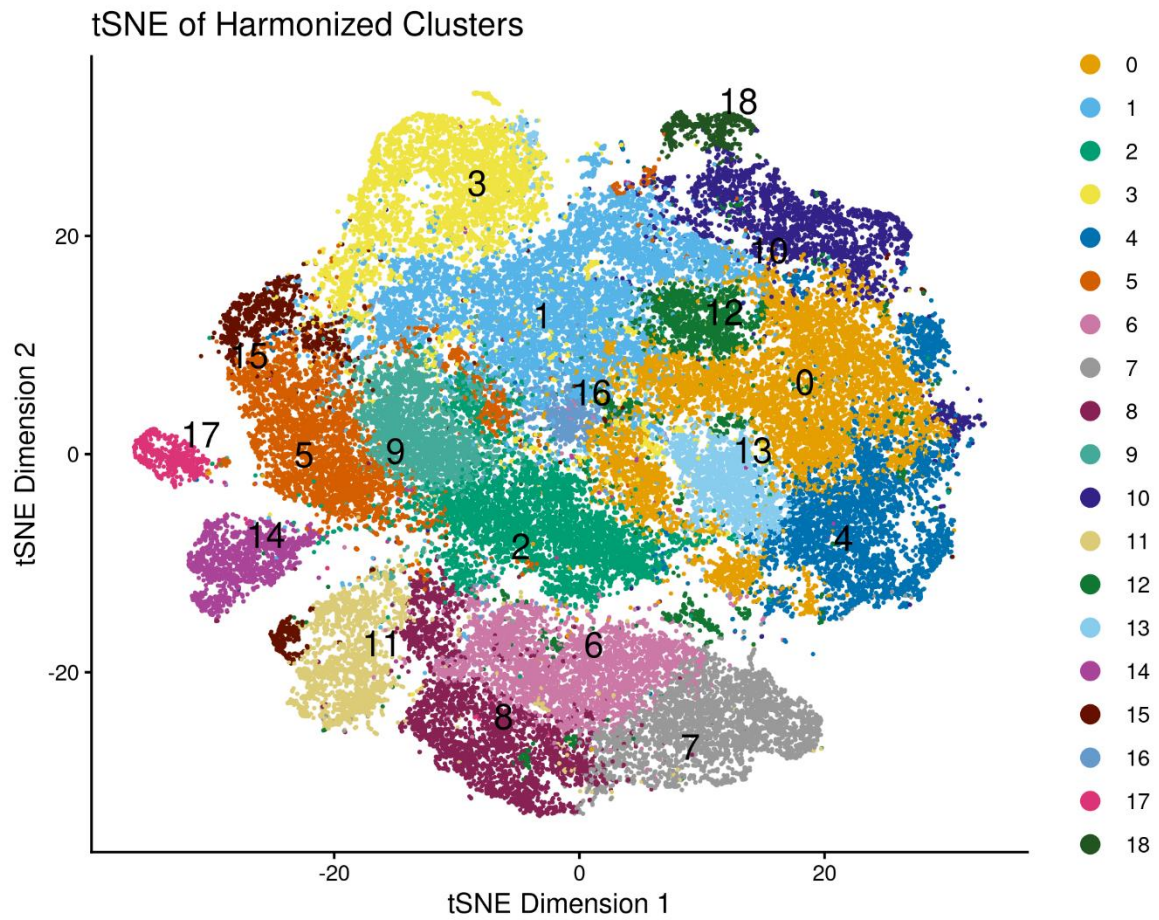

**Fig. S4** The t-SNE projection of single-cell transcriptomic data clustered at a resolution of 0.8. Each dot represents an individual cell, colored by its assigned Seurat cluster (0–18).

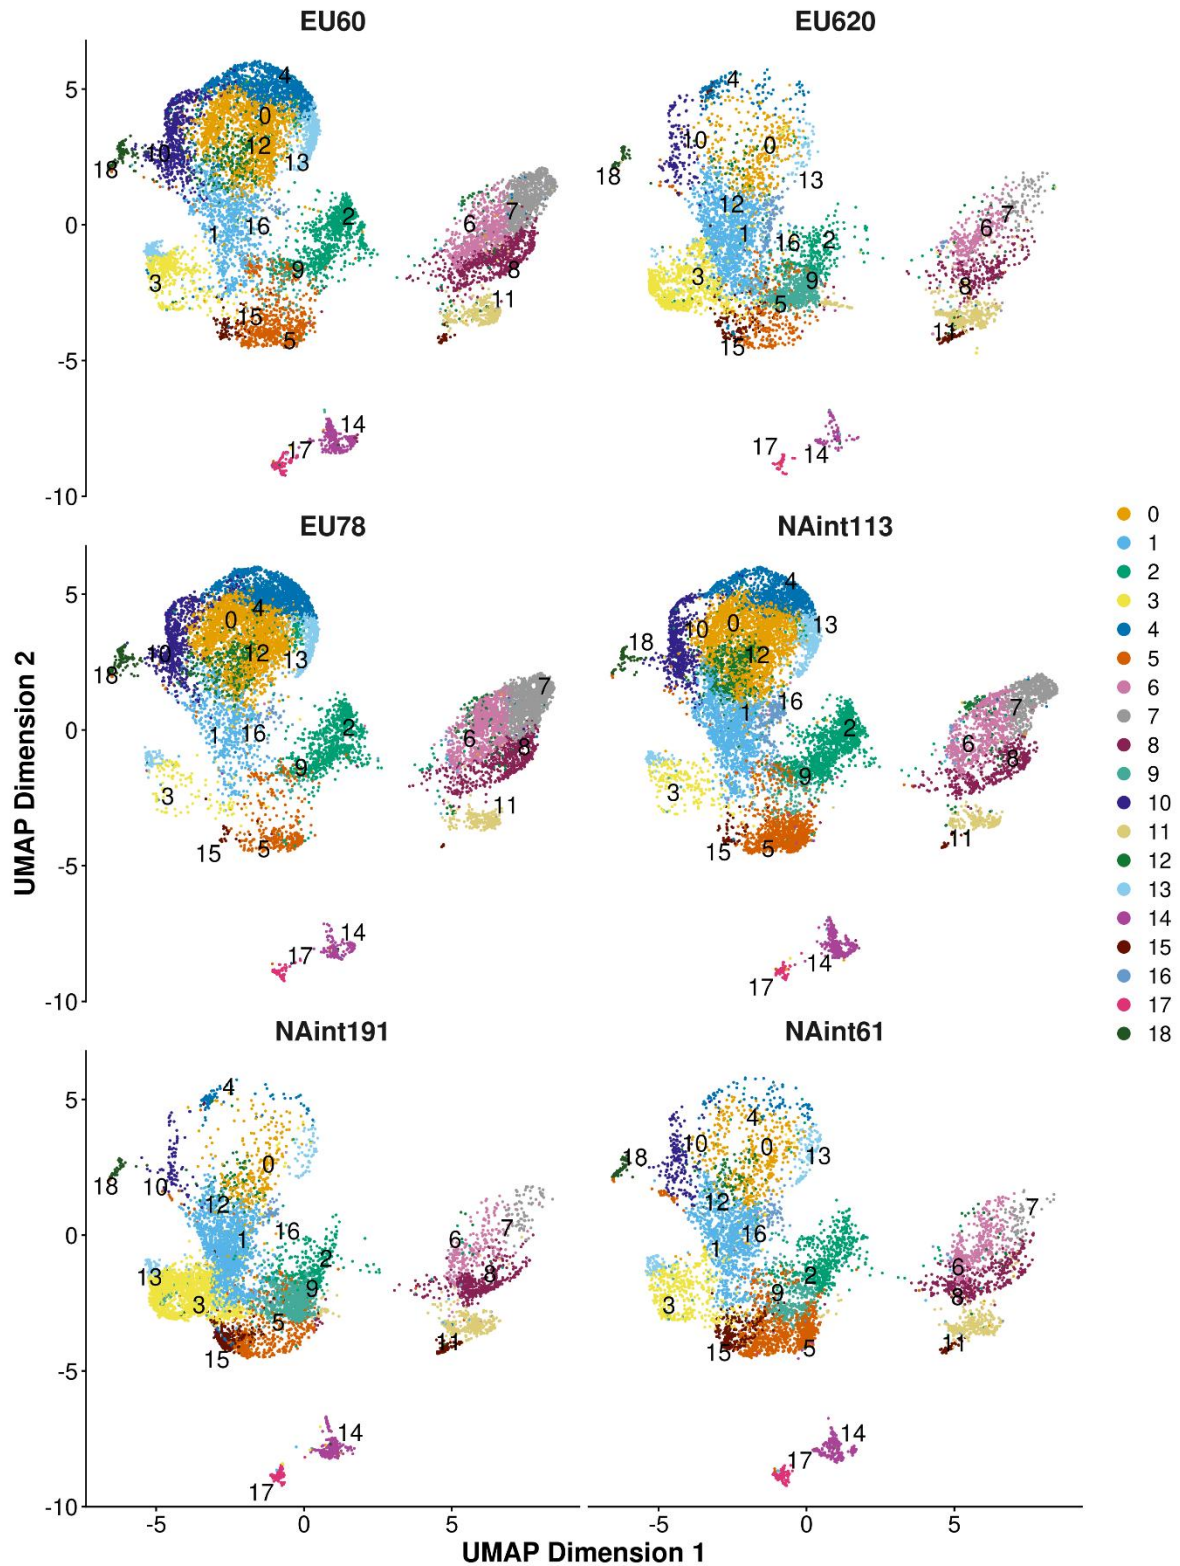

**Fig. S5** UMAP projection of single-cell transcriptomic data, split by sample identity. Each panel represents a separate sample, with cells colored according to their respective UMAP coordinates. The samples are labeled on the x-axis, and the coordinates reflect the dimensionality reduction based on the top 30 principal

components of the data. The plots are arranged in a 2-column layout to facilitate comparison of UMAP embeddings across samples.

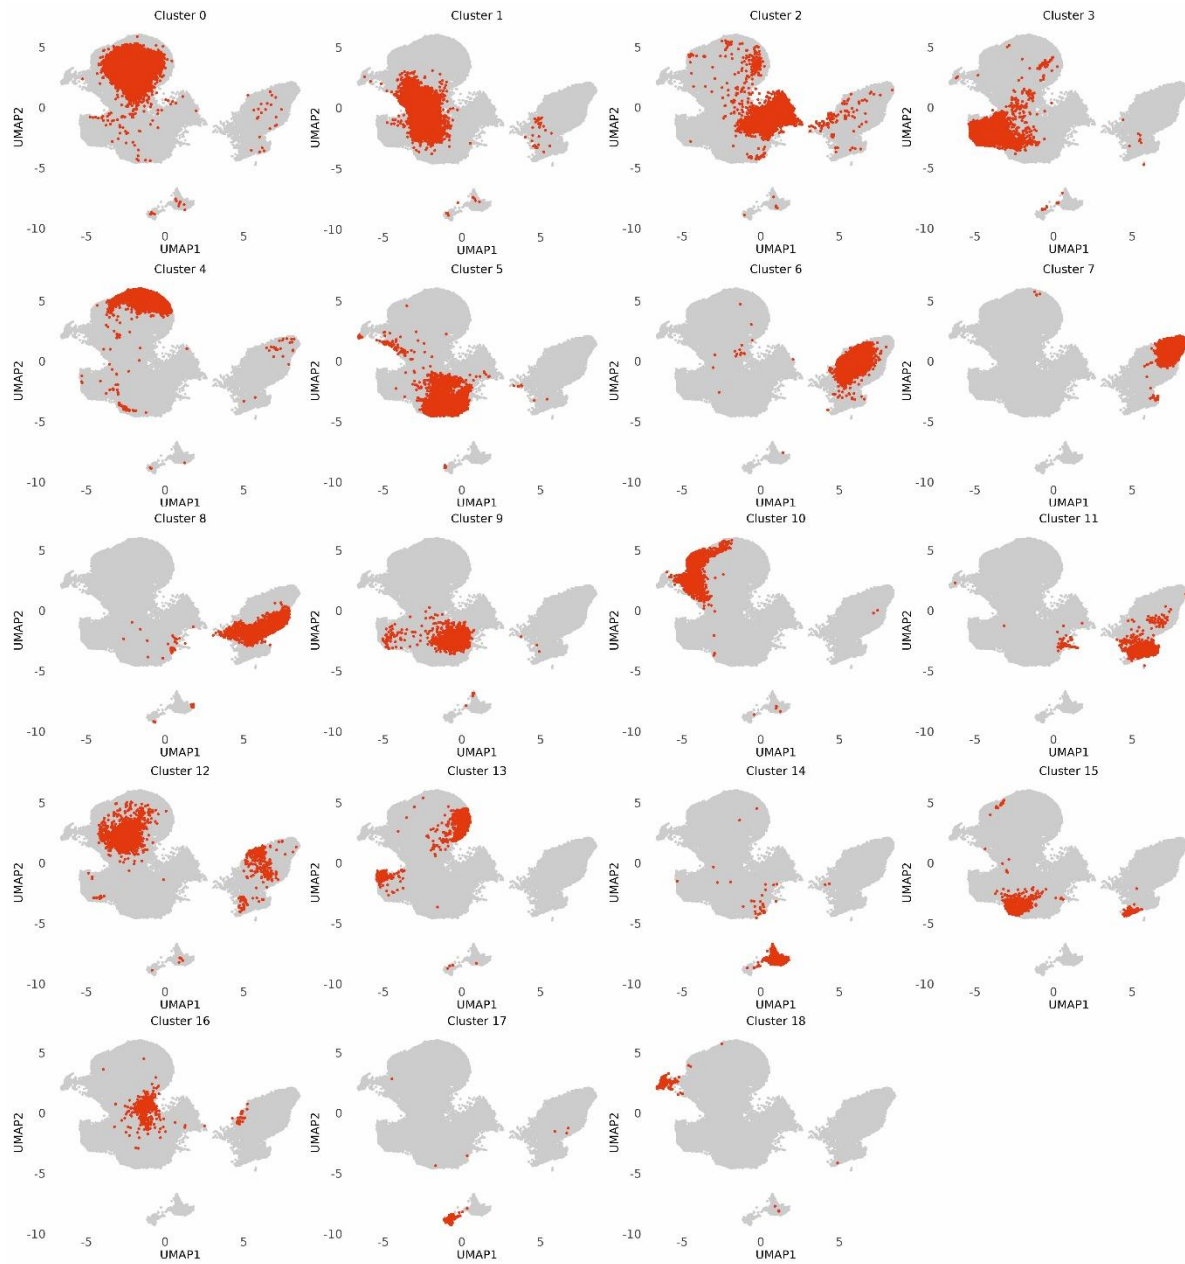

**Fig. S6 UMAP visualization of the 19 identified single-cell clusters.**

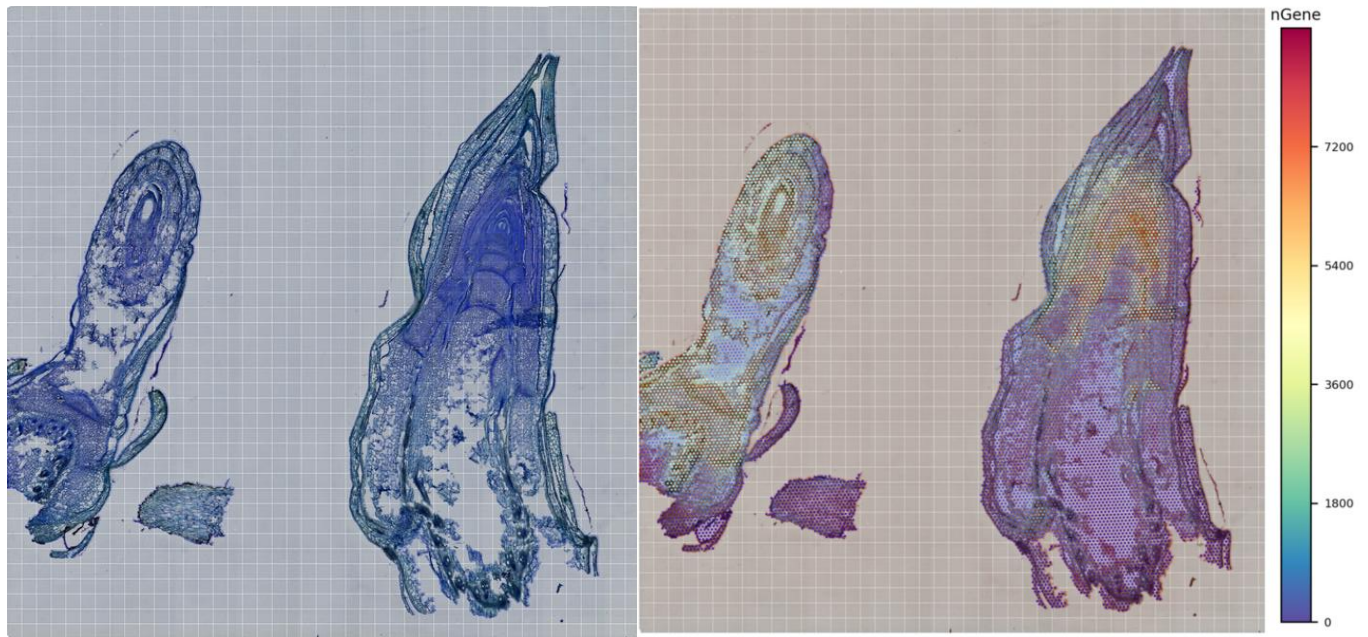

**Fig. S7 Heatmap of gene expression levels in spatial transcriptomic tissues.** The left panel displays the anatomical structure of the common reed bud used for spatial transcriptomics. The right panel shows spatial gene expression data superimposed on the histological tissue section, with each spot representing a capture location. A color gradient (blue to red) indicates the number of detected genes (nGene) per spot.

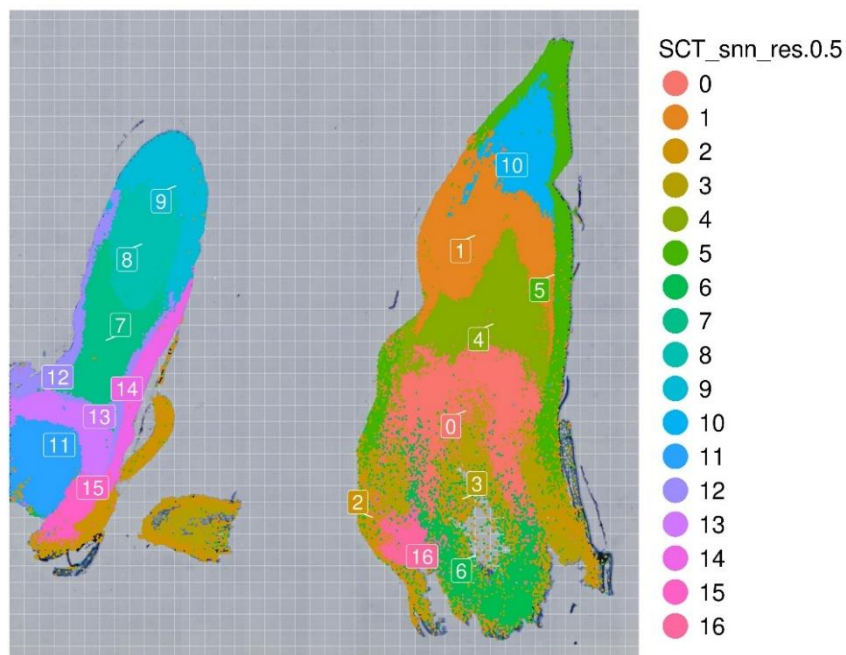

**Fig. S8** Seventeen clusters identified from spatial transcriptomics data at a spatial

resolution of 20  $\mu\text{m}$ , using level 4 subspot granularity. This clustering reveals the spatial organization of transcriptionally distinct regions within the tissue.

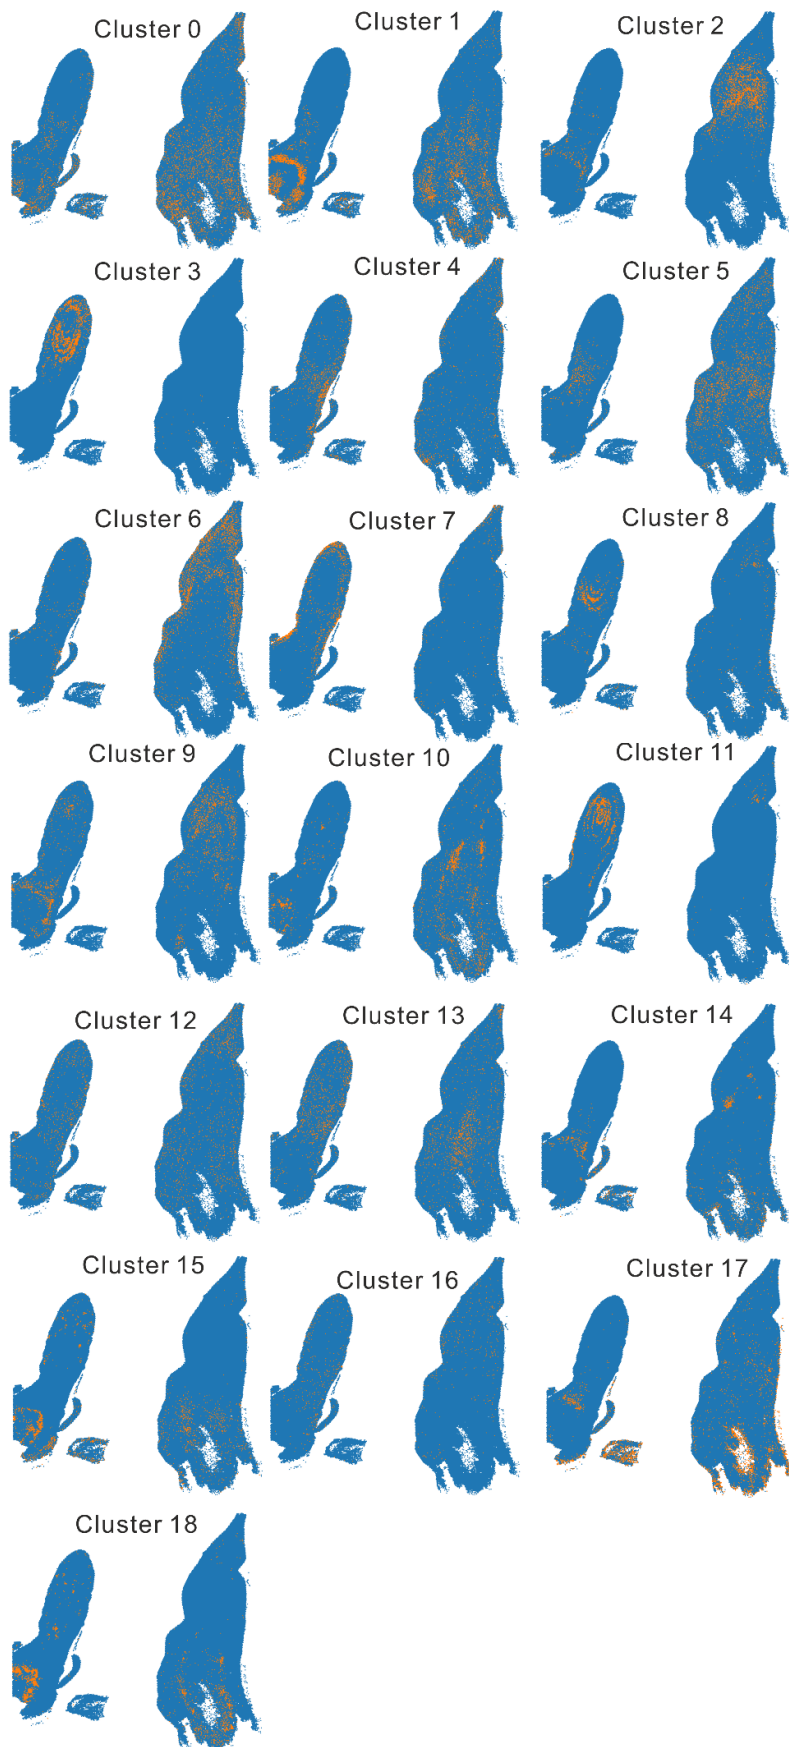

**Fig. S9** Spatial projection of single-cell transcriptomic clusters onto the spatial transcriptomics dataset. Each mapped cell cluster reflects its inferred spatial localization within the tissue, enabling integration of single-cell resolution with spatial context. Orange dots indicate the predicted locations of the mapped cells on the tissue section.

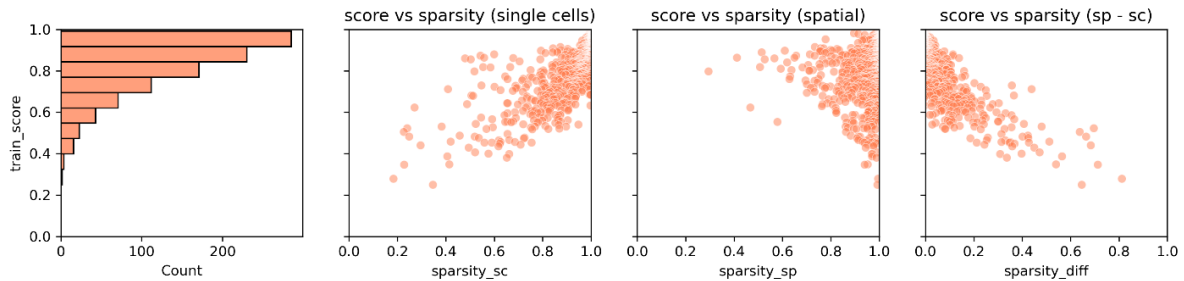

**Fig. S10. Training scores and cell sparsity in spatial projections of single-cell data at 20  $\mu\text{m}$  spot-level resolution.** The figure shows, when using 1000 highly variable genes as training genes, the distribution of mapping scores during model training and the sparsity of predicted cell assignments across spatial spots, providing an assessment of projection accuracy and resolution.

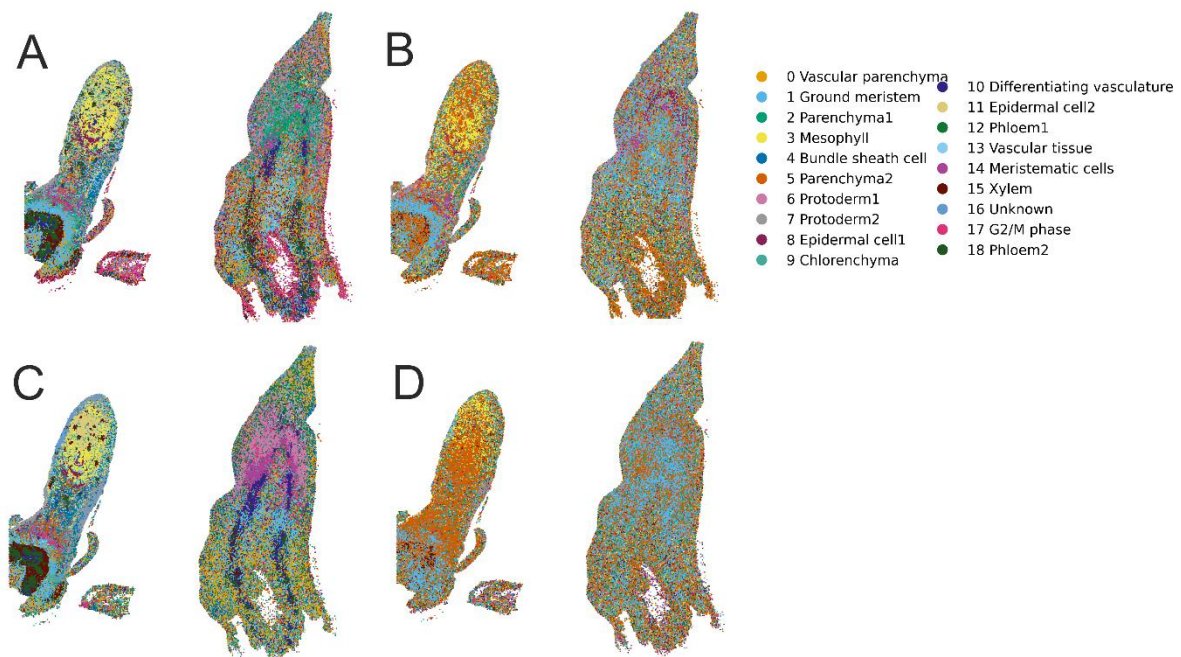

**Fig. S11. Spatial projections of single-cell data at 20  $\mu\text{m}$  spot-level resolution.** (A) Projection trained on 1,000 highly variable genes, visualized in cluster mode. (B) Same projection as A, mapped in cell-to-space mode, achieving a high average mapping score of 0.825. (C) Projection trained on all transcriptomic genes mapped in cluster mode. (D) Same projection as (C), resulting in a low average mapping score of 0.252 but exhibiting superior visual coherence, mapped in cell to space mode.

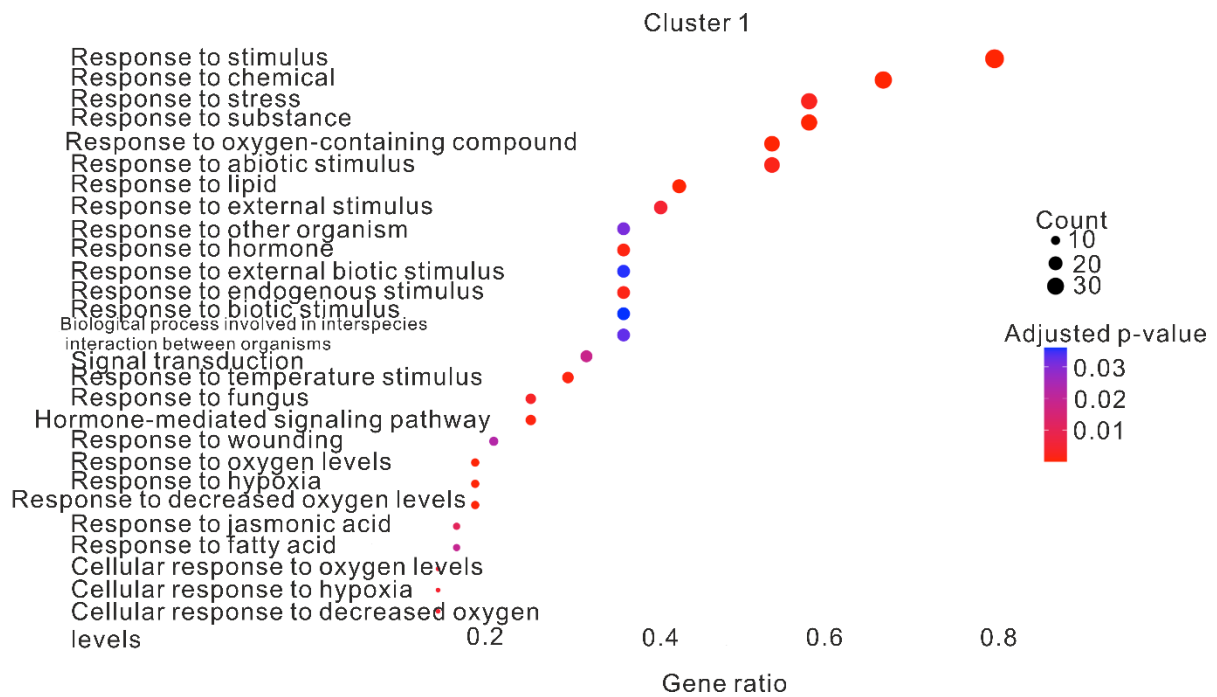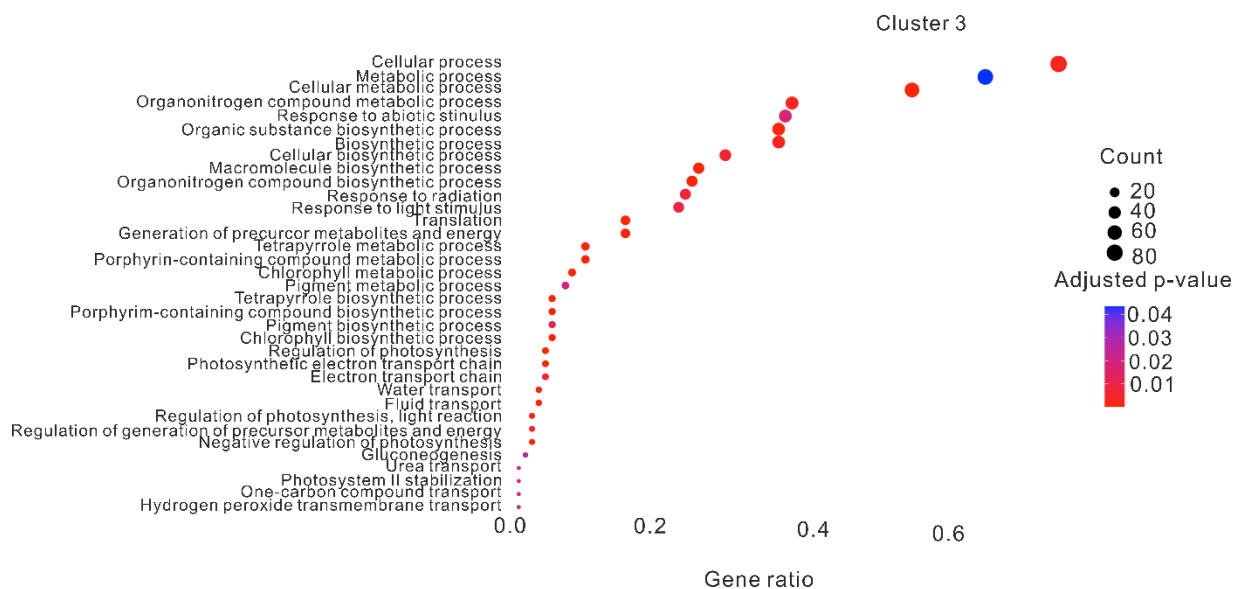

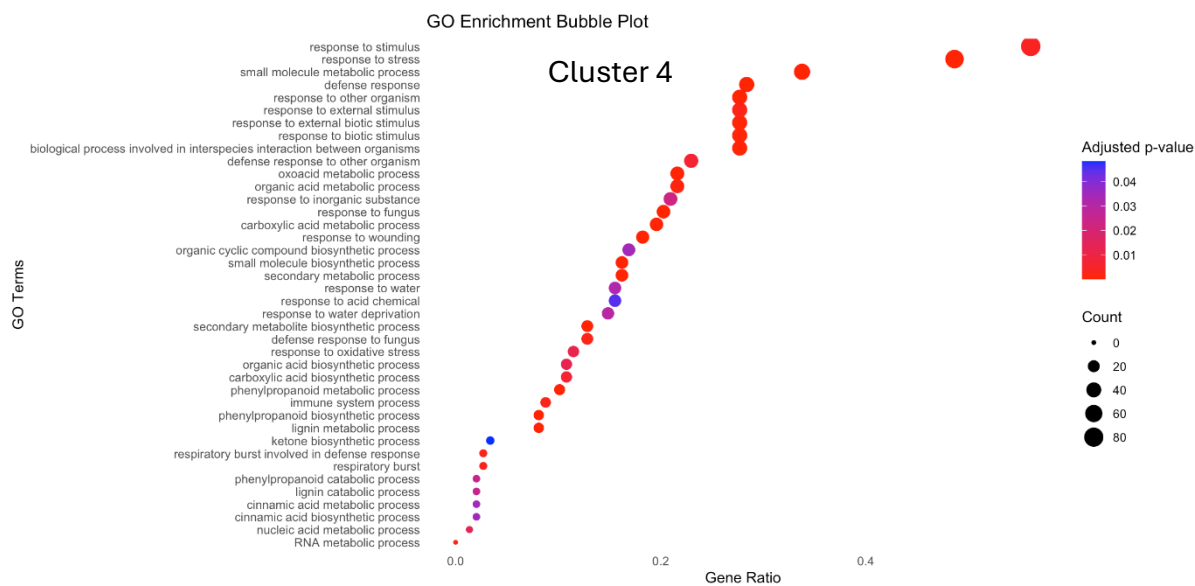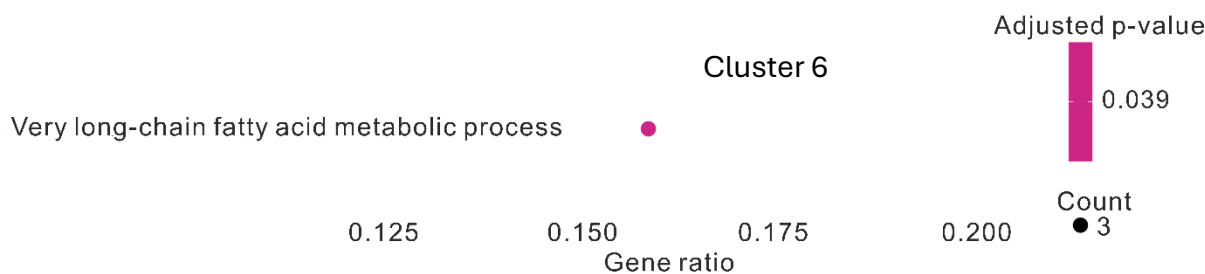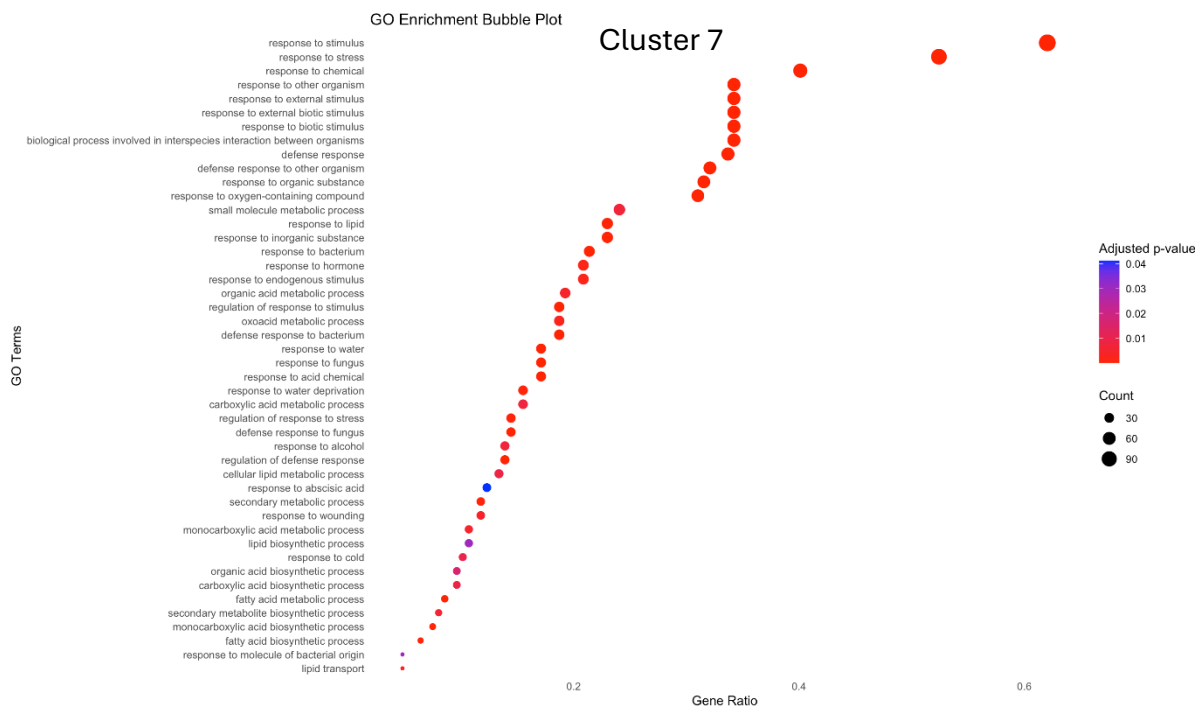

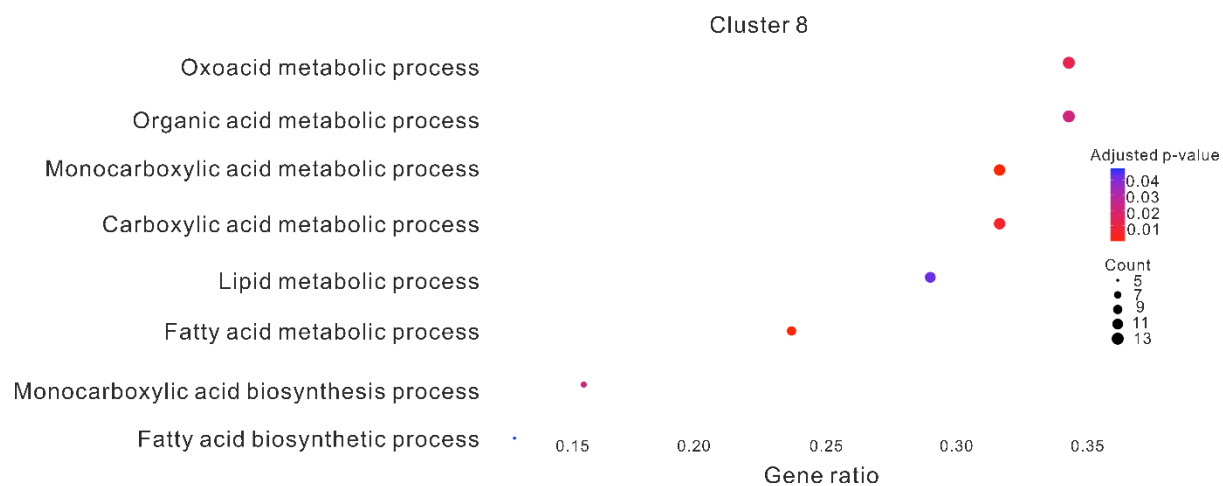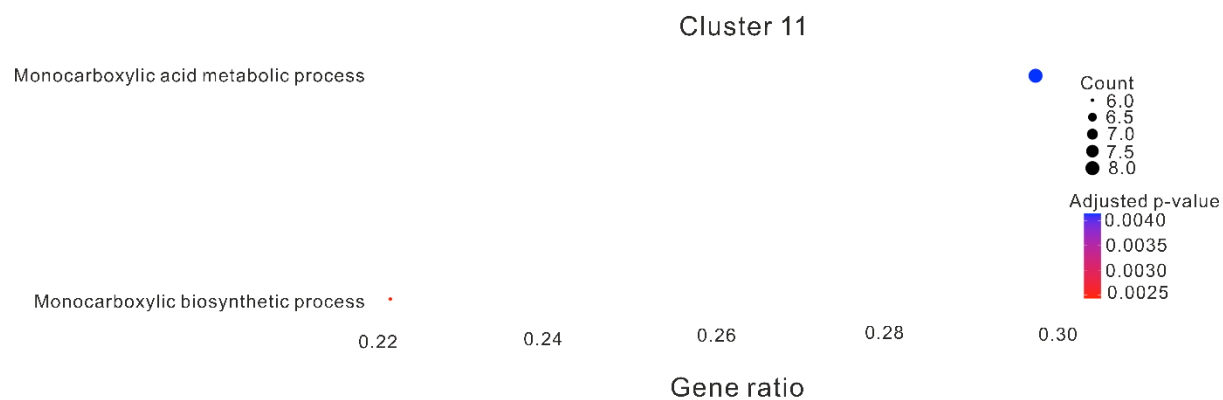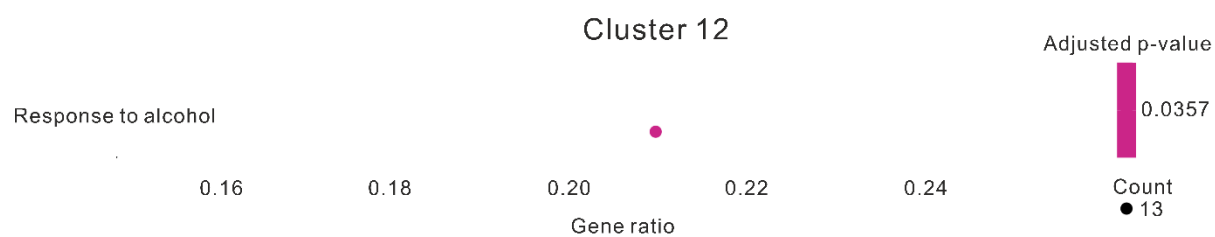

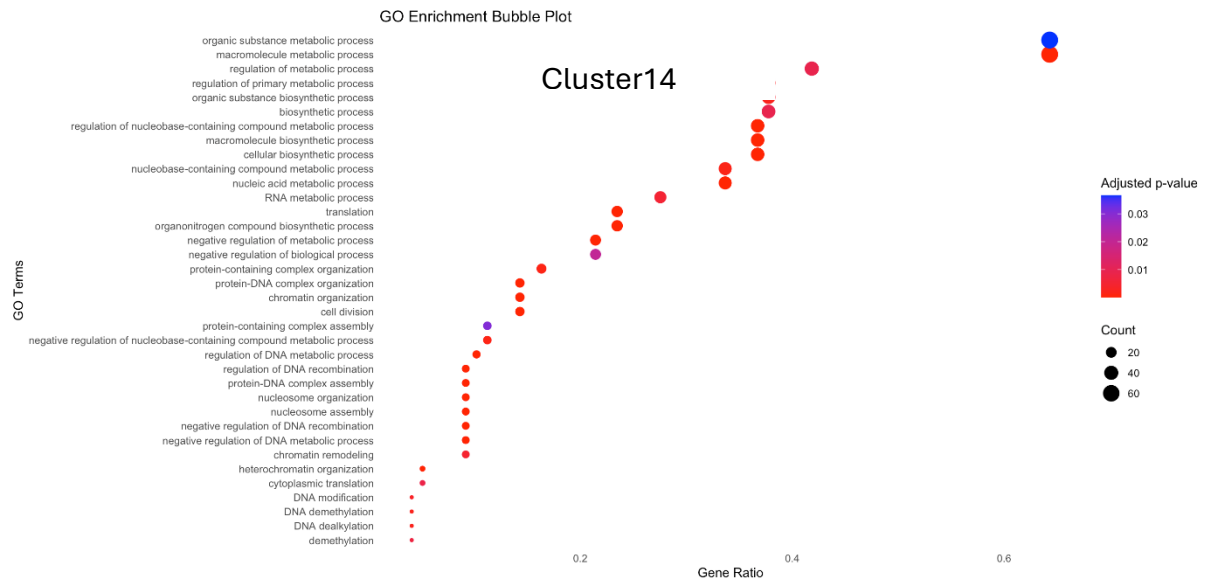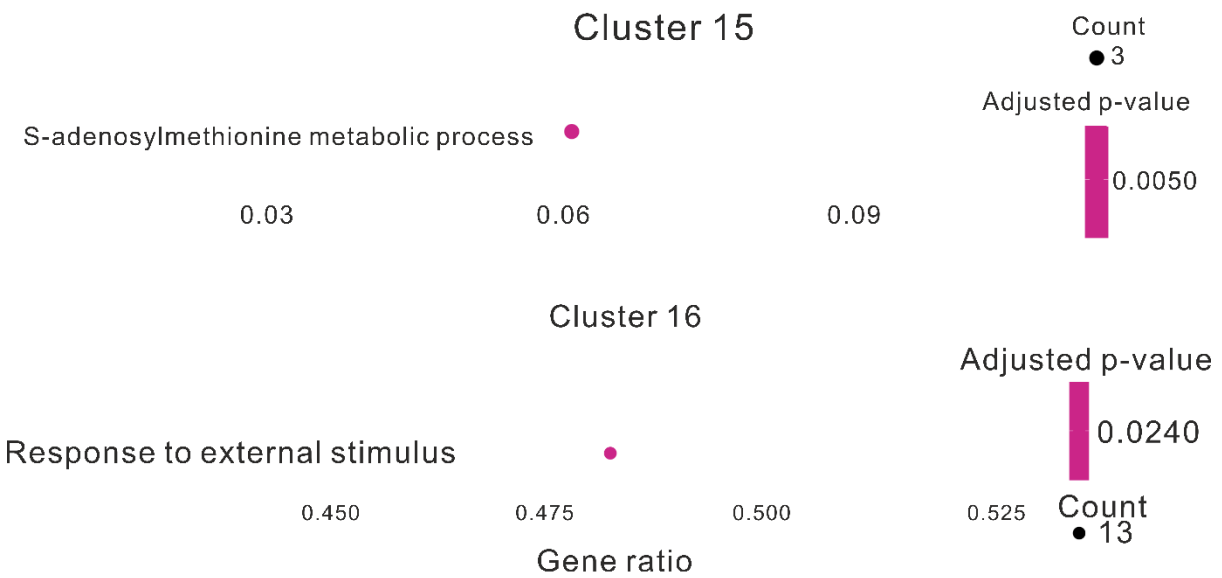

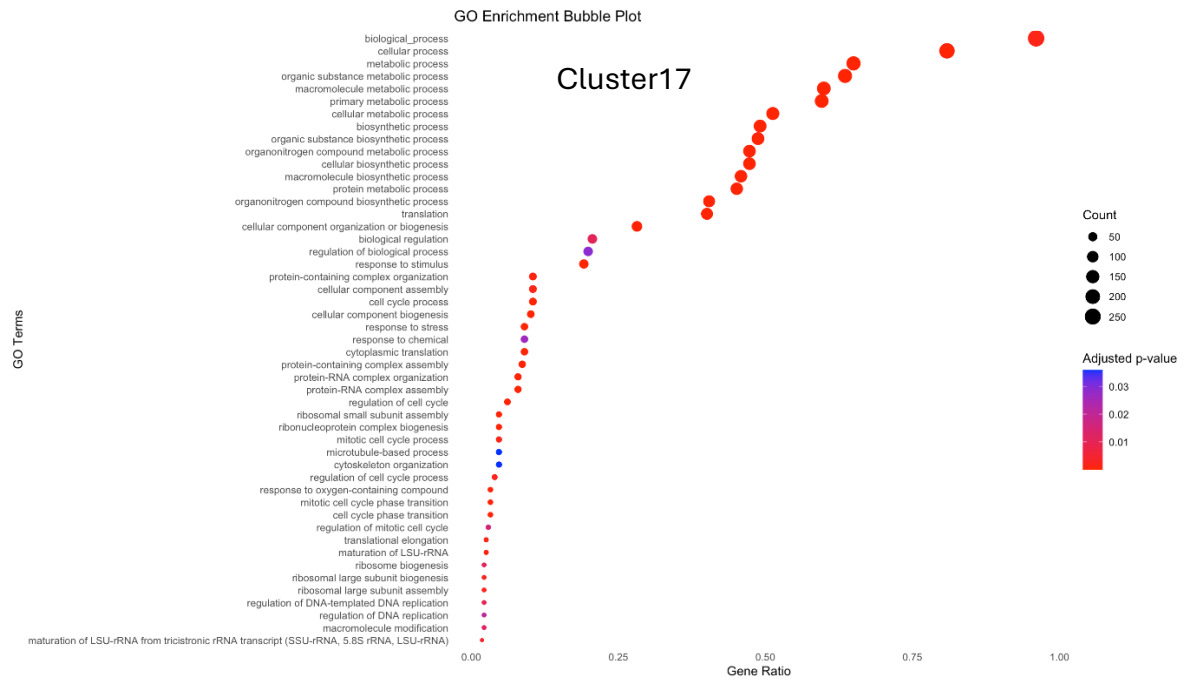

**Fig. S12** Significantly enriched Gene Ontology (GO) terms identified for each cluster. These annotations highlight the predominant biological processes associated with the gene expression profiles of each cluster.

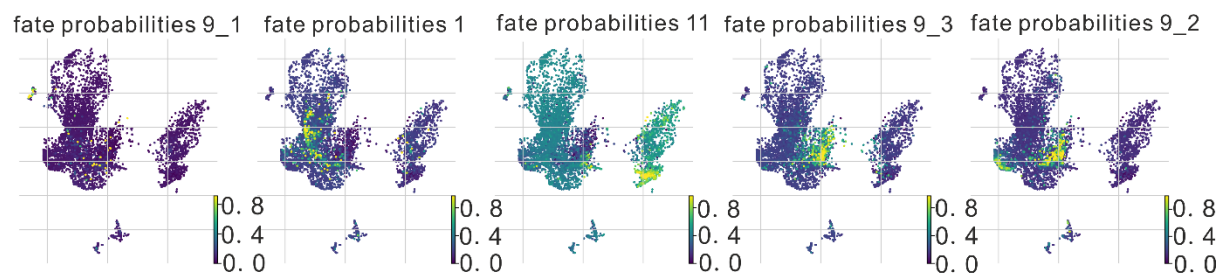

**Fig. S13** Inferred fate probability of sample EU620 following dpt pseudotime trajectory.

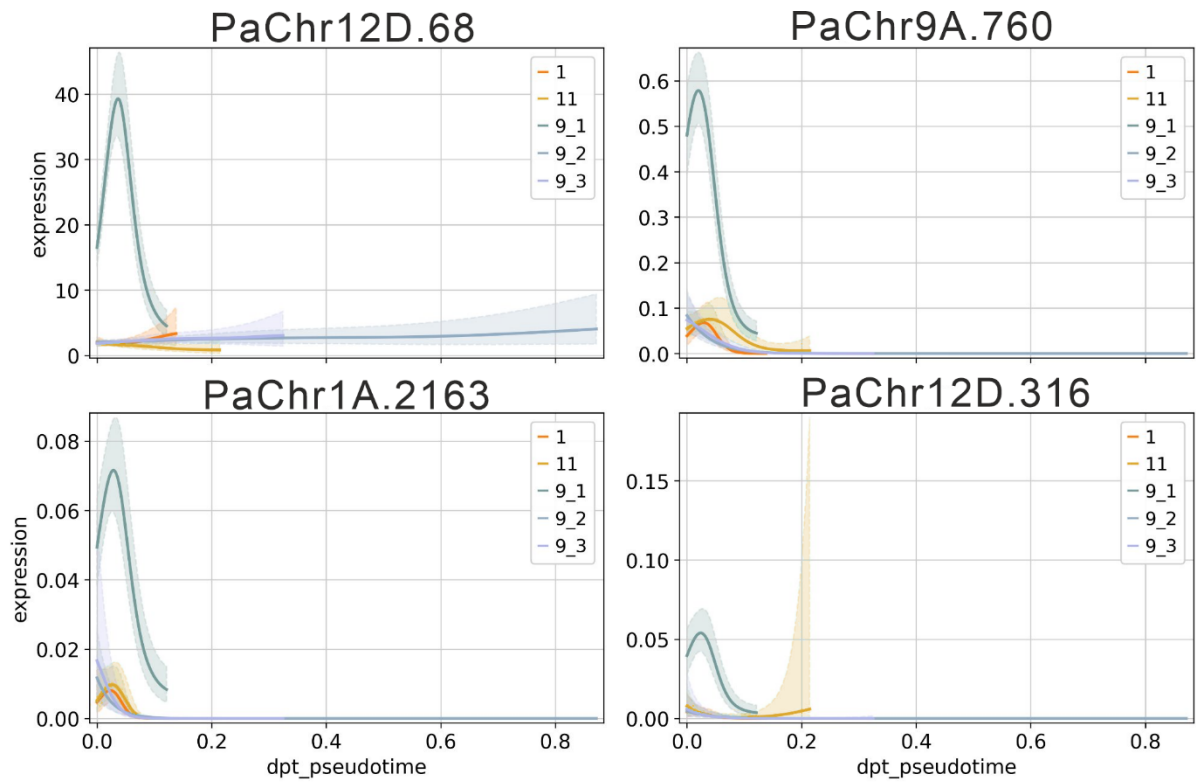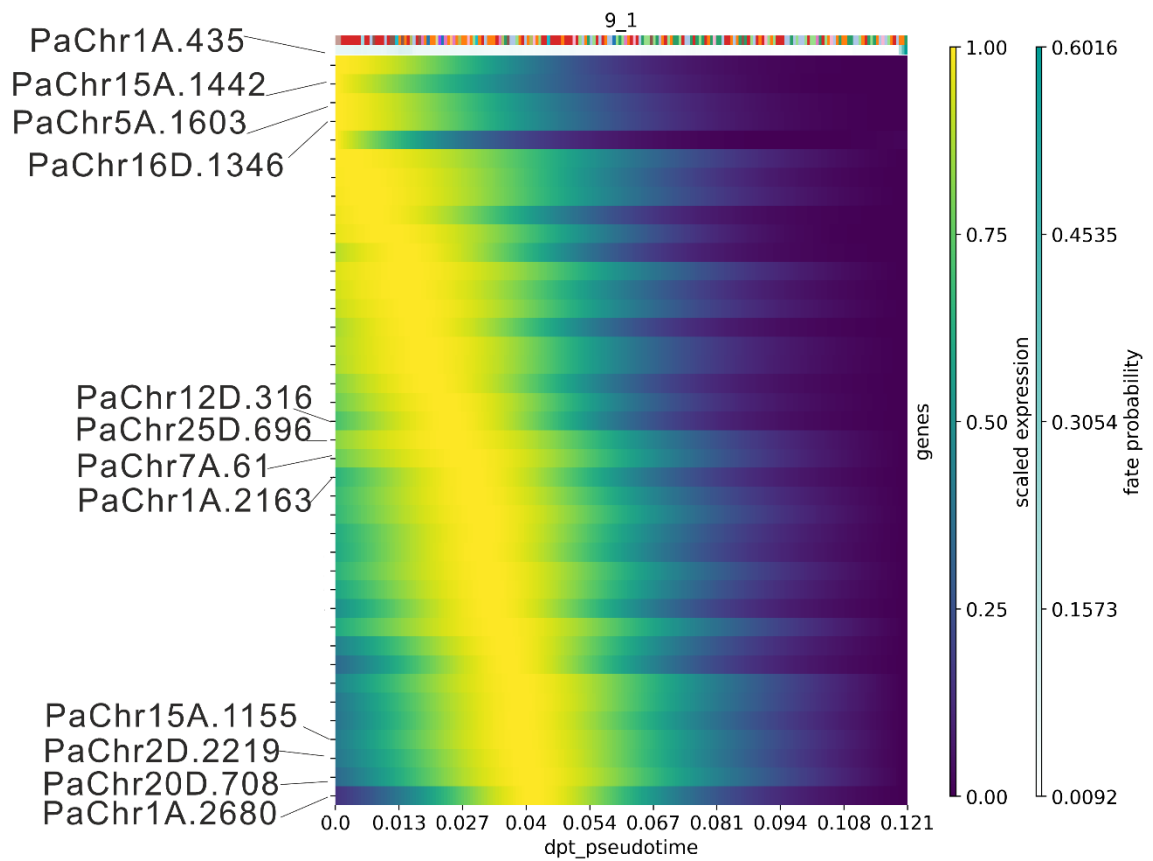

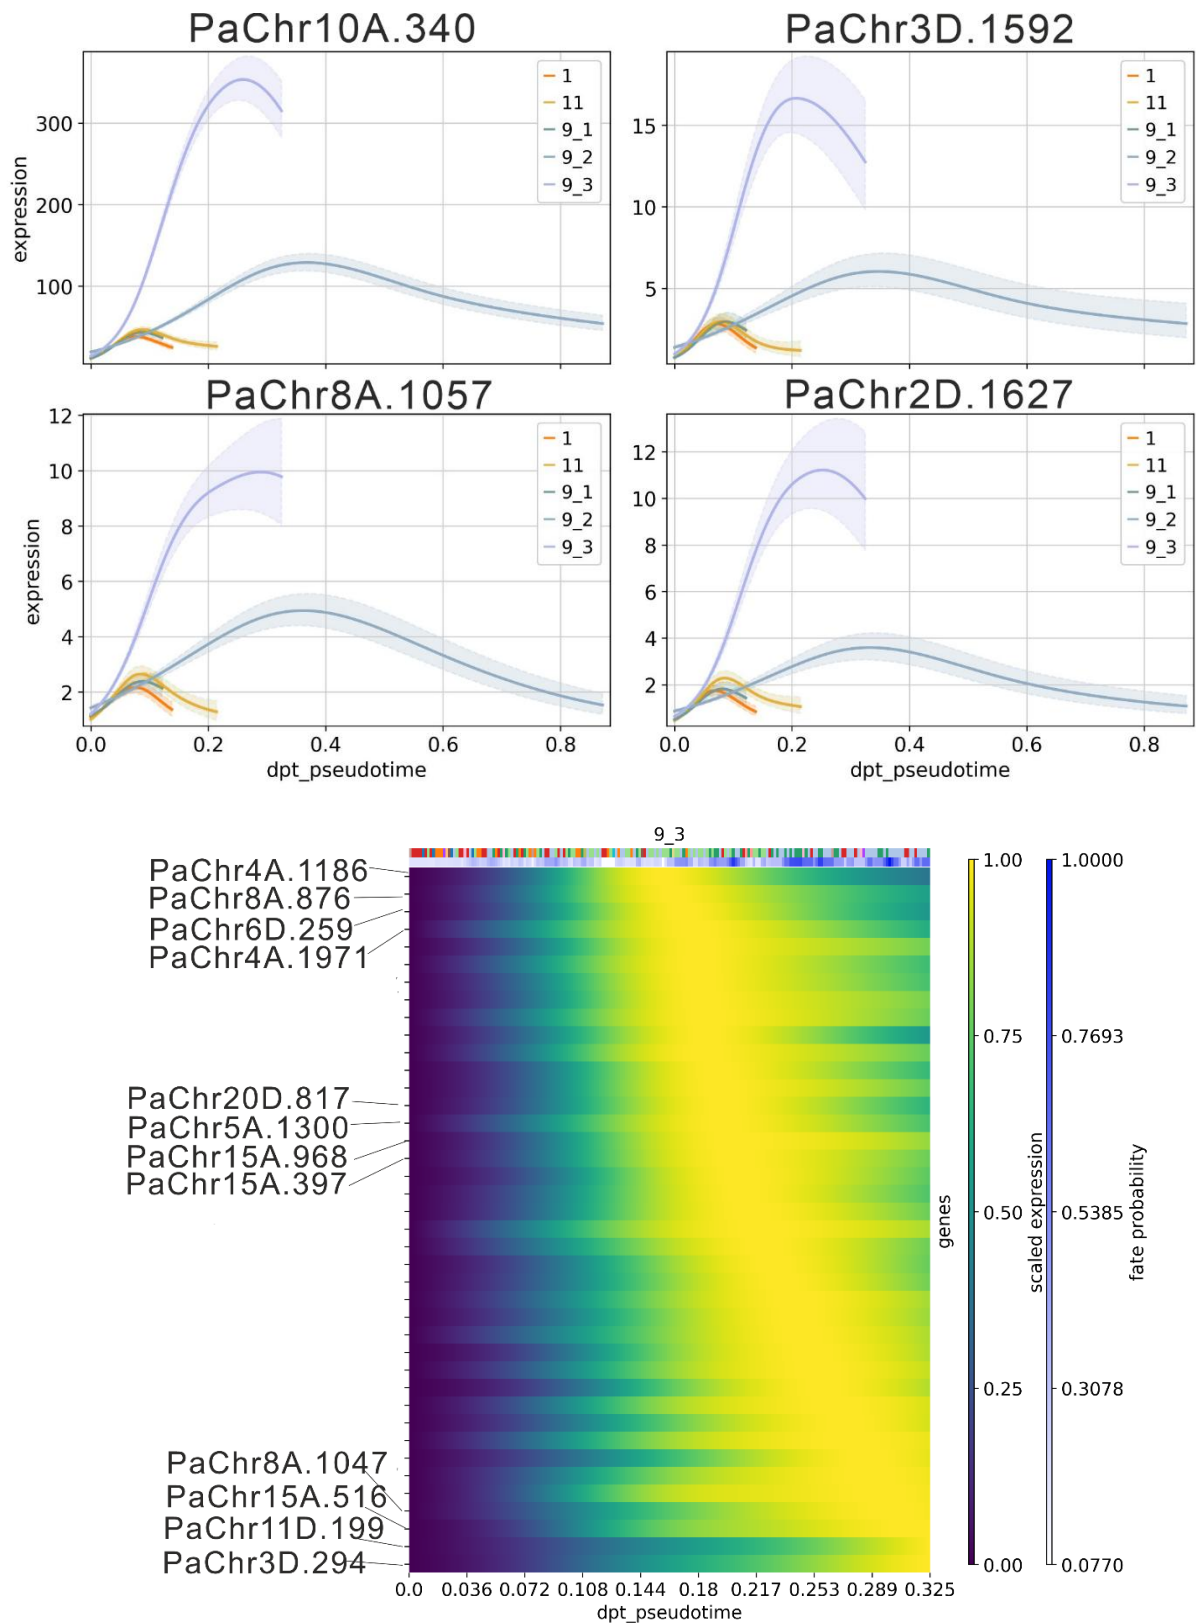

**Fig. S14** Driver genes and gene expression levels across different states of Cluster 9 along the pseudotime trajectory. Panel a,b shows cell state 1, 3 respectively.

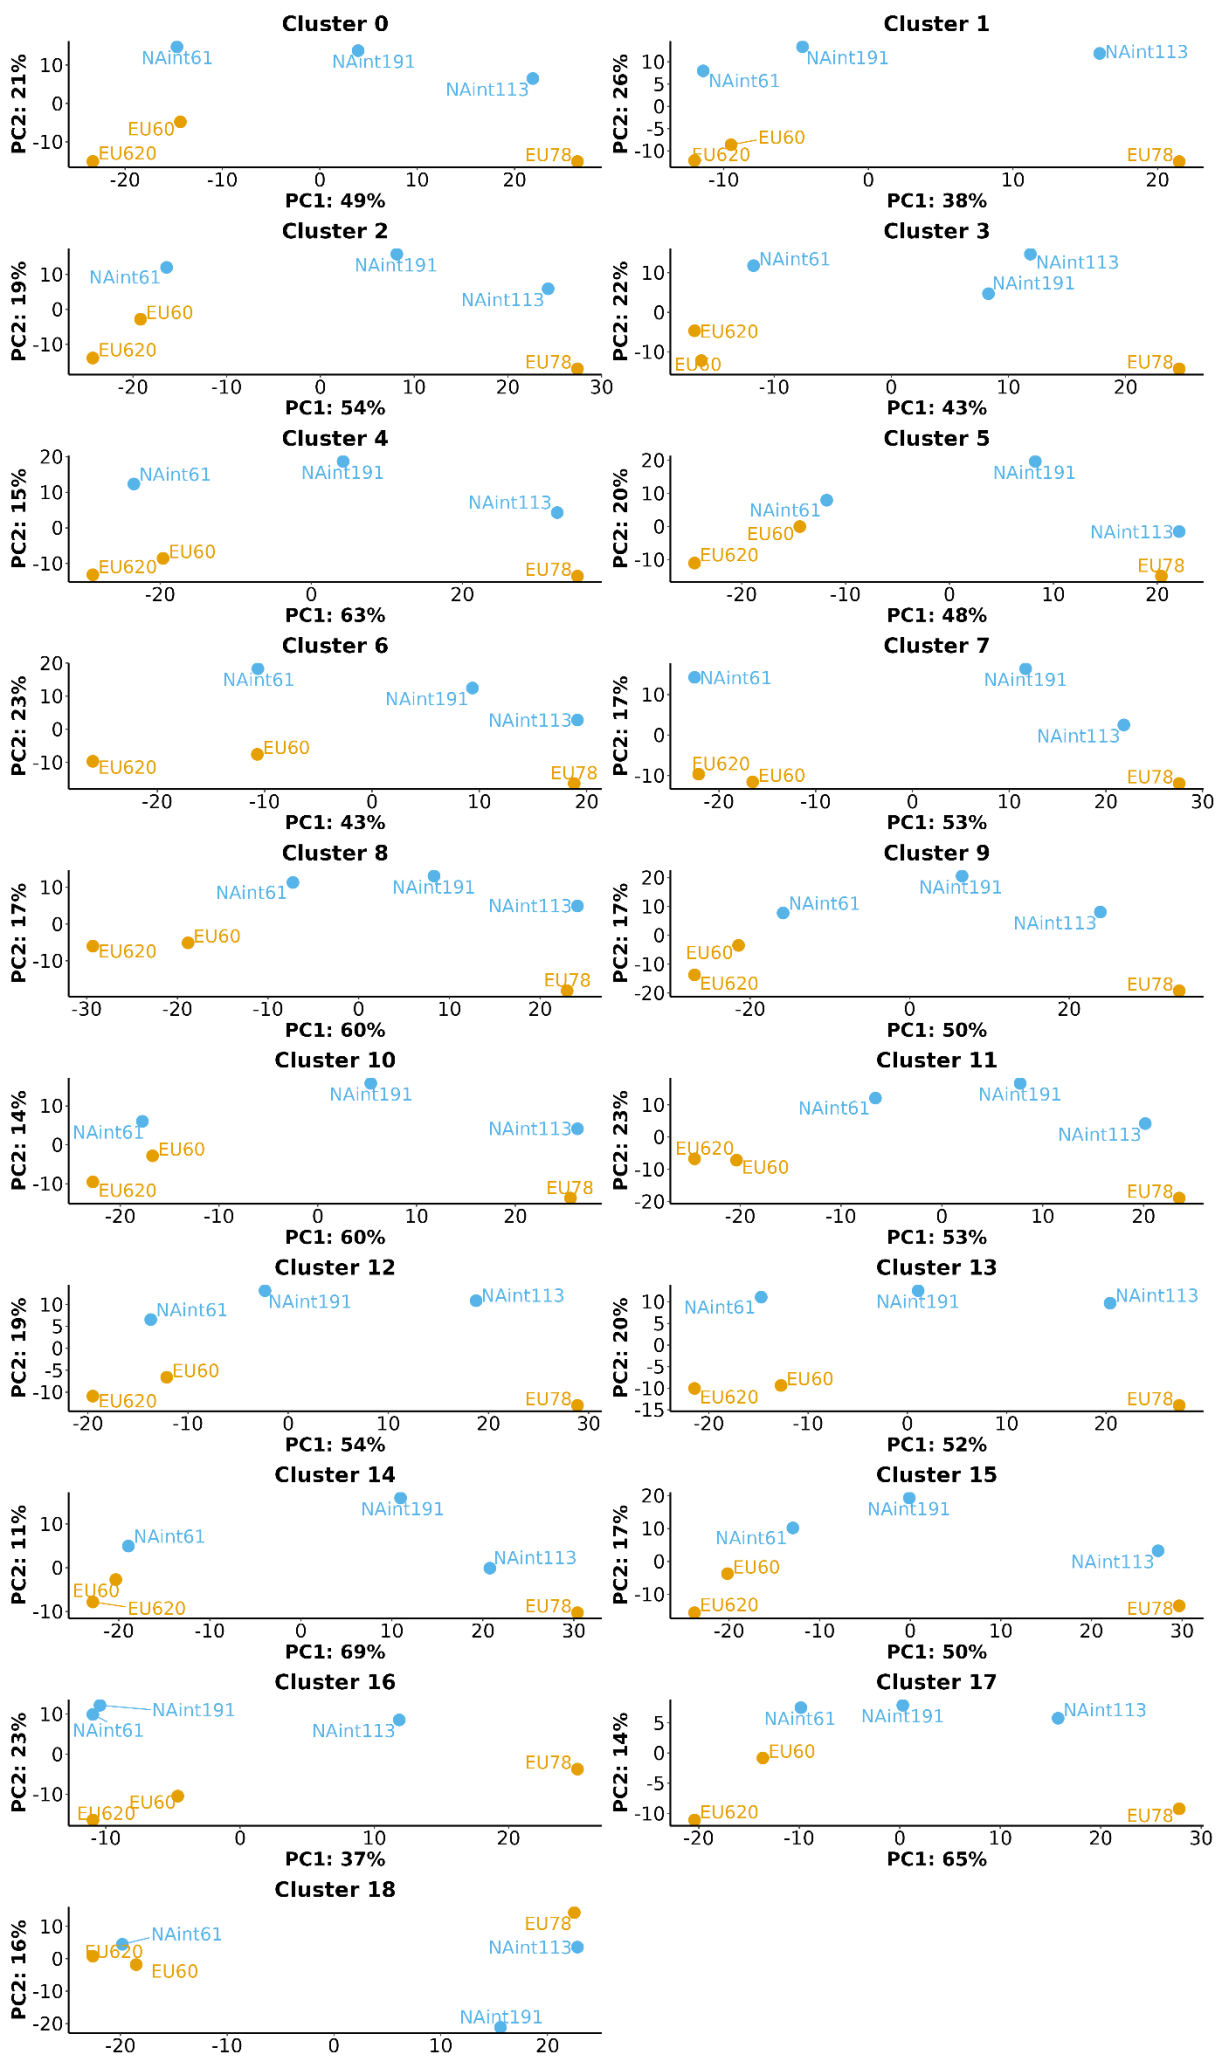

**Fig. S15** Principal component analysis (PCA) of pseudobulk expression profiles for each cluster (A) in the single-cell dataset. PCA normalization accounted for the experimental variable ‘group’ and the covariate ‘mean reads per cell’. In each cluster, invasive and ancestral European populations were separated along PC2, while PC1 captured a large proportion of gene expression variability within populations.

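In the rebuilt clusters, PC1 carried between 31.0% and 74.7% of the variance, with a median of 55.0%, and PC2 a median of 18.5%. PC2 separated the European from the invasive samples in 23 of 29 clusters, and PC1 in none. Over the clusters, the difference between populations carried a median of 19.0% of the total variance, between 10.7% and 29.1%. PC1 separated the samples of batch 1 from those of batches 2 and 3 in 28 of the 29 clusters, a division that carried a median of 48.8% of the variance. The components were computed without the normalization for population and mean reads per cell that the paper names for its figure.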

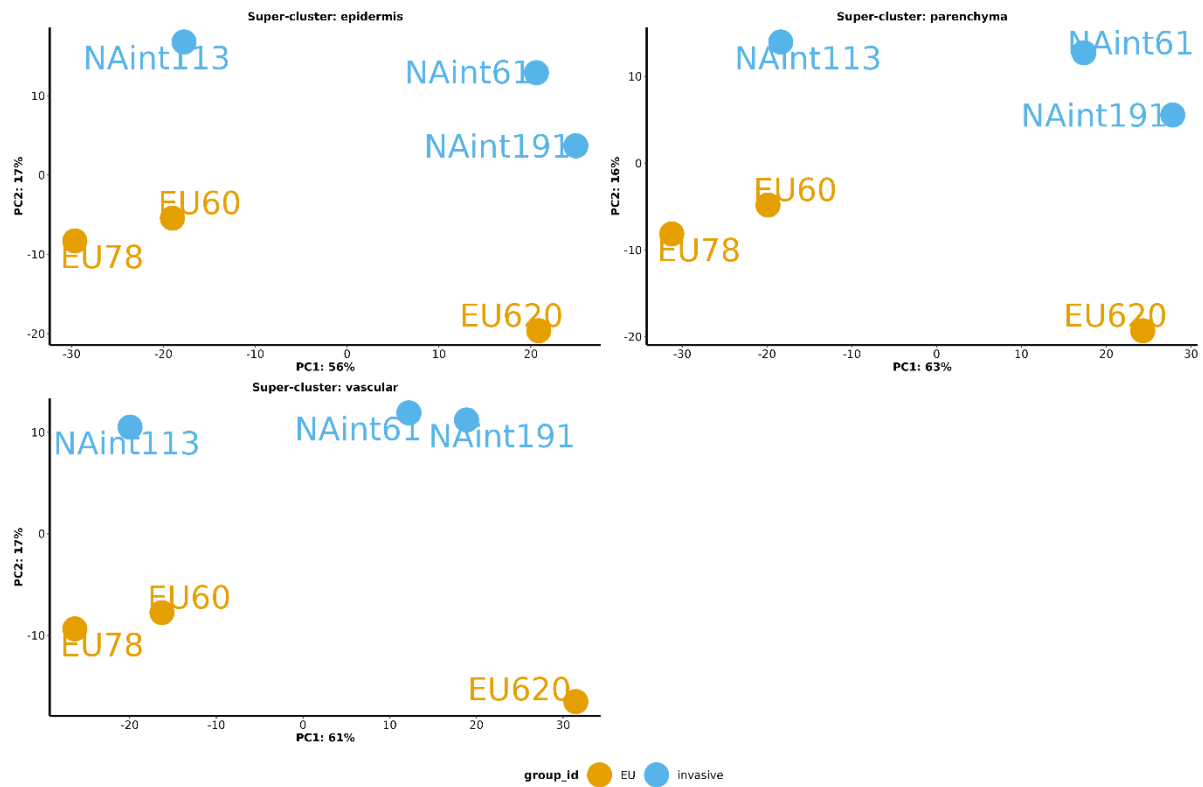

**Fig. S16** Principal component analysis (PCA) of pseudobulk expression profiles for each supercluster in the single-cell dataset. PCA normalization accounted for the experimental variable ‘group’ and the covariate ‘mean reads per cell’.

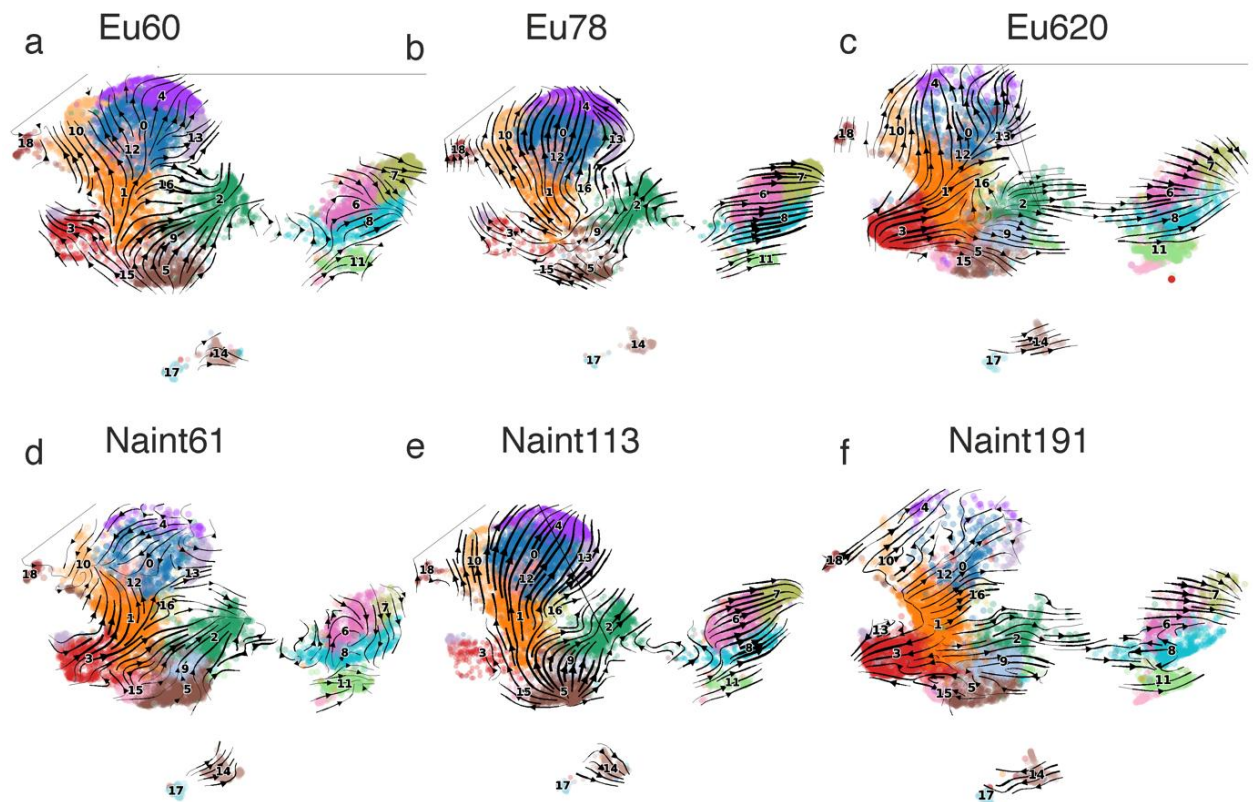

**Fig. S17** RNA velocity analysis for each sample, depicting transient transcriptional dynamics within the shoot system. Arrows represent the inferred direction and magnitude of RNA flow, indicating the potential future states of individual cells and highlighting developmental trajectories across distinct tissue types.

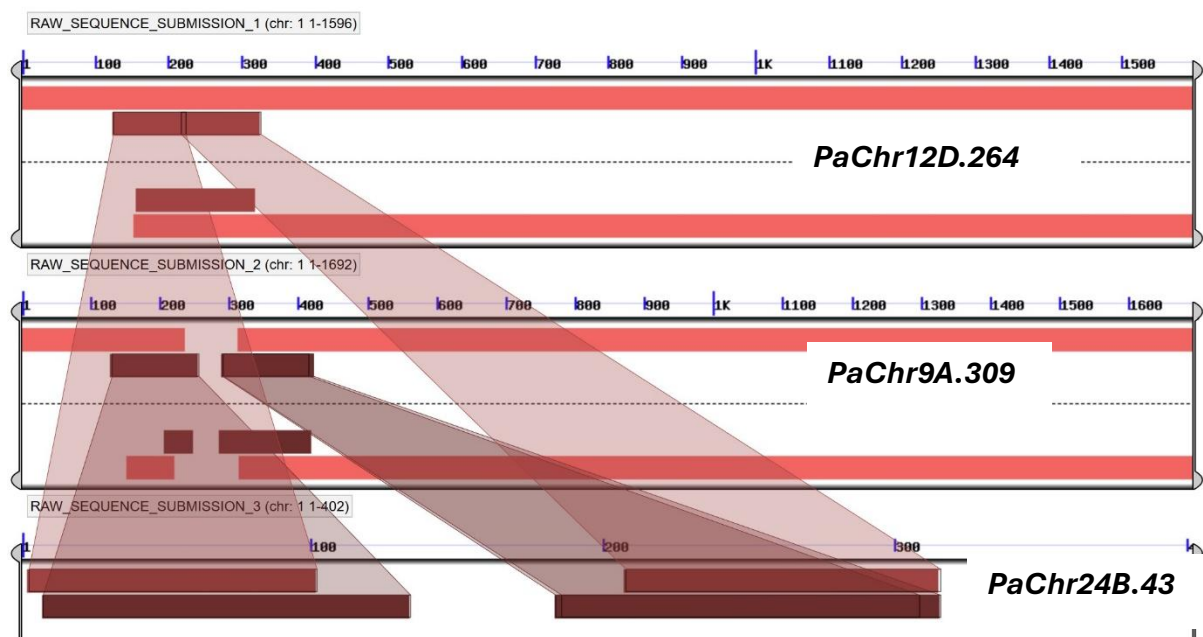

**Fig. S18 Alignment comparison of B chromosome gene *PaChr24B.43* (third track) with *PaChr12D.264* (first track) and *PaChr9A.309* (second track). Analysis was performed using CoGe.**

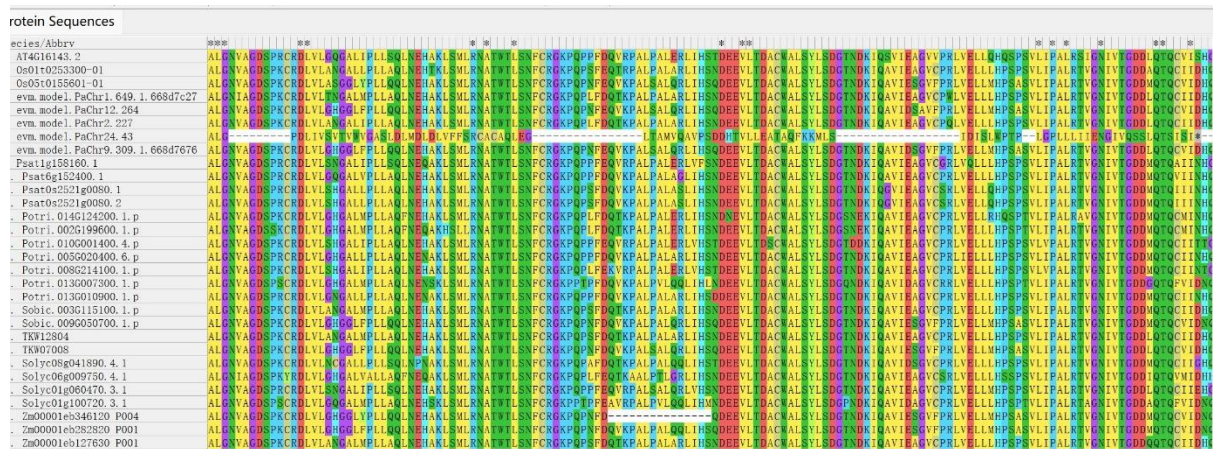

**Fig. S19 Protein sequence alignment of the *P. australis* B chromosome gene *PaChr24B.43* with its homologs.** The conserved regions are characterized by a high rate of sequence divergence from other closely related species.

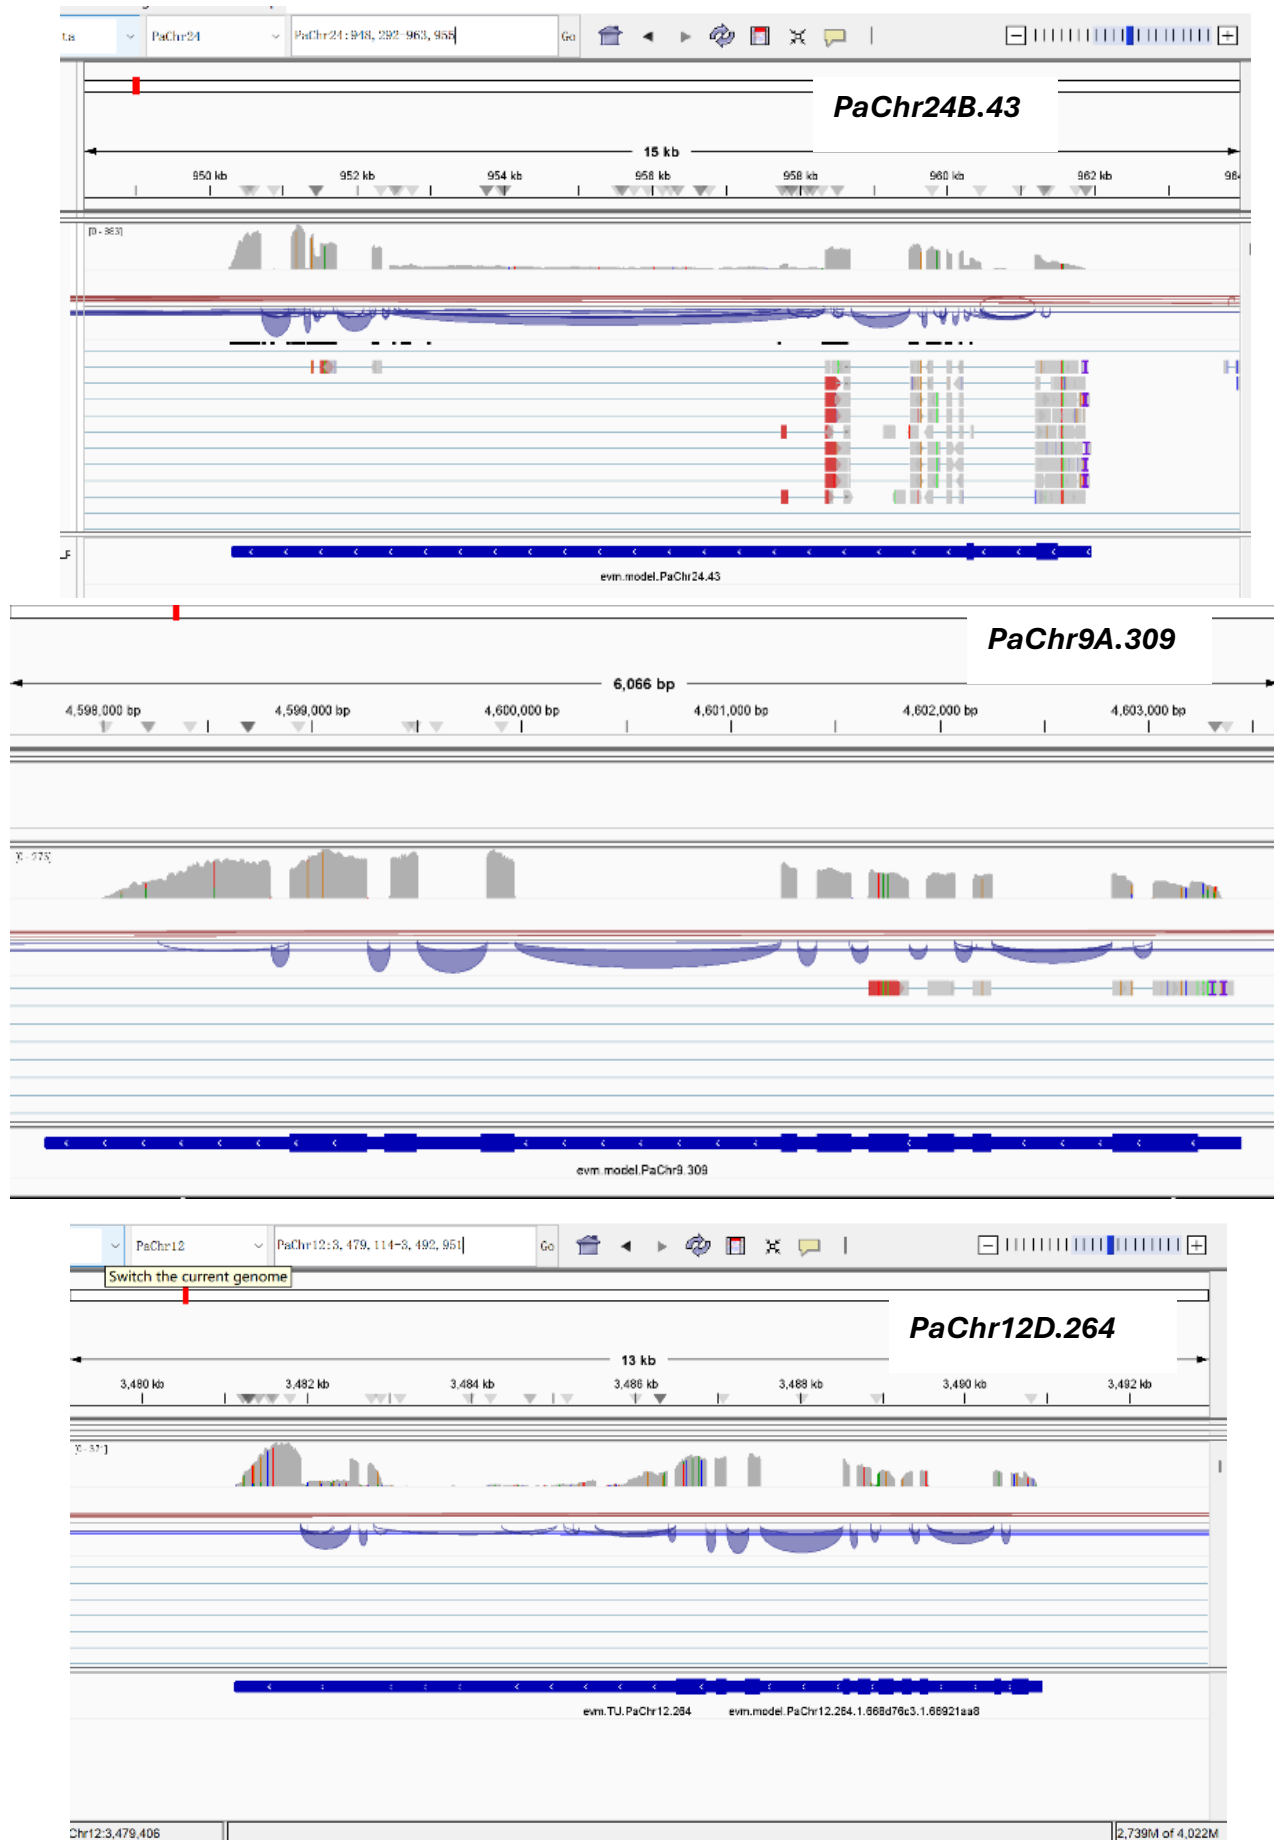

**Fig. S20. IGV visualization illustrates the homologous gene structure of *PaChr24B.43*, *PaChr9A.309* and *PaChr12D.264*. The grep track displays bulk RNA-seq data from an invasive North American individual, mapped to this B chromosome gene.**

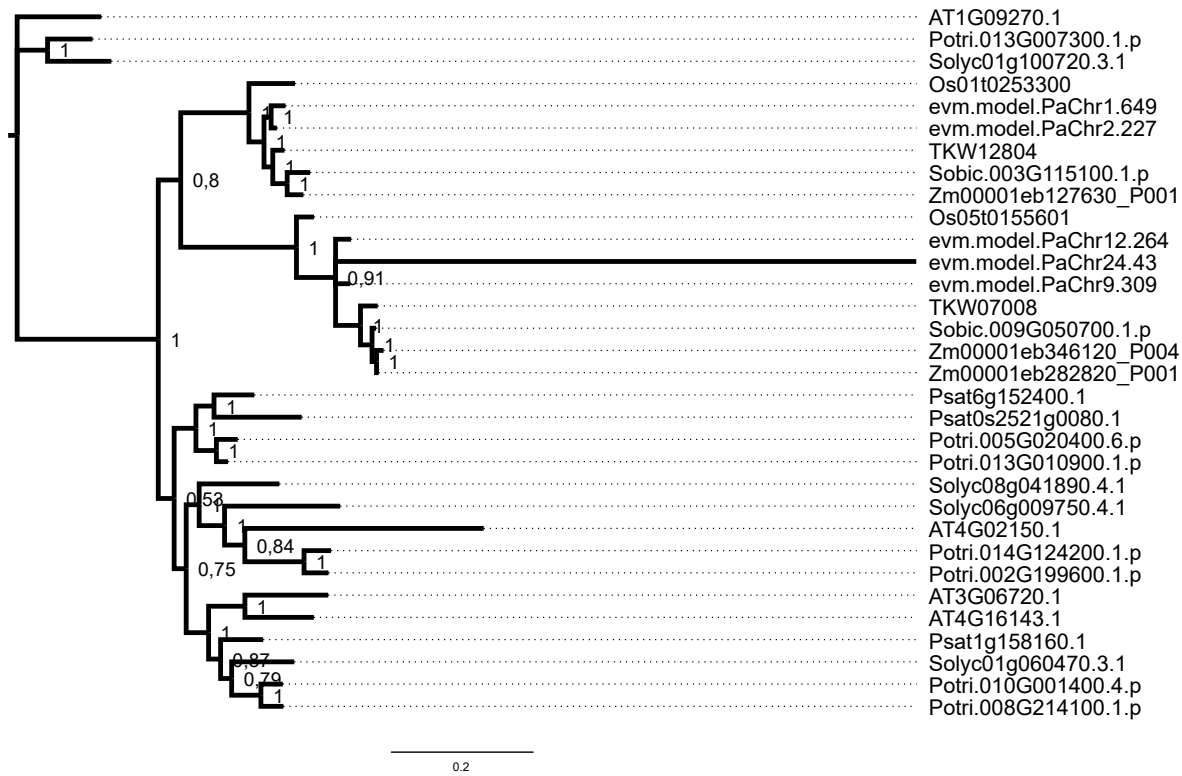

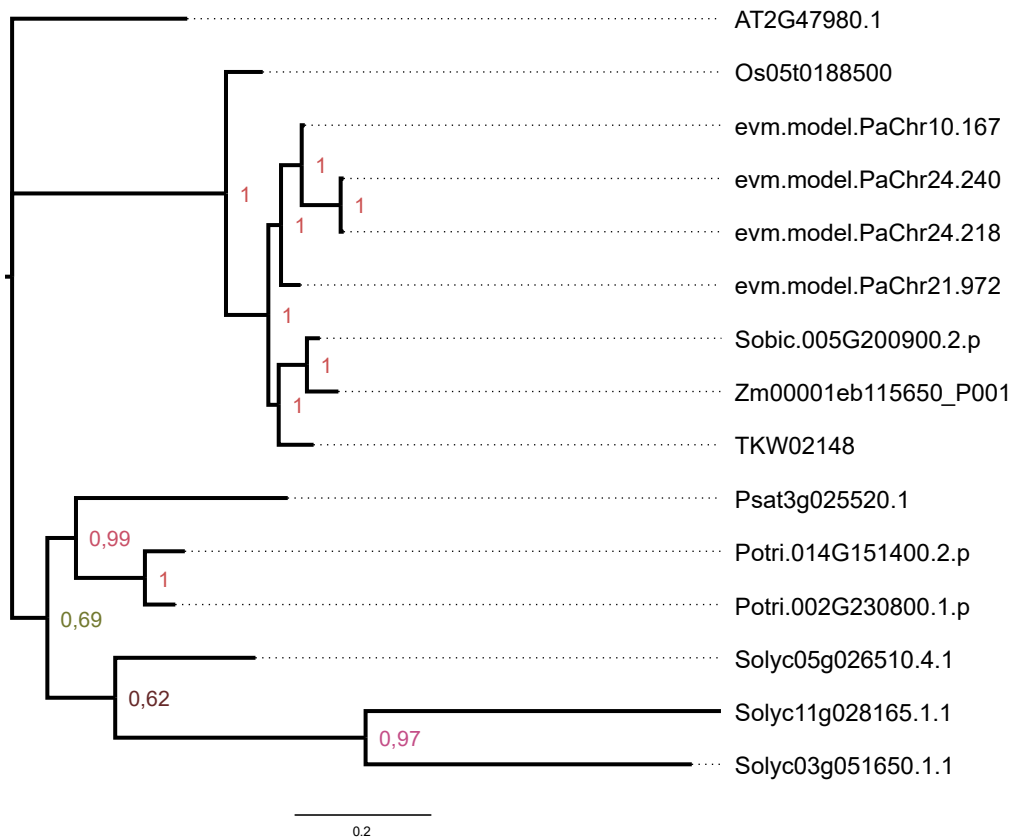

**Fig. S21 Phylogeny of three genes (*PaChr24B.43*, *PaChr24B.240*, *PaChrB.218*) from the B chromosome, illustrating the origin of B chromosome genes.**

# Supplementary material for: Single-cell and spatial transcriptomics in Phragmites australis reveal the association of B chromosomes with plant invasiveness
**Source:** Genome Biol. 2026 Apr 22;27:184. doi: 10.1186/s13059-026-04079-x
**Supplement:** Supplementary file 3 — Additional file 3: Supplementary Note 1. An additional analysis was conducted by regressing out the outliers within each genetic group and retaining only two samples per group, illustrating potential differences in photosynthesis between invasive and native populations.

## Supplementary Note 1

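Without EU620 and NAint113, the comparison is of NAint61 and NAint191, from batches 3 and 2, with EU60 and EU78, both from batch 1, so that population and batch cannot be told apart among these 4 samples. In the whole-shoot sums edgeR's quasi-likelihood test without a covariate called 4 DEGs at an absolute log2 fold change over 1, with 3819 higher and 3446 lower genes at an unadjusted p under 0.05. DESeq2 called 1316 upregulated and 1027 downregulated DEGs at an absolute log2 fold change over 2, a fit added after the data had been seen.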

Concerning the high within group variability, we tentatively excluded outlier samples (EU620 and Naint113) and retained the two most consistent replicates from each population for further hypothesis exploration. Among these, with an adjusted p-value cutoff of 0.05 and  $|\text{Log}_2\text{FC}| > 2$ , the vascular tissue exhibited the highest number of DEGs, with 749 genes upregulated and 728 genes downregulated in the invasive individuals. 

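Between these 4 samples in the rebuilt vascular tissue, edgeR's quasi-likelihood test called 0 DEGs, with 3674 higher and 2584 lower genes at an unadjusted p under 0.05. DESeq2 called 1586 upregulated and 690 downregulated DEGs at an absolute log2 fold change over 2, the largest total of the 5 tissues. The mix of cell types in this tissue also differed. Xylem made up 900 of 1519 vascular cells in NAint191 and 370 of 1123 in NAint61. In EU60 it made up 283 of 2399 and in EU78 102 of 2765. Differences in mix and in expression within a cell type are therefore not told apart in these counts. Across genes of this tissue, the log2 differences of the 2 against 2 samples had a Pearson's r of -0.594 with those of NAint113 minus EU620.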

In the epidermis, 671 genes were upregulated and 697 were downregulated. 

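With the same 4 samples, edgeR called 0 DEGs in the rebuilt epidermis, with 3419 higher and 3055 lower genes at an unadjusted p under 0.05, and DESeq2 called 2151 DEGs at an absolute log2 fold change over 2, 895 of them downregulated. Of the 1221 upregulated DEGs by DESeq2 outside the B chromosome, 94 or 7.70% were also higher in NAint113 than in EU620, and of 35 on the B chromosome 33 were.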

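In the rebuilt parenchyma of the 4 samples, edgeR called 0 DEGs, with 1844 higher and 1893 lower genes at an unadjusted p under 0.05. DESeq2 called 330 upregulated and 315 downregulated DEGs at an absolute log2 fold change over 2, the smallest total of the 5 tissues.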

The parenchyma displayed fewer DEGs, with 283 genes upregulated and 373 downregulated. 

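Counted over the 5 rebuilt tissues at an absolute log2 fold change over 2, DESeq2 without EU620 and NAint113 called 125 genes higher in the invasive samples in every tissue and 107 lower in every tissue, while edgeR's quasi-likelihood test gave 0 in either direction, as it called no gene in any tissue despite 1844 or more higher genes per tissue at an unadjusted p under 0.05.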

Across all five tissue types, 45 genes were commonly upregulated in the invasive individuals. These genes were significantly enriched for GO terms related to photosynthetic light harvesting and the regulation of precursor metabolite and energy generation. In contrast, 27 genes were consistently downregulated across all tissues, but no significant GO term enrichment was identified for this group. For the meristematic cell cluster, among the 442 DEGs, 279 genes were upregulated in the invasive lineage, while 163 genes were downregulated. 

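The meristematic cells of these 4 samples gave 0 DEGs by edgeR's quasi-likelihood test, with 2501 higher and 2325 lower genes at an unadjusted p under 0.05, and 492 upregulated and 494 downregulated DEGs by DESeq2 at an absolute log2 fold change over 2. The left-out pair pointed the other way for most of them, as 34 of the 475 upregulated DEGs outside the B chromosome were higher in NAint113 than in EU620, against 16 of 17 on the B chromosome.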

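In the meristem, the 21 photosystem genes of Table S1 had a median log2 difference of 3.87 between the 2 invasive and 2 European samples kept, and all 21 were higher. For the pair left out, NAint113 minus EU620, the median was -3.90 and none was higher. With all 6 samples and mean reads per cell as the covariate, the median log2 fold change in the meristem was 2.66, with 0 of the genes called by edgeR, 15 at an unadjusted p under 0.05 and 12 when adjusted over the list alone. Without a covariate the median was -0.34.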

The upregulated genes were primarily enriched in processes related to light harvesting in photosynthesis, translation, chlorophyll biosynthesis, response to abiotic stimuli (including radiation, cold, high and low light intensity), photosynthetic electron transport chain, plastid translation, granum assembly, and membrane bending. On the other

hand, the downregulated genes were enriched in processes related to stress response, defense response, and lipid transport.

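Outside the meristem, the median log2 difference of the 21 photosystem genes between the 2 invasive and 2 European samples kept was 3.69 in the epidermis, 2.71 in the vascular tissue, 3.28 in the parenchyma and 2.81 in the mesophyll, with all 21 higher in each. For NAint113 minus EU620 it was -4.05, -5.04, -4.41 and -3.52 in the same order, with none higher. With all 6 samples, limma's fry gave an adjusted p = 0.344 in the vascular tissue and of 0.301 in each other tissue, the meristem included. EdgeR called 0 of the 21 genes in each of these tissues over all genes tested, with 15, 6, 14 and 14 at an unadjusted p under 0.05 and 15, 0, 11 and 14 adjusted over the list alone, for epidermis, vascular tissue, parenchyma and mesophyll. Because the study took the list from these samples, these counts are not independent evidence. Samples of batch 2, EU620 and NAint191, had the highest levels in the whole shoot.

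**Figure D4:**
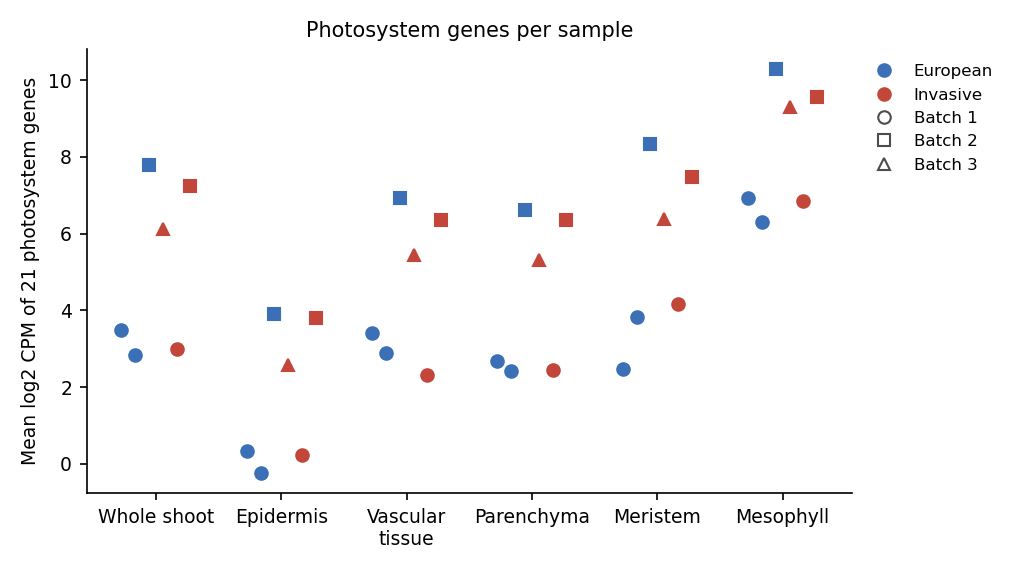
Mean log2 CPM of the 21 photosystem genes in each sample, for the whole shoot and the 5 tissues; 1 point is 1 sample. In the whole shoot EU620 and NAint191 lie highest, NAint61 between, and EU60, EU78 and NAint113 lowest.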

Excluding mesophyll cells which showed the fewest DEGs between groups, a total of 102 genes were commonly upregulated across the remaining four tissues, enriched in the light reaction of photosynthesis, including processes such as response to light stimulus, light harvesting in photosystem I and II, photosystem II assembly and stabilization, and the photosynthetic electron transport chain. Ninety-four genes were downregulated, with enrichment observed in respiratory burst involved in the defense response. The largest number of shared DEGs were detected between the epidermis and vascular systems, with 344 upregulated genes enriched in processes related to photosynthesis, stress responses (including hypoxia, low light intensity, heat, and cold), and brassinosteroid and glucosinolate metabolic processes. Specifically, the invasive population upregulated 36 genes in response to hypoxia, 31 genes in response to heat, 26 genes in response to cold, and 20 genes in response to light intensity. Additionally, 385 downregulated genes were enriched in immune system processes, including defense responses to bacteria and fungi, respiratory burst in defense, response to wounding, and various hormonal responses (abscisic acid, salicylic acid), as well as processes related to leaf senescence.

The upregulated genes exclusively in epidermis was enriched in

processes related to response to brassinosteroids, fatty acids, jasmonic acid, oxidative stress, and endogenous stimuli. Biosynthetic processes such as flavonoid biosynthesis and monocarboxylic acid biosynthesis, as well as metabolic processes like xyloglucan metabolism, carboxylic acid metabolism, and olefinic compound metabolism, were also uniquely enriched in the epidermis. In contrast, the vascular tissue exhibited specific enrichment in response to mannose, response to hydrogen peroxide, cellular response to sulfur starvation, and cellular response to chemical stimulus.

One gene, *SCC3*, located on the B chromosome, was consistently upregulated across all three clusters. 

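With all 6 samples, the SCC3 homologue PaChr24B.240 was at 126 ± 20.2 CPM in the invasive samples in the meristem (mean ± SD, n = 3), with 0 UMIs in each European sample. In the epidermis it was at 0.114 ± 0.0997 and 74.5 ± 20.5 CPM in the European and invasive samples (mean ± SD, n = 3 each), a log2 fold change of 9.51 (standard error 0.96, adjusted p = 0.120 from edgeR's quasi-likelihood test and 6.04e-33 from DESeq2, each with Benjamini-Hochberg adjustment). In the vascular tissue the log2 fold change was 10.55 (standard error 0.82, adjusted p = 0.0963 by edgeR and 1.23e-28 by DESeq2). In these tissues every invasive sample was above every European sample.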

In cluster 14, most of the upregulated DEGs are primarily involved in photosystem functioning (*PSAG*, *PSAH2*, *PSAN*, *PSBP1*, *LHCB6*, *PSBW*, *LHCB4.2*, *PSBQA*, *LHB1B2*), chloroplast accumulation (*CPN60A*), chloroplast protein translation (*PRPL34*), and plant hormone response (*XTH24*, *PYL11*). 

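In the rebuilt meristem, PSAG was at 7.08, 9.15 and 584 CPM in EU60, EU78 and EU620 and at 95.9, 9.90 and 203 in NAint61, NAint113 and NAint191. LHB1B2 was at 5.25, 5.41 and 1251 in the European samples and at 149, 10.2 and 461 in the invasive samples, in the same order. PSBW gave 1.60, 4.99 and 445 against 92.7, 9.37 and 172, PSAN 1.60, 8.32 and 150 against 70.9, 8.03 and 103, and LHCB4.2 4.57, 9.98 and 427 against 105, 10.4 and 195 CPM. For each of these genes EU620, which the 2 against 2 comparison leaves out, had the highest level of all 6 samples. In the Supplementary Note the paper reasons from the 2 samples kept per population that photosynthesis genes are upregulated in the invasive individuals, and its discussion asks that this be read with caution.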

In cluster 11 (epidermal cell), the top upregulated genes are primarily involved in anthocyanin biosynthesis (*ANS*, *CHS*, *DFR*). In cluster 18, the upregulated genes encode proteins involved in environmental stimuli responses (*TCH4*, *SUS4*, *PYL11*).

How the deposited data were processed for this re-analysis (not part of the article)

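Single-cell RNA was measured in shoots of 6 common reed plants, 3 of the European and 3 of the North American invasive population, with 1 library per plant. Spatial RNA was measured in 1 section of a bud of NAint61, which has no replicate. The condition and replicate number of each sample were taken from the labels of the deposited samples and from Table 1 of the paper. The labels place EU60, EU78 and NAint113 in batch 1, EU620 and NAint191 in batch 2 and NAint61 in batch 3.

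The authors made the single-cell files with CellRanger on the published assembly ASM4037322v1 with slight modifications and gene models transferred by liftoff, and deposited raw counts of unique molecular identifiers (UMIs) per gene and cell, 1 matrix per sample. The authors deposited the spatial data as raw counts per gene in segmented cells, made with STAR, BSTMatrix and Cellpose. Neither set of counts was normalized, and the cell filters of the paper had not been applied to the single-cell matrices. Genes that are near-identical copies can share reads in both sets, so the levels of homologues are uncertain to that extent. Names of the genes in the files lack the letter of the subgenome and were matched by chromosome and number to those of the paper. No gene function table was used here. The reference gene table at hand is of another assembly, and none of its identifiers matched.

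The 6 matrices held 67194 cells. Cells with fewer than 500 genes were removed, as were cells with over 30% of UMIs on 77 features of unplaced scaffolds, which stood in for the chloroplast share because no gene is labelled as chloroplast or mitochondrial. The mitochondrial filter of the paper was not repeated. Doublets were scored with Scrublet as implemented in scanpy 1.11.5, at an expected rate of 0.08, and the percentage of doublets that Table 1 gives for each sample was removed from the top of the scores. This left 58021 cells. In every sample more cells were removed as doublets than Scrublet flagged at a fixed score threshold, and the shares removed were larger in the invasive samples. Per cell, depth was lower in the invasive samples, so numbers of genes and shares of cells with a UMI were also computed after thinning each cell to 2000 UMIs. Counting error is small in sums over a tissue and large for single cells and rare genes, for which the counts themselves are given. A share in segmented cells was not tested.

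Genes seen in at least 20 cells, 33307 in all, entered the embedding. The 3000 most variable genes by Pearson residuals, with an overdispersion of 100, gave 35 principal components. Samples were aligned with an implementation of Harmony in numpy 2.4.6, with a theta of 2, 100 clusters and at most 10 rounds, and cells were clustered with Seurat 5.3.0 on a graph of 20 neighbours at a resolution of 0.8, with 1.2 as an alternative. Clusters were named by the markers of Table S1. The names follow the markers that the paper found in these samples, and the clusters differ in number and content from those of the paper. The form of the Harmony penalty, the minimum score for a name and the omission of cell types with fewer than 3 markers were set after first outputs had been seen. Clusters with the names of a tissue in the paper were joined into epidermis, vascular tissue, parenchyma, meristem and mesophyll. Differences between samples in the mix of cell types within a tissue or the whole shoot were not adjusted for.

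Cells were not treated as replicates. UMI counts of the retained cells were summed per sample over the whole shoot, each tissue and each cluster with at least 10 cells in every sample. The main test was edgeR 4.0.16 in R 4.3.3, with TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment, mean reads per cell of Table 1 as the covariate, and genes with fewer than 10 counts in every sample left out. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change over 1 for the whole shoot and tissues, and over 2 for clusters. Adjusted p values of single genes in the text are from edgeR unless DESeq2 is named. The standard error given with a log2 fold change of edgeR is its absolute value divided by the square root of the F statistic. It is approximate and not an output of edgeR. DESeq2 1.42.0, with the Wald test and fold changes shrunken by apeglm 1.24.0, is the tool that the paper names and was run as an alternative. Fold changes before shrinkage were used for the numbers of clusters in which it called single B chromosome genes, for other splits of the samples and for simulated data. An adjusted p that DESeq2 leaves undefined was left so. Values given as CPM are counts scaled to the normalized library size of the sum. Sets of genes were tested with fry and camera of limma 3.58.1. Single values per sample were compared with two-sided exact permutation tests in scipy 1.17.1, for which 3 against 3 samples cannot give a p below 0.1. Shares of B chromosome genes among called genes were compared with Fisher's exact test over the genes tested. That test takes genes as independent, whereas genes of a chromosome may vary together, so its p does not measure variation between plants. Principal components of the sums used log2 CPM with a prior count of 2 of the 500 most variable genes. Tables were handled with pandas 2.3.3 in Python 3.11.15 and plots drawn with matplotlib 3.10.9.

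For the section, Moran's I was computed over the 6 nearest segmented cells, and markers were compared with 200 genes of similar count. Cells were also thinned to 300 counts for a comparison with the single cells.

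The tests were tested on simulated data with counts drawn for the real genes from the means and library sizes of the samples, in which 200 genes were changed by a log2 fold change of 2, or 3 for clusters. Genes were drawn independently, without an effect of batch or of the covariate. DESeq2 was run on them without shrinkage, unlike on the real counts. In the simulated whole shoot, run on 32373 genes with a dispersion of 0.05, edgeR recovered 198 of the 200 genes and DESeq2 195. In a second simulation of the whole shoot, on 32647 genes with the dispersion estimated from the 6 samples, edgeR recovered 0 with 0 false calls, and DESeq2 recovered 88 with 125 false calls. At estimated dispersion edgeR likewise recovered 0 genes in the epidermis, vascular tissue, parenchyma and meristem and 8 in the mesophyll. In simulated clusters, run on a median of 20421 genes, it recovered a median of 66% with 276 false calls over 29 clusters.

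The genes named in the text follow a rule fixed before the data were examined: every gene that the paper names for the single-cell data, the markers and driver genes of its figures, the genes that Table S9 lists for all 5 tissues, and in each comparison up to 5 genes in each direction with the largest log2 fold change among those past the threshold whose populations do not overlap. Genes named outside this rule are marked as chosen after their values were seen. Table S1 was the source of 2 lists, the cell type markers and the 21 photosystem genes, and the B chromosome genes formed a further list.

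Alternatives fixed before the data were examined were DESeq2, no covariate, the batch label or the replicate number as a block, mean reads per cell in another order of samples, each sample left out in turn, EU620 and NAint113 left out, other filters on low counts, thinned sums, no removal of doublets, all cells, the finer resolution and an assignment of each cell by its own markers. The fits of DESeq2 without covariate, with a batch block, without shrinkage and without EU620 and NAint113, and a maximum scaffold share of 20% for the tests, were added later. The genomic sweep analysis, RAD-seq, bulk RNA-seq of leaves, RNA velocity and Gene Ontology enrichment were not analysed here.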

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

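The comparisons of the spatial section without 5 B genes, with names moved by 1 gene and with the depth of the single cells were chosen only after the result was seen. So was the search for genes nearly without counts in a population.

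A signal in data that the paper does not analyse for the B chromosome appeared in the spatial section. B chromosome genes took 0.170% of all counts of the section, 74041 counts of 215 genes, against 0.0745% of the UMIs in the single cells of the same plant, a ratio of 2.28. The 5 B genes with the most counts in the section held 42.7% of its B chromosome counts. Without them the ratio was 2.39, so they do not account for the higher share. Without the 5 B genes of largest excess in the section the shares were 0.118% and 0.0714%, a ratio of 1.65. Leaving out genes picked for their excess lowers the ratio by construction. A shift of gene names between the files is argued against by the Pearson's r across genes of 0.747 between section and single cells, which fell to 0.0567 or less with names moved by 1 gene. In number of genes the direction is shared with other chromosomes, as 54 of 72 B genes with at least 100 counts, 75.0%, were higher in the section, and so were 74.2% of 28971 other genes. In size the order depends on the choice of genes. Among these, the median log2 ratio was 1.42 for B genes against 1.07, and 21 of the 72 B genes against 14.1% of the others were over 8 times higher, but among genes with at least 100 UMIs in the single cells it was 0.404 for 47 B genes against 0.797 for all genes. Differences between the 2 chemistries in which transcripts they count, reads of near-identical copies counted under the B gene by the other aligner, and a difference between the bud section and the dissociated shoot stay open, as the section has no replicate. No biological explanation was tested.

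PaChr24B.173, one of the genes that the paper names in a selective sweep, had 28 counts in the section and 0 UMIs in the single cells of all 6 samples, which is above the limit that a count of 0 allows. A lack of depth in the single cells is argued against, because at the share of the section 61.3 UMIs would be expected in the single cells of NAint61. In all, 38 B chromosome genes had more than 3 counts in the section and 0 UMIs in those single cells. What remains open is whether the aligners assigned reads of related genes differently, and a difference in tissue.

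Genes outside the B chromosome showed a signal confined to a population. A gene was counted here if it had at least 30 UMIs in every sample of 1 population, each at least 20 times the CPM of every sample of the other. This held for 9 genes of the European samples and 2 genes of the invasive samples, apart from 22 B chromosome genes of the invasive samples. As 2 of the 10 splits of the 6 samples into 3 and 3 gave as many such genes, the real split included, chance cannot be excluded. The other was the split of batch 1 from batches 2 and 3, with 29 and 7 such genes. Batches 1 and 2 each hold samples of both populations, so a difference between these batches would not give the real split by itself. A deletion or a sequence in 1 population that differs from the reference, and a difference between populations in expression, stay open and were not tested.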

How the results depend on the processing

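The fits of DESeq2 without covariate, with a batch block, without shrinkage and without EU620 and NAint113, the maximum scaffold share of 20% in the tests and the ratio of B chromosome shares with each sample left out were chosen after the result was seen, and all other settings were fixed before the data were examined.

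Kept on the same side throughout were the higher B chromosome share of UMIs in the invasive samples, whose ratio of 7.77 ranged from 5.29 without the 5 B genes of highest count to 9.80 with a sample left out, the enrichment of B chromosome genes among upregulated DEGs of the whole shoot, and the separation of batch 1 on PC1, in 28 of 29 clusters with 500 genes and in 29 with 2000. The enrichment had no value without EU60, EU78, EU620 or NAint61, where edgeR called no upregulated gene while between 613 and 2447 genes were higher at an unadjusted p under 0.05. Numbers of retained cells and the separation of populations on PC2 also moved by less than 1.5 times. The ratio of median genes of single over segmented cells, 8.13, was 6.39 with at least 100 genes per segmented cell, but with both kinds thinned to 300 counts the segmented cells had 1.07 times the median of the single cells.

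Counts of called genes depended on the tool. With the same covariate, edgeR and DESeq2 called 7 and 871 genes in the whole shoot, 0 and 833 in the epidermis, 0 and 633 in the vascular tissue, 2 and 254 in the parenchyma, 0 and 312 in the meristem, 0 and 695 in the mesophyll, and 54 and 3410 over the clusters together. At an unadjusted p under 0.05 edgeR gave 3217 genes in the epidermis, 2720 in the vascular tissue, 2580 in the meristem and 3405 in the mesophyll. For B chromosome genes called higher the counts by edgeR and DESeq2 were 6 and 45 in the whole shoot, and 5 and 33 in any cluster. In simulated whole-shoot counts with the dispersion of these samples, edgeR recovered 0 of 200 changed genes with 0 false calls and DESeq2 without shrinkage 88 with 125 false calls.

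DESeq2 counts in turn depended on the covariate and the samples. In the order whole shoot, epidermis, vascular tissue, parenchyma, meristem, mesophyll and clusters together, DESeq2 without covariate called 154, 95, 87, 36, 39, 41 and 854 genes. With a batch block DESeq2 called 539, 386, 344, 51, 47, 88 and 1135. With EU620 and NAint113 left out DESeq2 called 4854, 3801, 3585, 888, 1448, 1714 and 14858. Without shrinkage it called 938 in the whole shoot. The number of B chromosome genes among them hardly moved, with 45, 44 and 48 called higher in the whole shoot and 32, 31 and 33 in any cluster under the first 3 of these fits. The cause of the other differences was not tested here, apart from the batch test described under the other observations.

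For edgeR, the whole-shoot count of 7 fell to 2 without covariate, with a batch block, with mean reads per cell assigned in alphabetical order of the samples and with thinned counts, and to 4 with EU620 and NAint113 left out. The 6 B chromosome genes fell to 2 under each of these 5 settings. With each sample left out in turn the count was 0 to 3, of which 0 to 2 were B chromosome genes, and it was 0 without EU60, EU78, EU620 or NAint61. In the parenchyma the count of 2 became 0 with EU620 and NAint113 left out, where 3737 genes had an unadjusted p under 0.05 and DESeq2 called 888, and became 33 without a filter on low counts, 4 with thinned counts, 7 at resolution 1.2 and 5 with cell-wise assignment, in which each cell was named by its own markers without clustering. Leaving out each sample gave 0 to 3 genes there, and 3 only without NAint191. Without a filter on low counts edgeR called 7 genes in the epidermis, 2 in the vascular tissue, 15 in the meristem and 24 in the mesophyll. With cell-wise assignment it called 3 in the epidermis and 2 in the mesophyll. A batch block gave 3 in the mesophyll, where leaving out each sample gave 0 to 4 genes, and 4 without NAint191. The cause was not tested, except that leaving out samples lowers the number of samples by construction.

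Over the clusters together, the 54 genes of edgeR became 31 without covariate, 140 with a batch block, 21 with mean reads per cell in alphabetical order, 2523 with EU620 and NAint113 left out, 3232 without a filter on low counts, 35 with at least 10 counts in 3 samples and 95 at resolution 1.2. With each sample left out the sum lay between 7, without NAint113, and 445, without NAint61. B chromosome genes called higher in any cluster were 23 without a filter on low counts, and 2 to 5 with each sample left out, with 2 without EU78, EU620 or NAint113. The cause was not tested.

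Replicate numbers of the labels do not pair the samples. Across genes of the whole shoot, the deviations of same-numbered samples had a Pearson's r of 0.066 for EU60 and NAint61, 0.540 for EU78 and NAint113 and 0.649 for EU620 and NAint191, and the latter 2 pairs also share a batch. With the replicate block in place of the covariate, edgeR called 2 genes in the whole shoot, 2 of them on the B chromosome, 21 in the mesophyll, 160 over the clusters together and 8 B chromosome genes in any cluster, and no other count moved by over 1.5 times.

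The direction of the photosystem genes depended on the covariate. Their median log2 fold change of 2.26 in the whole shoot reversed to -0.10 without covariate, -0.42 with a batch block and -0.81 with mean reads per cell in alphabetical order. In the vascular tissue 1.66 reversed to -0.20, -0.71 and -0.82 under the same 3 settings. Mean reads per cell in alphabetical order also reversed 2.53 in the epidermis to -0.38, 2.43 in the parenchyma to -0.37, 2.66 in the meristem to -0.75 and 1.81 in the mesophyll to -0.39. A batch block gave -0.21 in the parenchyma and -0.11 in the mesophyll, and no covariate gave -0.34 in the meristem. With EU620 and NAint113 left out the set passed fry's threshold at an unadjusted p in the parenchyma, at 3.67, and in the mesophyll, at 2.78. Leaving out NAint191 lowered the median most among the samples, to 0.98 in the whole shoot and 0.38 in the vascular tissue. With each sample left out the median stayed between 1.17 and 3.05 in the epidermis and between 1.21 and 2.09 in the mesophyll, and without NAint191, the lower end of each range, the set passed fry's threshold in both only at an unadjusted p, with an adjusted p of 0.0990. The cause was not tested by these settings.

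Median genes per cell were 0.842 times as many in the invasive samples as deposited and 1.01 times as many with each cell thinned to 2000 UMIs, so that the lower number follows the lower depth of the invasive cells. Among single genes, PaChr12D.264 reversed to a log2 fold change of 0.060 with a batch block and of 0.020 by DESeq2 with a batch block. PaChr17A.331 had 1.05e-06 and a SUS4 copy on chromosome 4A -9.85e-07 by DESeq2 without covariate, where shrinkage sets small changes near 0. Of the other values of single genes and of Moran's I under an alternative, 494 stayed on their side, 69 no longer passed the threshold, 48 newly passed it and 65 counts or values moved. Depth limits the statements on rare genes, since a gene with few UMIs in a tissue cannot be called there, and the smallest tissue, the meristem, had 84 cells in EU620.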

Differences from the paper's values

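The fits of DESeq2 without covariate, with a batch block and with EU620 and NAint113 left out were chosen only after the values had been seen, and the other settings named here were set before the data were examined.

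In the parenchyma, edgeR called 2 upregulated DEGs where the paper's value is 190, 0 downregulated DEGs where the paper's value is 80, with 1264 genes higher and 1248 lower at an unadjusted p under 0.05, and 2 upregulated B chromosome genes where the paper's value is 30. None of the settings run came within 1.5 times of these 3 values, and DESeq2 with the same covariate called 118, 136 and 16. B chromosome genes were 100% of the upregulated DEGs by edgeR and 15.8% in the paper. The share by DESeq2 with the same covariate came within the paper's value, at 13.6%, and none of the other alternatives set before the data were examined did.

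In the epidermis, edgeR called 0 upregulated and 0 downregulated DEGs, with 3217 genes at an unadjusted p under 0.05, against the paper's values of 176 and 89, and 0 upregulated B chromosome genes against the paper's 25. No setting gave the 89 downregulated DEGs within 1.5 times, and DESeq2 with the same covariate called 562 up and 271 down. The number of upregulated DEGs was within the paper's under DESeq2 with a batch block, at 224, a fit chosen after seeing the values. B chromosome genes came within the paper's number under DESeq2 with the same covariate, at 33. They also did under DESeq2 without covariate, with a batch block and with EU620 and NAint113 left out, at 33, 29 and 35, which were chosen after seeing the values, and under no setting of edgeR.

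In the vascular tissue, edgeR called 0 upregulated DEGs against the paper's 143, with 1729 genes higher at an unadjusted p under 0.05, and 0 upregulated B chromosome genes against the paper's 29. DESeq2 with a batch block, chosen after seeing the values, came within the paper's number of upregulated DEGs, with 344 DEGs in both directions together, and with the same covariate it called 466 upregulated DEGs. For B chromosome genes, DESeq2 with the same covariate gave 35, and the fits chosen after seeing the values gave 30 without covariate, 29 with a batch block and 33 with EU620 and NAint113 left out. The other alternatives set before the data were examined did not come within the paper's values.

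In the mesophyll, edgeR called 0 upregulated, 0 downregulated and 0 B chromosome DEGs against the paper's 85, 25 and 18, with 3405 genes at an unadjusted p under 0.05. DESeq2 with a batch block, chosen after seeing the values, called 61 and 27. With the same covariate as edgeR it called 464 and 231, outside the paper's values, and 13 B chromosome genes, within the paper's. The fits of DESeq2 chosen after seeing the values gave 19, 13 and 16 B chromosome genes without covariate, with a batch block and with EU620 and NAint113 left out. The other alternatives set before the data were examined stayed outside the paper's values.

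With EU620 and NAint113 left out and an absolute log2 fold change over 2, edgeR called 0 genes in either direction in each of the following tissues, with between 3737 and 6474 genes at an unadjusted p under 0.05. The paper's values are 749 up and 728 down in the vascular tissue, 671 and 697 in the epidermis, 283 and 373 in the parenchyma and 279 and 163 in the meristem, and 45 up and 27 down in all 5 tissues, where edgeR gave 0 and 0. DESeq2 on the same samples, chosen after seeing the values, came within the paper's for the downregulated DEGs of the vascular tissue, 690, and of the epidermis, 895, and for both directions in the parenchyma, 330 and 315. It did not for the 1586 upregulated DEGs of the vascular tissue, for those of the epidermis, for the 492 and 494 of the meristem or for the 125 and 107 common to all 5 tissues. No alternative to this comparison had been set before the data were examined.

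With all 6 samples, the paper gives 13 genes up and 1 down in all 5 tissues. EdgeR gave 0 and 0, and DESeq2 with the same covariate 26 and 17. DESeq2 without covariate, chosen after seeing the values, gave 14 and 1, and no alternative set before the data were examined came within the paper's values. B chromosome genes upregulated in any cluster were 5 by edgeR and 33 in the paper. Within the paper's number were 33 by DESeq2 with the same covariate and 23 by edgeR without a filter on low counts, both set before the data were examined, while DESeq2 without covariate, with a batch block and with EU620 and NAint113 left out, chosen after seeing the values, gave 32, 31 and 33. Each other setting of edgeR stayed outside. The cells fell into 32 clusters here and 19 in the paper, and into 38 at a resolution of 1.2, which did not come closer.

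Further statements of the paper differ in order. The paper places the largest number of DEGs in the parenchyma, where DESeq2 with the same covariate gave the smallest total of the 5 tissues here, 254, and the largest in the epidermis, 833. For the comparison without EU620 and NAint113 the paper names mesophyll as the tissue with the fewest DEGs, whereas DESeq2 gave 1024 there and 645 in the parenchyma. The tissues here are joined from rebuilt clusters and do not hold the same cells as those of the paper.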

Other observations

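Of the tests in this part, those of the left-out pair, of the B chromosome share within batches and without the 5 top genes, and of European B chromosome UMIs as reads from invasive libraries were chosen only after the result was seen, as were the values of all genes picked out by their size.

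The strongest division among the 6 samples was not that of the populations. PC1 of the sums separated batch 1, EU60, EU78 and NAint113, from the other samples in 28 of 29 clusters. A hypothesis is that library batch carries many of the differences found with EU620 and NAint113 left out, since that comparison sets 2 samples of batch 1 against samples of batches 2 and 3. In the pair left out, whose batches run the other way, the differences turned around. Across 33264 genes of the whole shoot the Pearson's r of the 2 sets of differences was -0.502, and between -0.432 and -0.594 in the 5 tissues, where genes are not independent replicates. Of the 1268 genes outside the B chromosome that DESeq2 called higher in that comparison, 98 or 7.73% were higher in NAint113 than in EU620, against 46 of 48 on the B chromosome. As the hypothesis came from PC1, on which these 2 samples already lie opposite to the kept samples of their populations, the values restate that division and do not test it, while the B chromosome genes do not follow it. Batch and a property of EU620 and NAint113 as plants, such as their stage, cannot be told apart, and the paper itself sets these samples apart.

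Photosystem genes followed the same division. Their median log2 difference was 3.63 between the samples kept and -5.17 for NAint113 minus EU620, with 0 of 21 genes higher, which is consistent with batch as a candidate explanation. Within batches the medians were -0.17 and -0.56 in the whole shoot, and in the meristem 1.01 and -0.91, so that no direction held in both batches there. For the set test in the whole shoot, 2 of the 10 splits of the samples gave a fry p as small as the real one, and the smaller was that of batch 1 against the rest, so chance cannot be excluded. Differences in light, stage or greening between plants of a batch were not recorded and stay open.

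The higher B chromosome share of the invasive samples stands apart from this. A batch difference is argued against by the ratios within batches, of which the lower was 6.42. A few genes with most of the counts are argued against by the ratio of 5.29 without the 5 B genes of highest count. Depth is argued against because 2 B chromosome genes stayed called higher by edgeR in the sums thinned to the smallest total. In line with a biological difference, and only as a hypothesis found and tested on these data, the invasive plants may express B chromosome genes that the European plants lack or hold in fewer copies, for which the copy number was not analysed here. Variation between samples as edgeR models it does not account for PaChr24B.240 and PaChr24B.218, each with an adjusted p of 0.00661 with all samples, although the smaller fits without EU60, EU78, EU620 or NAint61 gave 0.0760 to 0.199. Genes of a chromosome may vary together, however, so these values do not exclude a chance draw of 3 plants that carry more of it against 3 that carry less, as 1 of only 10 splits. Contamination of the European samples with RNA of the invasive libraries would give all genes about the same fraction, but 71.4% of the 26975 European B chromosome UMIs were in genes less than 2 times higher in the invasive samples. PaChr24B.83 had 1528 UMIs in the European samples, 1235 of them in EU60, and 4 in the invasive samples. PaChr24B.151 had 423 and 84. Reads of homologues on other chromosomes counted under a B gene, or B copies of the European plants, stay open for these UMIs.

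Genes that the paper names in a selective sweep on the B chromosome had few or no counts in these shoots, at most 92 UMIs in the 6 samples together. Of the 13, 6 had 0 UMIs in all 6 samples, among them PaChr24B.17, PaChr24B.18, PaChr24B.173, PaChr24B.174 and PaChr24B.177, while PaChr24B.183 and PaChr24B.188 had 1 UMI each. PaChr24B.19 had 22 UMIs in the European and 15 in the invasive samples, PaChr24B.52 had 58 and 29, PaChr24B.110 had 9 and 10, and PaChr24B.230 had 44 and 32. Different between the populations was the gene named GEX3 in the paper, with 0 UMIs in the European and 92 in the invasive samples, at least 39.4-fold higher against a floor of 3 counts over the group.

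The number of genes called between populations was weighed against other splits of the 6 samples into 3 and 3, of which there are 10. As many genes as with the real split were called by edgeR in 1 of the splits in the whole shoot and in 1 in the parenchyma, which is the real split itself, and in 5 over the clusters together. With 10 splits chance cannot be excluded for any of these. In the epidermis, the vascular tissue, the meristem and the mesophyll the real count was 0, so that all 10 splits reach it whatever the data hold, which tests nothing. In the clusters, the split of batch 1 from batches 2 and 3 gave 1161 calls against 54 for the populations, and 140 were called between populations with batch as a block.

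DESeq2 called more genes than edgeR at the same threshold. If it called genes for any split, the other splits should give counts of the same order. Their median was 118 in the whole shoot without shrinkage, between 50 and 211 for 8 of them, against 938 for the populations, which argues against it as the whole cause, while the batch split gave 3805. In simulated whole-shoot counts, drawn without a batch effect, DESeq2 without shrinkage made 125 false calls beside 88 true ones, so that part of its calls may be false. A further explanation, that mean reads per cell as the covariate absorbs batch, stays open. With batch as a block in its place 31.7% of the calls were kept, against 16.8% without covariate and 17.5% with mean reads per cell in alphabetical order, but the fits called 539 genes with the block and 154 without covariate, which limits these shares, and the block takes NAint61, alone in batch 3, out of the comparison. The genes on which the 2 fits differ stay unexplained.

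Many of the markers that name the cell types were far lower in the section than in the single cells of NAint61. Of 225 markers with at least 100 UMIs, 67 or 29.8% were lower by over 3 on the log2 scale, against 6.56% of 23992 genes. The median log2 ratio was -5.78 for vascular parenchyma and 1.81 for xylem. A hypothesis written before the test is that the section lacks some of the cell types. Of the 1574 genes that were this much lower, 75.7% were more restricted to a few clusters than genes of the same count, which is consistent with it. Effects of protoplasting, which changes expression in dissociated cells only, would also fall on such genes and stay open.

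Of the 13 genes that Table S9 lists as upregulated in all 5 tissues, all 13 had the same sign in the whole shoot here, and 11 were higher in every invasive sample than in every European sample, where chance gives 10% of genes in either direction. EdgeR called 4 and DESeq2 13 of them. As the list was chosen from these samples, this is not independent evidence.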
